# A retinoic acid receptor β2 agonist attenuates transcriptome and metabolome changes underlying nonalcohol-associated fatty liver disease

**DOI:** 10.1016/j.jbc.2021.101331

**Published:** 2021-10-21

**Authors:** Xiao-Han Tang, Marta Melis, Changyuan Lu, Andrew Rappa, Tuo Zhang, Jose Jessurun, Steven S. Gross, Lorraine J. Gudas

**Keywords:** nonalcoholic fatty liver disease, retinoic acid receptor, liver steatosis, fructose metabolism, vitamin A, DEG, differentially expressed gene, DIO, dietary-induced obesity, GSH/GSSG, glutathione/glutathione disulfide, HFD, high-fat diet, HSC, hepatic stellate cell, NAFLD, nonalcohol-associated fatty liver disease, NASH, nonalcohol steatohepatitis, RA, retinoic acid, RARβ2, retinoic acid receptor β2

## Abstract

Nonalcohol-associated fatty liver disease (NAFLD) is characterized by excessive hepatic accumulation of fat that can progress to steatohepatitis, and currently, therapeutic options are limited. Using a high-fat diet (HFD) mouse model of NAFLD, we determined the effects of the synthetic retinoid, AC261066, a selective retinoic acid receptor β2 (RARβ2) agonist, on the global liver transcriptomes and metabolomes of mice with dietary-induced obesity (DIO) using genome-wide RNA-seq and untargeted metabolomics. We found that AC261066 limits mRNA increases in several presumptive NAFLD driver genes, including *Pklr*, *Fasn*, *Thrsp*, and *Chchd6*. Importantly, AC261066 limits the increases in the transcript and protein levels of KHK, a key enzyme for fructose metabolism, and causes multiple changes in liver metabolites involved in fructose metabolism. In addition, in cultured murine hepatocytes, where exposure to fructose and palmitate results in a profound increase in lipid accumulation, AC261066 limits this lipid accumulation. Importantly, we demonstrate that in a human hepatocyte cell line, RARβ is required for the inhibitory effects of AC261066 on palmitate-induced lipid accumulation. Finally, our data indicate that AC261066 inhibits molecular events underpinning fibrosis and exhibits anti-inflammatory effects. In conclusion, changes in the transcriptome and metabolome indicate that AC261066 affects molecular changes underlying multiple aspects of NAFLD, including steatosis and fibrosis. Therefore, we suggest that AC261066 may have potential as an effective therapy for NAFLD.

Nonalcohol-associated fatty liver disease (NAFLD), which is defined as the accumulation of intrahepatic triglycerides without excessive alcohol intake and is usually associated with obesity, has become a primary cause of chronic liver disease. NAFLD can progress through histologically and clinically defined stages to nonalcohol steatohepatitis (NASH) or liver cirrhosis (1). In the United States, the number of NAFLD cases is projected to reach over 100 million in 2030, and 27% of adult NAFLD cases progress to NASH (2). Excessive accumulation of lipids in the liver induces liver stress and injury, resulting in the fibrogenesis and inflammation often observed in NASH (3). Despite an emerging NAFLD health crisis worldwide, to date there is no single FDA-approved therapy for preventing and/or treating NAFLD other than dietary intervention, weight loss, and medications for insulin resistance and hyperlipidemia (4). Therefore, it is crucial to identify and target the underlying molecular mechanisms that cause NAFLD to find a novel therapy. Here we explore a vitamin A agonist that defines a potential therapeutic approach.

Carotenoids and rerinoids, including vitamin A (retinol) and its metabolites, such as all-trans retinoic acid (RA), exert regulatory functions on multiple physiological processes (5, 6), including lipid metabolism and hyperglycemia control (6, 7, 8). Retinoic acid receptors (RARs α, β, and γ subtypes) are transcription factors that heterodimerize with retinoid X receptors (RXRs, α, β, and γ subtypes) and bind the endogenous agonist, RA, to regulate gene expression (9). In humans, histological stages of NAFLD, including mild and severe steatosis, NASH, and hepatocyte necrosis, show a strong inverse correlation with hepatic retinol levels (10). Hepatic retinoic acid levels are significantly lower in human NAFLD samples than in normal liver samples (11), and we also showed an inverse correlation between steatosis and hepatic retinol and retinyl palmitate levels (12). RA, a vitamin A metabolite and the endogenous agonist for all three RARs α, β, and γ, attenuated diet-induced liver steatosis in mice, indicating that activation of retinoic acid signaling could be novel therapy for NAFLD (6). We showed that the synthetic retinoid AC261066 (13) corrected hyperglycemia in type 2 diabetes mouse models, limited hepatic lipid accumulation, and prevented early hepatic fibrogenic events in a high-fat diet (HFD)-induced NAFLD mouse model (14, 15). However, we did not explore the molecular mechanisms involved in AC261066’s actions in depth in our prior work. Here, in addition to delineating the effects of AC261066 on the physiology, transcriptome, and metabolome in a related HFD-driven NAFLD mouse model, we establish a causal role for RARβ in regulating lipid metabolism and demonstrate that AC261066 acts through RARβ. These novel and important data suggest that AC261066 could be a useful drug for the treatment of NAFLD.

## Results

### HFD (high-fat diet) treatment induces increases in multiple transcripts involved in NAFLD pathogenesis and AC261066 limits/prevents these increases

Here we found that AC261066 effectively limited liver steatosis and glucose excursion induced by a HFD with 60% kcal from fat, supporting our previous findings in a similar DIO (diet-induced obesity) model (14, 15, 16) (Fig. S1). Thus, we used this 60% HFD model to explore further the molecular mechanisms by which AC261066 exerts these potentially beneficial effects in the livers of these HFD-fed mice. 

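Liver RNA of 18 male C57BL/6 mice was sequenced, 6 mice in each of 3 groups. One group was fed chow with 13% of kcal from fat, and another a high-fat diet (HFD) with 60% of kcal from fat for 4 months. The third was fed the HFD and drank AC261066, an agonist of the retinoic acid receptor RARβ2, at 3 mg per 100 ml of water for the last 2 months (HFD+AC261066). The supplement describes TruSeq RNA libraries read as paired ends of 51 bases on a HiSeq, at about 30000000 read pairs per sample. The sample labels give liver as the source and name a different HiSeq model. They also name a library kit for DNA and a protocol for growing neural stem cells, neither of which matches the supplement. The values are those of liver, with a mean log2 value of *Alb*, serum albumin, of 21.1 in chow livers, a gene chosen after its values were seen. The authors aligned the reads to the mouse genome mm9 with TopHat, counted them per gene with HTSeq, analysed the counts with DESeq2 and removed batch effects with limma's removeBatchEffect. The values used here are the authors' log2 values per gene and library. The paper does not state which transform made them. They are not counts, so the depth of single libraries is not known from them and no counting interval can be given. Of 20512 genes listed, 3620 stood at exactly 0 in every library, and 13268 with a mean log2 value of at least 2 were tested. The study was run in 2 rounds, and the text does not say which mouse belonged to which. In the values, the mean of all libraries numbered 1 to 3 equals the mean of all libraries numbered 4 to 6 for every gene, with a largest difference of 4.4e-14. These 2 sets were therefore treated as the batches that the authors had levelled. A gene that differs between batches in 1 group therefore carries opposite differences in the others, and values within each set are given beside the main ones. Groups were compared with limma on the log2 values of all 18 livers, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1, the study's own threshold. Levels are given as 2 raised to the value, as relative mRNA levels. Each library is 1 mouse, so the errors describe the spread of these values between mice. Low values lie close to their gene's mean, as after a regularized logarithm. Errors and differences of genes with low values can therefore be too small.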

Since RARβ is a transcription factor in the nuclear receptor superfamily (9), we next explored the mechanism(s) of action of AC261066 by using RNA-seq to assess global changes in liver transcripts. 

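*Cyp2b9*, a cytochrome P450 that male mouse liver normally keeps low, was the most increased of the genes with the smallest p-values in the livers of HFD-fed mice, with a log2 difference from chow of 5.48 (SE 0.47, adjusted p = 1.45e-06). *Lect2*, a secreted hepatokine, was higher by 0.98 (adjusted p = 7.11e-06), and the glutathione transferase gene *Gstt1* by 0.79 (adjusted p = 7.11e-06). The transcriptional corepressor gene *Tle3* was higher by 0.92 (adjusted p = 7.11e-06) and *Kbtbd11* by 1.25 (adjusted p = 6.71e-06). The adhesion receptor gene *Gpr110* had a log2 difference of -1.73 (adjusted p = 2.73e-06), the prostaglandin transporter gene *Slco2a1* of -1.04 (adjusted p = 9.29e-06). *Smad9*, a transducer of bone morphogenetic protein signals, had -1.60 (adjusted p = 9.41e-06) and *Pabpc4*, a poly(A)-binding protein gene, -0.58 (adjusted p = 7.11e-06). *Cyp4a31*, a fatty acid omega-hydroxylase gene on chromosome 4 from 115236254 to 115251618 of mm9, had -1.52 (adjusted p = 7.11e-06). It has close paralogs that may share reads with it, as does *Cyp2b9* on chromosome 7 from 26958430 to 26995680. By limma, 2091 genes were higher and 2166 lower in HFD than in chow livers. With a term for the batch the total fell from 4257 to 3880. The term leaves the differences of the levelled values as they are and costs a residual degree of freedom, which the levelling had already used. In simulated data levelled in the same way, 17.0% of the calls were of unchanged genes without the term and 12.1% with it. The total without the term can therefore hold more false calls than the threshold names. Of the 4257, 4213 (99.0%) had the same direction within libraries 1 to 3 and within libraries 4 to 6, which their choice over both sets favours. Over all tested genes, which are not independent replicates, r between the sets was 0.60. In each set alone, 922 genes passed in libraries 1 to 3 and 3061 in libraries 4 to 6, with 3 mice against 3. Single libraries moved these counts. In libraries 1 to 3 they ran from 70 (without HFD replicate 3) to 1582 (without HFD+AC261066 replicate 3). In libraries 4 to 6 they ran from 1636 (without chow replicate 6) to 3669 (without HFD+AC261066 replicate 6).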

A total of 4069 transcripts (differentially expressed genes (DEGs)) differed significantly between the livers from HFD-fed and chow-fed mice, including increases in 1942 genes and decreases in 2127 transcripts, respectively (q < 0.1) (q = *p* value adjusted for the false discovery rate) (Fig. 1*A* and Table S1). Additionally, we found that compared with the HFD group, the HFD+AC261066 group showed 746 significantly changed DEGs, including increases in 397 transcripts and decreases in 349 transcripts (q < 0.1) (Fig. 1*B* and Table S1). 

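*Cyp4a31* was raised again in the livers of treated mice, with a log2 difference of HFD+AC261066 from HFD of 1.38 (SE 0.15, adjusted p = 0.000270). *Tspan33*, a tetraspanin gene, was higher by 0.58 (adjusted p = 0.00316). The cell adhesion gene *Cadm4* was higher by 0.82 (adjusted p = 0.00597) and *Unc13b*, a gene of vesicle priming, by 0.74 (adjusted p = 0.00746). Of the genes that were lower, *Hao2*, a peroxisomal hydroxyacid oxidase gene, had -1.91 (adjusted p = 0.000889), and the organic anion transporter gene *Slc22a29* had -1.22 (adjusted p = 0.00250). *Kbtbd11* had -0.98 (adjusted p = 0.000599) and the drug efflux pump gene *Abcb1a* had -0.92 (adjusted p = 0.00316). By limma, 283 genes were higher and 298 lower in HFD+AC261066 than in HFD livers. All 581 had the same direction within libraries 1 to 3 and within libraries 4 to 6, with median sizes of 0.325 and 0.335 on the log2 scale, which their choice over both sets favours. Over all tested genes, which are not independent replicates, r between the sets was 0.19, and 66 genes differed between them by a test of the interaction. Of the 746 genes of Table S1, which the authors called on the same libraries, 557 were also called here and all 746 had the same direction. The count depends on the fit and on the libraries used. The batch means had been levelled, so a batch term leaves the differences as they are. It lowers the residual degrees of freedom from 15 to 14 and gives 168 higher and 204 lower genes, 372 in all. The levelling had already used that degree of freedom. In simulated data levelled in the same way, 14.1% of the calls were of unchanged genes without the term and 10.5% with it. The 581 calls can therefore hold more false ones than the threshold names. Libraries 1 to 3 alone give 23 and libraries 4 to 6 alone 620. When each library was shifted to the same median, 227 were higher and 356 lower. Single libraries move it too, with 938 genes without HFD+AC261066 replicate 6, 275 without HFD+AC261066 replicate 4, 308 without HFD+AC261066 replicate 5, and 329, 290, 387 and 360 without HFD replicates 2, 3, 4 and 5, in this order.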

Hierarchical clustering of DEGs in the different groups is shown in the heatmaps in Fig. S2 (*A*, HFD/chow; *B*, HFD+AC261066 (HFD+AC261)/HFD). 

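*Gprc5b*, a receptor gene linked to insulin signalling in fat, was higher by 1.18 (adjusted p = 5.09e-05) on the log2 scale in HFD than in chow livers and differed by -1.03 (adjusted p = 0.00316) between HFD+AC261066 and HFD. The proteoglycan gene *Cspg5* went the other way, with -1.17 (adjusted p = 3.42e-05) and then 0.83 (adjusted p = 0.00779). *Hao2* and *Slc22a29*, lower in treated livers, had been raised by the HFD by 2.25 and 1.54 (adjusted p = 1.13e-05 and 1.16e-05). *Cadm4* and *Tspan33*, higher in treated livers, had differed by -1.05 and -0.66 (adjusted p = 6.20e-05 and 8.08e-05). By limma, 212 genes were higher in HFD than in chow and lower in HFD+AC261066 than in HFD. Another 212 genes were lower and then higher. These 424 genes are 73.0% of the genes called in HFD+AC261066 against HFD and 9.96% of those called in HFD against chow. *Casc4* was the 1 gene higher in both comparisons, and 9 genes were lower in both, among them the drug oxidase genes *Cyp3a11*, *Cyp3a16* and *Cyp3a25*. These genes are named after their values were seen. Of the genes of Table S2, 285 of the increased and all 225 of the decreased ones were tested, and each had opposite directions in the 2 comparisons. They had been called on the same libraries, so this is not independent evidence. With a batch term 284 genes had opposite calls, 18 did within libraries 1 to 3 and 323 within libraries 4 to 6. Without single libraries the count was 221 (HFD+AC261066 replicate 4), 245 (HFD+AC261066 replicate 5), 253, 224 and 265 (HFD replicates 2, 3 and 5).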

Importantly, 225 transcripts increased in the HFD/chow were reduced in the HFD+AC261066/HFD, while 286 transcripts decreased in the HFD/chow were increased in the HFD+AC261066/HFD (Table S2). These gene overlaps between HFD/chow and HFD+AC261066/HFD were more significant than expected random chances, with a *p*-value < 2.2e-16 using Fisher’s exact tests. These data indicate that AC261066 limits the HFD-induced transcript changes in the liver.

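Independent lists of these sizes would share 47.0 genes raised by the HFD and lowered with AC261066, and 46.2 genes lowered and then raised. Fisher's exact test, two-sided over the 13268 genes, gave p = 3.06e-104 and p = 1.61e-108 for the 212 shared genes of each kind. Both comparisons use the same 6 HFD livers, with opposite signs, so opposite changes also arise without any effect of the compound. In 50 simulated draws in which no group differed, at most 1 gene had opposite calls. The same held in 50 draws in which the HFD acted and the compound did not. In both kinds a median of 0 genes was called by limma for HFD+AC261066 against HFD, so these counts of opposite calls say little about the shared livers. The fold changes of the 2 comparisons had r = -0.62 across genes, which are not independent replicates, against a median of -0.51 and -0.22 in the simulated draws. Their covariance was -0.0303 against means of -0.0063 and -0.0072 and lowest values of -0.0114 and -0.0248. At an unadjusted p under 0.05 the simulated draws reached 432 and 1279 opposite genes, against 1304 observed. With the HFD livers split so that 3 served each comparison, the median over 20 splits was 38 genes (15 to 124) higher and then lower and 22.5 genes (5 to 150) lower and then higher. In the same splits 1 gene (0 to 26) changed in the same direction, and the covariance was -0.0251. *Thrsp*, *Cyp2b9*, *Cidea* and *Hao2*, genes of lipid synthesis, oxidation of foreign compounds, lipid droplets and peroxisomal oxidation, lay among the genes farthest from the origin in the plot of both comparisons.

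**Figure D1:**
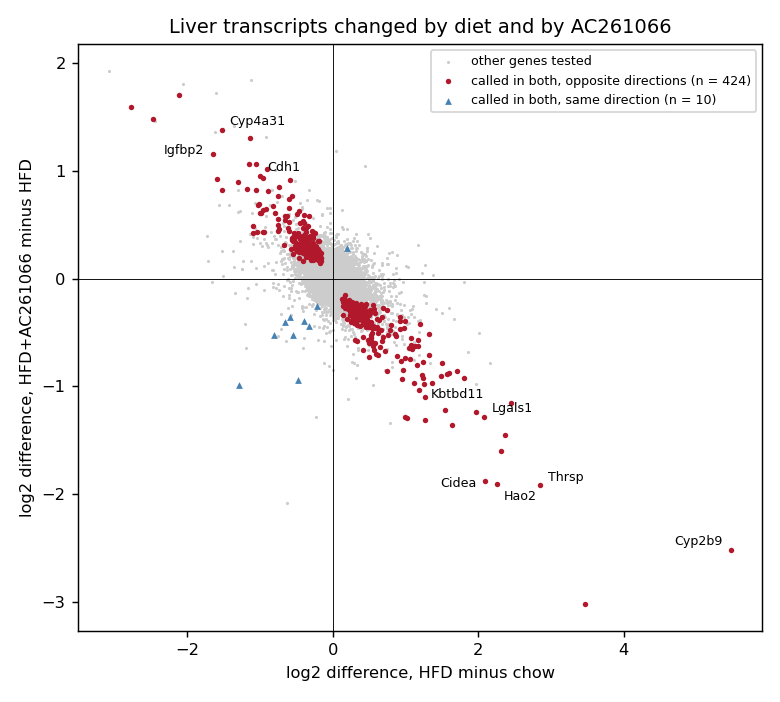
Log2 difference of HFD from chow (horizontal axis) and of HFD+AC261066 from HFD (vertical axis) for the 13268 genes tested, with the genes called in both comparisons marked. The 212 genes higher and then lower lie at the lower right and the 212 genes lower and then higher at the upper left, while 10 genes changed in the same direction in both.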

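Most genes that the HFD had changed differed from HFD in the direction of chow in treated livers. Of the 2091 genes raised by the HFD, 81.3% were lower in HFD+AC261066 than in HFD. Of the 2166 genes that were lowered, 82.5% were higher. Genes that went past chow count here too. Over all tested genes, 67.9% had opposite directions in HFD against chow and in HFD+AC261066 against HFD. The shared HFD livers alone favour opposite directions, so this share is not evidence of an effect of the compound. In the simulated draws the median r was -0.51 where no group differed. It was -0.22 where the HFD acted and the compound did not. The median difference from chow of the raised genes was 0.30 on the log2 scale in HFD and 0.20 in HFD+AC261066, and that of the lowered genes -0.26 and -0.17. On the first principal component of the log2 values of all tested genes, which holds 29.3% of the variance, HFD+AC261066 replicate 3 lay among the chow livers, and the other 5 treated livers lay between chow and HFD. On the second, which holds 12.7%, these 5 lay from 0.57 to 17.4 and replicate 3 at -7.91. There HFD livers lay from -12.7 to -0.19 and chow livers from -12.4 to 9.65, so treated livers were not simply intermediate. Without HFD+AC261066 replicate 3, which was tried after the values were seen, 77.8% of the raised genes were lower and 78.1% of the lowered genes higher than in HFD. The median differences from chow were then 0.21 and -0.18. Within libraries 1 to 3 and within libraries 4 to 6, 75.1% and 73.1% of all 4257 genes differed from HFD in the direction opposite to the HFD change. The kinase gene *Aatk*, raised by the HFD by 1.80 (adjusted p = 7.11e-06), stayed high, with a difference of HFD+AC261066 from HFD of -0.032 (adjusted p = 0.949). *Tspan33* and *Gprc5b* differed from chow by -0.076 and 0.16 in treated livers (adjusted p = 0.616 and 0.538). By limma, 892 of the raised genes (42.7%) and 927 of the lowered genes (42.8%) were still called between HFD+AC261066 and chow. Over all genes 2611 were called between HFD+AC261066 and chow, and 714 of them were called in neither other comparison. Of the genes with opposite calls, 169 of the raised and 185 of the lowered were no longer called against chow. Because the genes were chosen by their HFD values, part of this approach to chow can arise from the choice. Genes were therefore called on 3 HFD livers and measured against the other 3. A median of 74.0% of the raised genes were then lower, and 77.5% of the lowered genes higher, in treated livers. Treated livers kept a median of 71.6% of the increases (65.0 to 81.9 over 20 splits) and 65.3% of the decreases (61.2 to 72.0). Without HFD+AC261066 replicate 3 the medians kept were 74.7% and 72.8%. From the genes that change in opposite directions under the diet and under the compound, the paper concludes that AC261066 limits what the HFD does to liver transcripts.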

**Figure 1:**
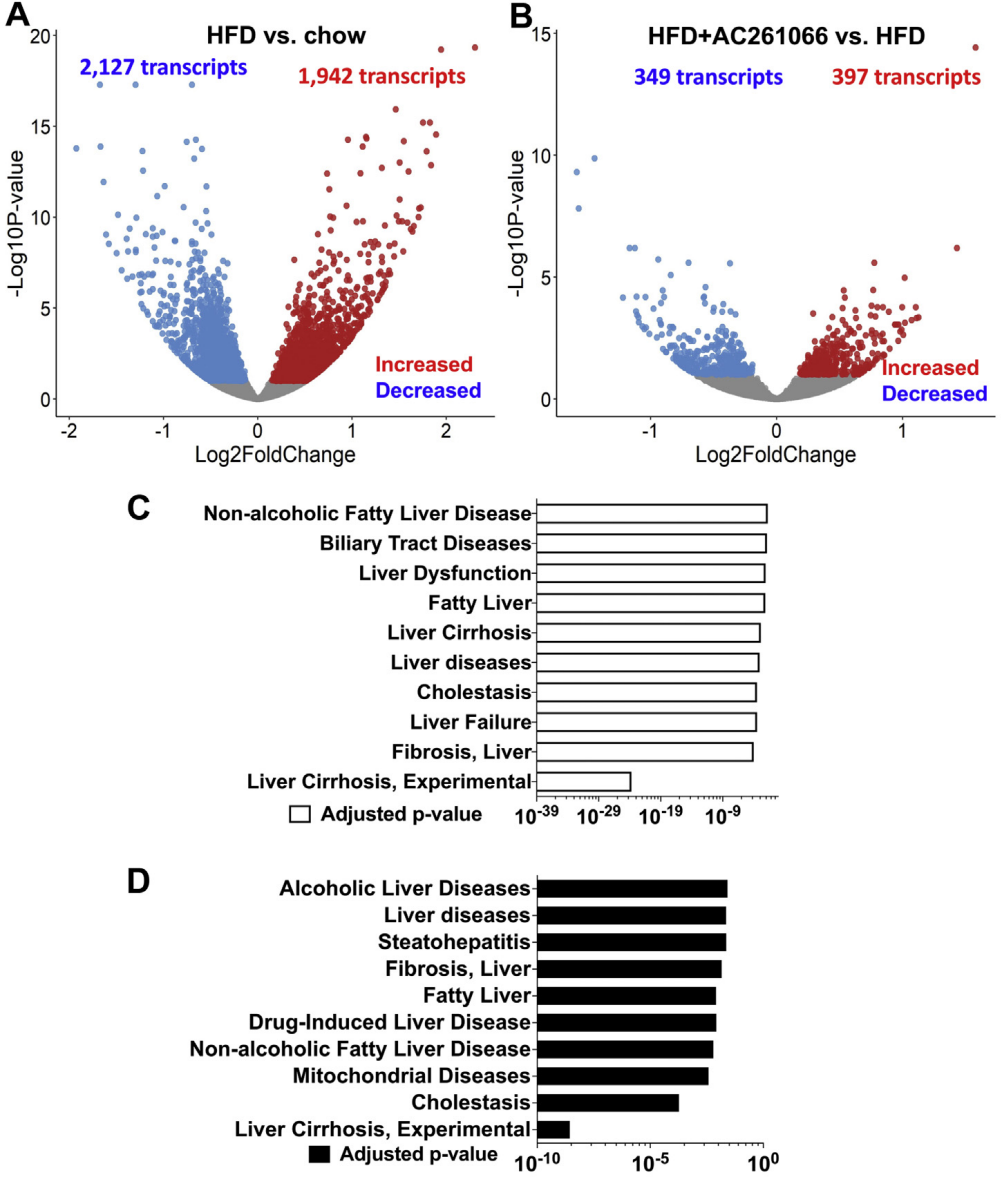
**Disease signature pathway analysis shows that AC261066 limits/prevents high-fat diet (HFD)-induced changes in the transcripts underlying development of NAFLD.***A*, volcano plot showing total numbers of transcripts with statistically significant increases or decreases (q < 0.1) in the HFD compared with the chow group (n = 6 per group). *B*, volcano plot showing total numbers of genes with statistically significant increases or decreases (q < 0.1) in the HFD+AC261066 compared with the HFD group (n = 6 per group). *C*, disease signature pathways increased in the HFD/chow. *D*, disease signature pathways decreased in the HFD+AC261066/HFD.

To probe the relevance of our HFD model to human NAFLD, we used disease signature pathway analysis by DisGeNET (17) (Fig. 1, *C* and *D* and Table S3), as a discovery platform designed to probe a variety of gene and disease associations. 

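*Serpinh1*, the collagen chaperone, and *Col12a1*, a collagen gene, both listed under experimental liver cirrhosis in Table S3, were higher by 0.54 (adjusted p = 0.0142) and 0.53 (adjusted p = 0.0102) on the log2 scale in HFD than in chow livers. *Itgam*, an integrin gene of monocytes listed under liver fibrosis, was higher by 0.35 (adjusted p = 0.0237) and *Gckr*, the glucokinase regulator listed under fatty liver, by 0.50 (adjusted p = 0.000404). *Gbe1* and *Hsd3b7*, genes of glycogen branching and bile acid synthesis listed under cholestasis, were higher by 0.58 (adjusted p = 1.16e-05) and 0.40 (adjusted p = 0.00622). These genes were picked from the table after their values were seen. The copy of Table S3 used here holds the first 66 of the 181 genes of the cirrhosis term, 66 of the 93 of the fibrosis term and 67 of the 70 of the fatty liver term. It holds all 60 and 54 genes of the cholestasis and nonalcoholic fatty liver terms. Of these genes, 63, 64, 65, 58 and 50 were called higher by limma. The terms share genes, and together they hold 221. Of the 219 tested, all were higher and 212 were called. The authors drew them from the genes increased in these same livers, so the tally is not independent evidence of a direction. Among markers of other cell types, 9 of 25 genes of stellate cells and fibroblasts, 9 of 24 of Kupffer cells and macrophages and 5 of 13 of monocytes were called higher in HFD livers, and none, 2 and none were lower. The counts of higher markers were 9, 16 and 7 when adjusted over the list alone, and 3 monocyte markers were higher after quantile normalization. With an estimated correlation the list tests gave adjusted p = 0.552, adjusted p = 0.552 and adjusted p = 0.449.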

The disease signature analysis revealed that the increased transcripts in the HFD/chow were associated with signature/pathways related to NAFLD, including “Liver cirrhosis experimental,” “Fibrosis, Liver,” “Fatty Liver,” “Cholestasis,” and “Nonalcoholic Fatty Disease” (Fig. 1*C*). The decreased transcripts in the HFD+AC261066/HFD were also associated with signature/pathways related to NAFLD, including “Liver cirrhosis experimental,” “Fibrosis, Liver,” “Fatty Liver,” “Cholestasis,” and “Nonalcoholic Fatty Disease” (Fig. 1*D*). These data indicate that our HFD mouse model is clinically relevant and mimics the gene signature of advanced human NAFLD, including liver fibrosis and liver cirrhosis, and that AC261066 impacted some pathways involved in NAFLD development.

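*Akr1d1*, an enzyme of bile acid synthesis listed under cholestasis, differed by -0.62 (adjusted p = 0.0226) on the log2 scale between HFD+AC261066 and HFD livers, and *Nt5e*, the ecto-5'-nucleotidase listed under cirrhosis, by -0.60 (adjusted p = 0.0543). *Serpinh1*, *Gckr* and *Gbe1* fell by 0.50, 0.34 and 0.32 (adjusted p = 0.0871, 0.0377 and 0.0150). *Pygl*, the liver glycogen phosphorylase listed under fibrosis, fell by 0.34 (adjusted p = 0.0150). These examples were chosen after their values were seen. Of the genes that Table S3 gives for each term, 38 of 47 under cirrhosis, 17 of 24 under fibrosis, 18 of 22 under fatty liver, 18 of 22 under cholestasis and 14 of 19 under nonalcoholic fatty liver were called lower by limma. Together the terms hold 89 genes, of which all 89 were lower and 71 were called. Of the 89, 60 were called higher and 2 lower in HFD than in chow. The terms were filled from genes decreased in these livers, so their direction is not independent evidence. Stellate cell and fibroblast markers moved with them, and 5 of 25 (*Nt5e*, *Col3a1*, *Col1a1*, *Col1a2* and *Pdgfrb*) were lower and none was higher (5 lower when adjusted over the list alone, 3 with a batch term), with adjusted p = 0.488 for the list with an estimated correlation.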

Using the Gene Set Enrichment Analysis (GSEA) with Gene Ontology (GO) Biological Process Database (18), we discovered that compared with the chow group, the pathways with transcripts increased in the HFD group included “Arachidonic acid metabolic process” and “Long-chain fatty acid metabolic process,” while pathways with transcripts decreased in the HFD group included “Cytoplasmic translation” and “Cellular response to glucocorticoid stimulus.” 

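Genes of ribosomal proteins fell together under the HFD. Of 81 genes of cytoplasmic ribosomal proteins, 74 were lower and none was higher than in chow livers (75 lower when adjusted over the list alone), with a median log2 difference of -0.36. *Rps28*, *Rps16* and *Rps10* had -0.50, -0.46 and -0.48 (adjusted p = 0.000174, 0.000431 and 0.000547). Genes that respond to glucocorticoids went the same way, and 14 of 24 were lower and 2, *Hsd11b1* and *Serpina6*, higher (15 and 2 when adjusted over the list alone). *Serpina6* is named after its values were seen. *Pck1*, the key enzyme of gluconeogenesis, had -1.10 (adjusted p = 1.16e-05) and *Tat*, tyrosine aminotransferase, -1.14 (adjusted p = 0.00534). *Klf9* had -0.53 (adjusted p = 0.00369). Of 32 genes of arachidonic acid metabolism 8 were higher and 4 lower (8 and 4 when adjusted over the list alone). *Cyp2b13*, an epoxygenase and a paralog of *Cyp2b9*, rose by 3.46 (adjusted p = 0.000138), while the omega-hydroxylase genes *Cyp4a10* and *Cyp4a14* fell by 0.92 and 0.89 (adjusted p = 4.62e-05 and 0.00180). Of 37 genes of fatty acid oxidation and ketogenesis 11 were higher and 1, *Acadvl*, lower (11 and 1 when adjusted over the list alone). After quantile normalization 18 were higher and none was lower. Among them were *Hadh* and *Acat1*, enzymes of beta-oxidation and ketone body synthesis, with 0.44 (adjusted p = 0.00127) and 0.51 (adjusted p = 0.00623). The lists were tested against all other genes with camera at a preset correlation. The ribosomal, glucocorticoid and oxidation lists passed, with adjusted p = 3.04e-26, adjusted p = 0.000375 and adjusted p = 0.00752, and the arachidonic acid list did not (adjusted p = 0.229). With an estimated correlation none of the 4 passed, with adjusted p = 0.358 for the ribosomal list, adjusted p = 0.506 for glucocorticoids, adjusted p = 0.633 for oxidation and adjusted p = 0.534 for arachidonic acid. These lists were written from textbook knowledge, and the Gene Ontology sets of the study were not used here.

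**Figure D2:**
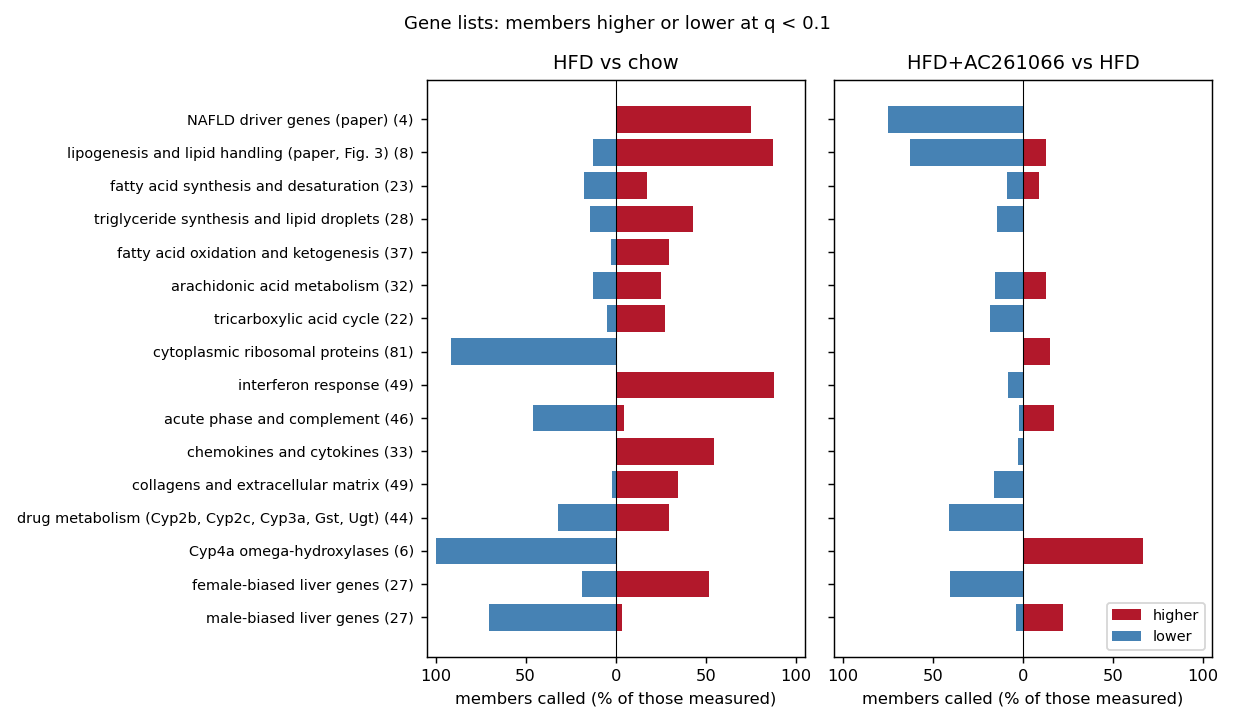
Percent of the measured members of 16 gene lists called higher (to the right) or lower (to the left) in HFD against chow and in HFD+AC261066 against HFD. In HFD against chow the ribosomal bar reaches 74 of 81 members lower and the interferon bar 43 of 49 members higher. In HFD+AC261066 against HFD, 12 ribosomal members are higher and 4 interferon members are lower, and 5 and 1 with a batch term.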

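Of 49 genes of collagens and extracellular matrix, 8 were lower and none higher in HFD+AC261066 than in HFD livers (27 lower and 1 higher when adjusted over the list alone, 4 lower with a batch term). The median of the list was -0.57 in libraries 1 to 3 and -0.12 in libraries 4 to 6. *Col6a3* and *Col14a1*, collagen genes of connective tissue, differed by -0.69 (adjusted p = 0.0479) and -0.66 (adjusted p = 0.0617) on the log2 scale. Of 25 markers of stellate cells and fibroblasts, the cells that make collagen, 5 were lower in the same livers (3 with a batch term). Among these were the collagen genes *Col3a1*, *Col1a1* and *Col1a2*. *Col3a1* and *Col1a1* are also members of the matrix list, so the marker tally is not separate evidence. Of 22 genes of the tricarboxylic acid cycle 4 were lower and none higher (5 and none when adjusted over the list alone). They were *Sdha*, a subunit of succinate dehydrogenase, -0.28 (adjusted p = 0.0362), *Suclg2*, a succinyl-CoA ligase, -0.32 (adjusted p = 0.0412), *Dhtkd1* -0.38 (adjusted p = 0.0617) and *Aco1*, an aconitase, -0.20 (adjusted p = 0.0767). Genes of fatty acid synthesis and desaturation were split, with 2 of 23 higher and 2, *Thrsp* and *Scd1*, lower (3 and 3 when adjusted over the list alone, 1 and 2 with a batch term). *Elovl2*, an elongase of polyunsaturated fatty acids, was higher by 0.47 (adjusted p = 0.0232), and *Fads2*, a desaturase of the same path, by 0.48 (adjusted p = 0.0907). None of 37 genes of fatty acid oxidation passed in either direction (also none when adjusted over the list alone). Of 32 genes of arachidonic acid metabolism 4 were higher and 5 lower (5 and 6 when adjusted over the list alone). The higher ones were *Cyp4a10*, *Cyp4a14*, *Alox12* and *Ltc4s*, and the lower ones *Cyp2b9*, *Cyp2b13*, *Cyp2c38*, *Cyp2c39* and *Cyp2j6*. Of these *Ltc4s*, *Cyp2c38* and *Cyp2j6* are named after their values were seen. Camera at its preset correlation gave adjusted p = 6.08e-12 for the matrix list and adjusted p = 3.67e-05 for the tricarboxylic acid list. With an estimated correlation these were adjusted p = 0.407 and adjusted p = 0.335.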

Compared with the HFD group, the transcripts that decreased in the HFD+AC261066 group were enriched in “Extracellular matrix organization,” “Fatty acid metabolic process,” “Long-chain fatty acid metabolic process,” “Unsaturated fatty acid metabolic process,” and “Tricarboxylic acid metabolic process.” This suggests that these transcript changes were associated with HFD-induced NAFLD and AC261066’s protective actions on NAFLD (Figs. 1 and S1). 

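*Csad*, the enzyme that makes hypotaurine for taurine synthesis, differed by -1.30 (adjusted p = 0.00200) on the log2 scale between HFD and chow livers and *Got1*, cytosolic aspartate aminotransferase, by -1.35 (adjusted p = 0.00142). *Cyp7b1*, an oxysterol hydroxylase of bile acid synthesis, differed by -1.08 (adjusted p = 0.00866). All 3 are listed in Table S4 and were picked from it after their values were seen. Of the 282 genes of Table S4, all were tested and all had the direction that the table gives. By limma, 126 were called higher and 147 lower. The values across these genes, which are not independent replicates, had r = 0.892 with the log2 values of the table. Its genes were called by the authors on these same livers, so their direction here is not independent evidence. The data of the earlier study were not used here.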

Of note, we found that 282 transcripts changed in the HFD/chow are also altered by HFD in a previous study (19) (Table S4).

### AC261066 attenuates HFD-induced increases in the mRNA and protein levels of NAFLD driver genes

Using multiomics data, Krishnan *et al.* (20) reported key driver genes underlying NAFLD progression: *Pklr* (Pyruvate Kinase L/R), *Fasn*, *Thrsp*, and *Chchd6*. We also observed significantly greater hepatic mRNA levels of these four genes in the HFD group compared with the chow group (Fig. 2). 

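*Thrsp* promotes fatty acid synthesis in the liver and lies on chromosome 7 from 104561448 to 104566240 of mm9. It had a relative mRNA level of 5569 ± 1563 (SD, n = 6 mice) in HFD livers and 770.2 ± 214 (SD, n = 6) in chow livers. This is a log2 difference of 2.85 (SE 0.24, adjusted p = 1.45e-06). Every HFD liver lay above every chow liver (exact permutation test, p = 0.00216, the smallest p that 6 against 6 allow). *Pklr*, the pyruvate kinase of liver and red cells on chromosome 3 from 88940064 to 88950706, stood at 4042 ± 1104 against 1895 ± 373 (SD, n = 6 each), a log2 difference of 1.07 (SE 0.16, adjusted p = 0.000223). *Chchd6*, a protein of mitochondrial cristae on chromosome 6 from 89333140 to 89545646, stood at 141 ± 18.1 against 74.2 ± 9.21, a log2 difference of 0.93 (SE 0.096, adjusted p = 7.11e-06). For both genes the 6 HFD livers also lay above all chow livers. *Fasn*, fatty acid synthase on chromosome 11 from 120667254 to 120685492, had 2989 ± 964 in HFD and 2262 ± 353 in chow livers. The log2 difference of 0.36 (SE 0.17, adjusted p = 0.116) did not pass the limma test. By batch, in libraries 1 to 3 and then in libraries 4 to 6 the differences were 3.33 and 2.37 for *Thrsp*, 0.90 and 1.24 for *Pklr*, 0.71 and 1.14 for *Chchd6*. They were 0.24 and 0.49 for *Fasn*. *Fasn* passed without chow replicate 5, or HFD replicate 2, or HFD+AC261066 replicate 3 (adjusted p = 0.0747 to 0.0834), and after quantile normalization (adjusted p = 0.0866).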

Interestingly, these transcript levels were lower in the HFD+AC261066 (Abbreviation AC261) compared with the HFD group (Fig. 2, *A* and *B*). 

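*Thrsp* fell to 1510.0 ± 506 (SD, n = 6) in HFD+AC261066 livers, a log2 difference from HFD of -1.91 (SE 0.24, adjusted p = 0.000599), and all 6 treated livers lay below all HFD livers. *Chchd6* fell to 107 ± 10.8 with -0.40 (SE 0.096, adjusted p = 0.0375). *Pklr* fell to 2725 ± 528 with -0.55 (SE 0.16, adjusted p = 0.0883). *Fasn* stood at 2509 ± 564, a difference of -0.23 (SE 0.17, adjusted p = 0.523) that did not pass. Against chow, *Thrsp* remained higher by 0.94 (adjusted p = 0.0165), *Pklr* by 0.52 (adjusted p = 0.0442) and *Chchd6* by 0.53 (adjusted p = 0.00290). Of the 4 genes, which the study took from earlier work, 3 were lower and none higher (3 lower when adjusted over the list alone). The set was lower than other genes with camera, also with an estimated correlation (adjusted p = 0.0397). In libraries 1 to 3 and in libraries 4 to 6 the differences were -2.26 and -1.56 for *Thrsp*, -0.30 and -0.49 for *Chchd6*, -0.70 and -0.39 for *Pklr*, and -0.056 and -0.40 for *Fasn*. The call of *Pklr* is lost with a batch term (adjusted p = 0.118) and without any one of chow replicate 5, or HFD replicates 1, 2, 3, 4 or 6, or HFD+AC261066 replicates 1, 2, 3 or 5 (adjusted p = 0.102 to 0.171).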

Further, the protein levels of these driver genes, PKLR, THRSP, and FASN, were greater in the HFD group by 51.8, 1.5, and 5.1-fold, respectively, than in chow. These proteins, especially PKLR and FASN, were lower by 2.7 and 3.9-fold, respectively, in the HFD+AC261066 compared with the HFD group (Fig. 2, *C* and *D*). Moreover, in the HFD group, FASN protein was detected in the livers enriched for lipid droplets (Fig. 2*E*). Taken together, these data suggest that AC261066 mitigates HFD-induced NAFLD, at least in part, by regulating NAFLD driver gene expression.

**Figure 2:**
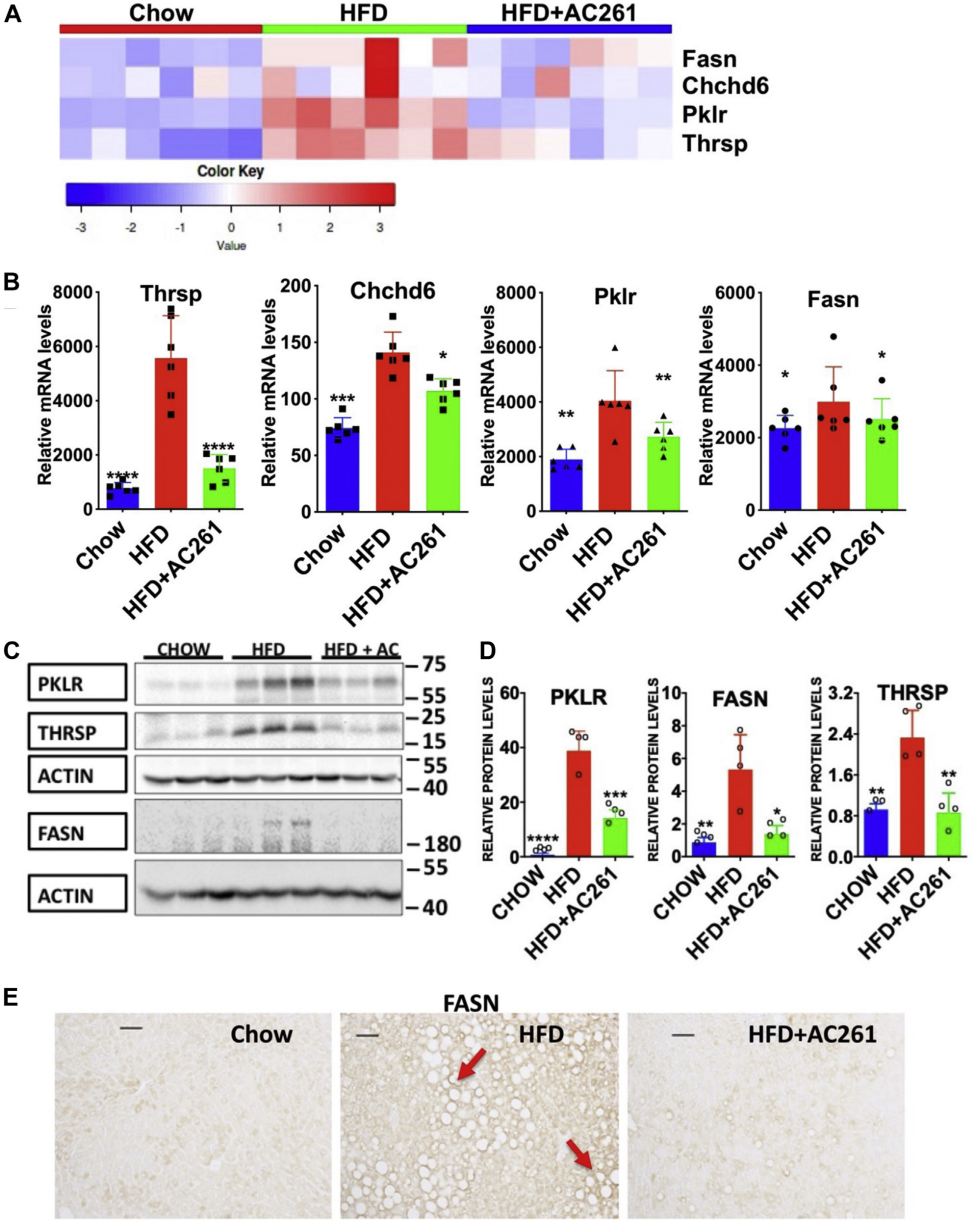
**Transcript and protein levels of NAFLD driver genes are increased in the HFD compared with the chow group, and AC261066 (AC261) ameliorates these changes.***A*, heatmap analyses of transcript levels of NAFLD driver genes from individual samples in all groups (n = 6 per group). *B*, the same data as in (*A*), but with statistical significance shown. Quantitative comparison of mRNA levels of the NAFLD diver genes from the RNA-seq data. The y axes (relative mRNA levels) are differentially expressed gene (DEG) transcript levels (n = 6 per group). *C*, immunoblotting of the hepatic protein levels of PKLR, FASN, and THRSP (Cropped images). Each lane is a sample from one mouse. Multiple Westerns were run to obtain quantitative data in (*D*). *D*, quantification of immunoblotting data (*C*). *E*, immunohistochemical analysis of FASN protein (*arrows*) in the liver sections from all groups. Scale bar = 50 μm. HFD+AC261=HFD+AC261066. ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, ∗*p* < 0.05, compared with the HFD group.

### AC261066 alters expression of genes contributing to lipogenesis in the liver

This HFD-driven NAFLD model produced severe liver steatosis (*i.e.*, >66% of fat within the hepatocytes (21), and AC261066 limited lipid accumulation in the liver (Fig. S1, *B* and *C*)). Therefore, we assessed the key genes involved in *de novo* lipogenesis, fatty acid import, and disposal in the liver. 

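*Pparg*, the nuclear receptor PPARγ that drives lipid storage (chromosome 6 from 115311239 to 115440419 of mm9), had a relative mRNA level of 459 ± 149.8 (SD, n = 6) in HFD livers against 254 ± 22.2 (SD, n = 6) in chow livers, a log2 difference of 0.80 (SE 0.17, adjusted p = 0.00306). *Srebf1*, the transcription factor SREBP-1 of lipogenic genes (chromosome 11 from 60012591 to 60036083), stood at 4628 ± 709.8 against 2269 ± 548, which is 2.06-fold (adjusted p = 5.89e-05). For each gene the 6 HFD livers lay above all 6 chow livers. In HFD+AC261066 livers *Pparg* stood at 317 ± 74.8 and *Srebf1* at 3497 ± 617, with log2 differences from HFD of -0.51 (SE 0.17, adjusted p = 0.129) and -0.41 (SE 0.14, adjusted p = 0.130). Neither passed limma's test. Batch by batch, for libraries 1 to 3 and for libraries 4 to 6 these were -0.89 and -0.13 for *Pparg* and -0.32 and -0.50 for *Srebf1*. *Pparg* passed without HFD replicate 1, or HFD+AC261066 replicate 6 (adjusted p = 0.0536 to 0.0737) and *Srebf1* without chow replicate 5, or HFD+AC261066 replicate 2 (adjusted p = 0.0647 to 0.0788). Of the 8 genes of Fig. 3, 7 were higher and 1 lower in HFD than in chow (7 and 1 when adjusted over the list alone). Of the same genes, 5 were lower and 1 higher in HFD+AC261066 than in HFD (7 and 1 when adjusted over the list alone). The authors show these genes from the same livers, and *Scd1*, *Acaca* and *Mlxipl*, which they report as unchanged, apart in Fig. S3. The tally is therefore not independent evidence.

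**Figure D3:**
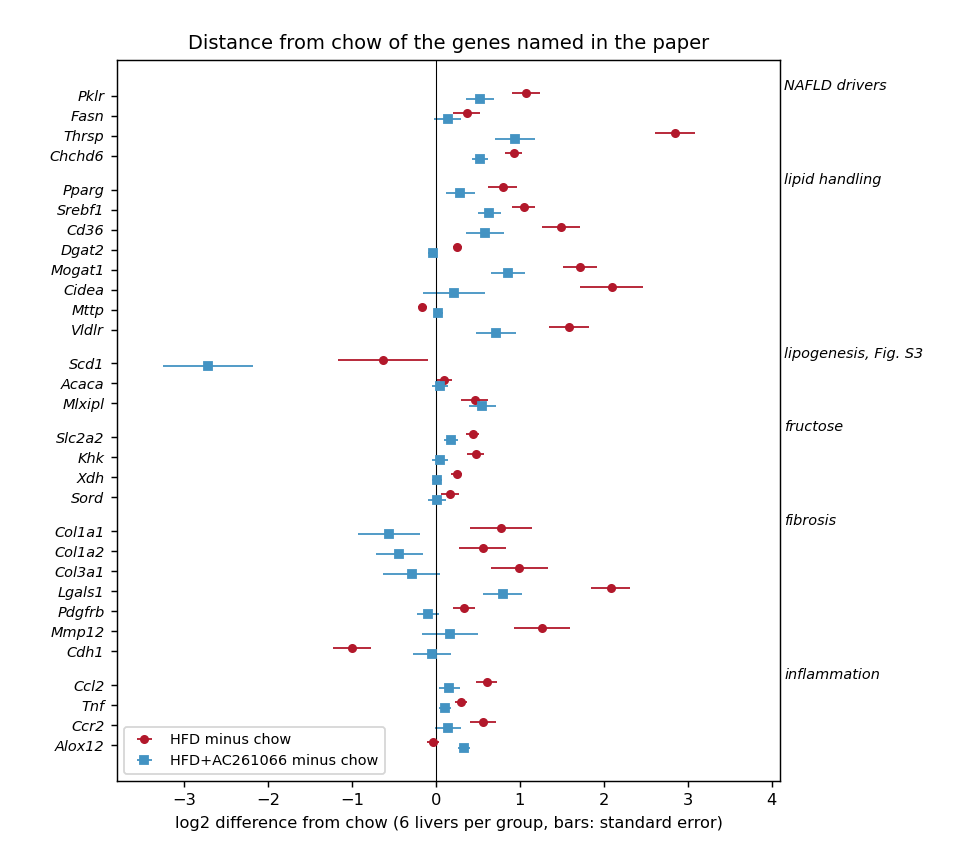
Log2 difference from chow of 30 genes named in the study, in 6 groups by function, for HFD livers (circles) and HFD+AC261066 livers (squares); bars are standard errors from limma over 6 livers per group. For *Pparg* and *Srebf1* the square lies between the circle and 0, the level of chow.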

In line with our previous report (15), the heatmap and the quantitative comparison of the transcript levels derived from the RNA-seq data (Fig. 3, *A* and *B*) show that AC261066 mitigated the HFD-induced changes in key transcripts involved in these processes, including *Pparg* and *Srebf1*. AC261066 also greatly reduced the HFD-induced increase in PPARγ protein (Fig. 3, *C* and *D*). Transcript levels of *Scd1*, *Acaca* (ACC), and *Mlxipl* (ChREBP), genes involved in *de novo* lipogenesis, did not differ among all groups (Fig. S3).

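*Scd1*, the stearoyl-CoA desaturase (chromosome 19 from 44468941 to 44482199 of mm9), was the most variable of the 3 genes between batches. Its relative mRNA level was 51616 ± 41086 (SD, n = 6) in chow, 33541 ± 27575 in HFD and 5905 ± 1199.7 in HFD+AC261066 livers. HFD differed from chow by -0.63 (SE 0.54, adjusted p = 0.416) on the log2 scale, with 1.51 in libraries 1 to 3 and -2.76 in libraries 4 to 6. In HFD+AC261066 it was lower than in HFD by limma, with -2.08 (SE 0.54, adjusted p = 0.0479), and lower than in chow, with -2.71 (SE 0.54, adjusted p = 0.00472). All 6 treated livers lay below all HFD livers. Within libraries 1 to 3 and libraries 4 to 6, the differences of treated from HFD livers were -2.93 and -1.24. *Acaca*, acetyl-CoA carboxylase, differed by 0.094 (SE 0.096, adjusted p = 0.510) between HFD and chow and by -0.047 (SE 0.096, adjusted p = 0.853) between HFD+AC261066 and HFD. *Mlxipl*, which encodes ChREBP, the carbohydrate-responsive transcription factor, was higher in HFD than in chow livers by 0.46 (SE 0.16, adjusted p = 0.0449) and differed by 0.091 (SE 0.16, adjusted p = 0.824) in treated livers. The call of *Scd1* between HFD+AC261066 and HFD is lost without HFD replicates 2 or 3, or HFD+AC261066 replicate 4 (adjusted p = 0.109 to 0.121), and that of *Mlxipl* in HFD without chow replicate 2 (adjusted p = 0.101).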

**Figure 3:**
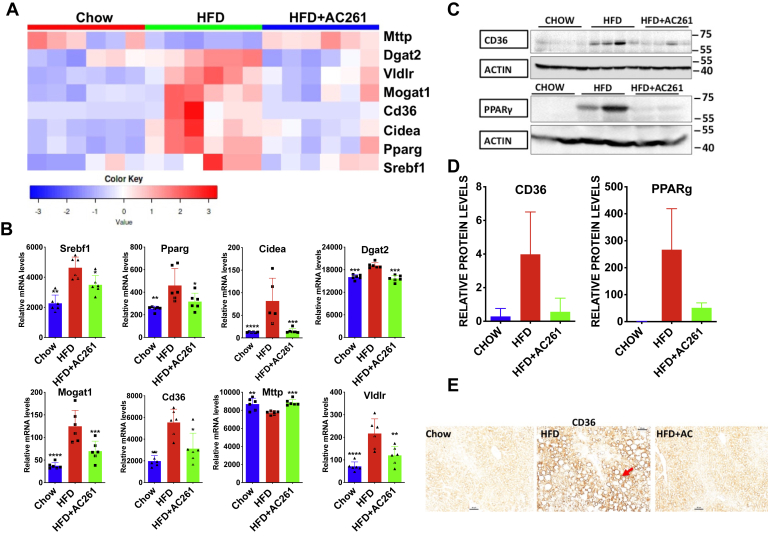
**HFD induced increases in the genes involved in hepatic lipogenesis and AC261066 (AC261) limits these increases.***A*, heatmap analyses of the transcript levels of genes involved in lipogenesis among all groups (n = 6 per group). *B*, the same data as in (*A*), but with statistical significance shown. Quantitative comparison of mRNA levels of lipogenesis related genes from the RNA-seq data. The y axes (relative mRNA levels) are differentially expressed gene (DEG) transcript levels (n = 6 per group). *C*, immunoblotting analysis of the hepatic protein levels of CD36 and PPARγ (Cropped images). Each lane is a sample from one mouse. *D*, quantification of the immunoblotting data from six mice/group (*C*). *E*, immunohistochemical analysis of CD36 protein (arrow) in the liver sections from all experimental groups. Magnification is 200×; scale bar is 50 μm. HFD+AC261=HFD+AC261066. ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, ∗*p* < 0.05, compared with the HFD group.

CD36, a fatty acid translocase protein regulated by PPARγ, mediates uptake of circulating fatty acids by the liver and contributes to the increased uptake of lipids in NAFLD and NASH (22). 

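*Cd36* lies on chromosome 5 from 17287508 to 17394777 of mm9. Its relative mRNA level was 1976 ± 504 (SD, n = 6 mice) in chow, 5537 ± 1229 in HFD and 3122 ± 1427 in HFD+AC261066 livers. HFD was 2.81-fold of chow, a log2 difference of 1.49 (SE 0.23, adjusted p = 0.000199), and all 6 HFD livers lay above all chow livers. HFD+AC261066 was 1.51-fold of chow, a log2 difference of 0.59 (SE 0.23, adjusted p = 0.0911), and differed from HFD by -0.90 (SE 0.23, adjusted p = 0.0422). The folds come from means on the log2 scale. By batch, in libraries 1 to 3 and then in libraries 4 to 6, HFD differed from chow by 1.28 and 1.70, and HFD+AC261066 from HFD by -1.17 and -0.63. The limma call between HFD+AC261066 and HFD is lost without HFD replicate 3, or HFD+AC261066 replicate 5 (adjusted p = 0.102 to 0.106).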

*Cd36* mRNA levels in the HFD and HFD+AC261066 groups were 2.8-fold and 1.6-fold higher, respectively, than in chow (Fig. 3, *A* and *B*). Strikingly, the CD36 protein levels in the HFD and the HFD+AC261066 groups were 13.6- and 1.9-fold higher, respectively, than in the chow group (Fig. 3, *C* and *D*). In the HFD group, we detected the CD36 protein in liver parenchyma with the highest levels of lipid droplets, and CD36 was enriched on the plasma membrane (Fig. 3*E*). In contrast, we detected lower levels of CD36 in both the chow and the HFD+AC261066 groups, consistent with previous reports (22) (Fig. 3*E*). Thus, part of AC261066’s actions may be explained by reduced fatty acid uptake in the liver.

*Dgat2* and *Mogat1* play crucial roles in the synthesis of triglycerides, the primary storage form of intracellular lipid (23). *Cidea* mRNA, important for lipid droplet formation, is expressed at a low level in healthy liver and is robustly increased in steatosis (24). 

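*Cidea* on chromosome 18 from 67503218 to 67527448 of mm9 rose from a relative mRNA level of 12.7 ± 0.806 (SD, n = 6) in chow to 70.7 ± 52.6 in HFD livers, a log2 difference of 2.09 (SE 0.37, adjusted p = 0.000703), and stood at 15.4 ± 5.55 in HFD+AC261066 livers, -1.88 (SE 0.37, adjusted p = 0.0139) from HFD. *Mogat1* on chromosome 1 from 78507566 to 78534748 stood at 37.3 ± 6.92, 125 ± 35.4 and 69.7 ± 22.1 in the 3 groups, with differences of 1.71 (SE 0.20, adjusted p = 1.67e-05) and -0.86 (SE 0.20, adjusted p = 0.0320). *Dgat2* on chromosome 7 from 106302173 to 106331223 stood at 16026 ± 629, 19105 ± 751 and 15623 ± 834, with 0.25 (SE 0.054, adjusted p = 0.00295) and -0.29 (SE 0.054, adjusted p = 0.0100). For each of the 3 genes the HFD livers lay above all chow livers, and for *Dgat2* the treated livers lay below all HFD livers. In libraries 1 to 3 and in libraries 4 to 6, HFD+AC261066 differed from HFD by -2.31 and -1.45 for *Cidea*, -1.16 and -0.55 for *Mogat1*, and -0.31 and -0.28 for *Dgat2*. Of 28 genes of triglyceride synthesis and lipid droplets, 12 were higher and 4 lower in HFD than in chow by limma (13 and 4 when adjusted over the list alone). In turn 4, *Dgat2*, *Cidea*, *Mogat1* and *Plin3*, were lower and none higher in HFD+AC261066 than in HFD (also 4 lower when adjusted over the list alone). *Pnpla2*, the triglyceride lipase ATGL, was among those lowered by the HFD, with -0.59 (adjusted p = 0.000693). *Plin3*, a lipid droplet coat protein, had a difference in treated livers of -0.26 (adjusted p = 0.0366). Camera with an estimated correlation gave adjusted p = 0.377 and adjusted p = 0.335 for the list.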

AC261066 attenuated HFD-induced increases in hepatic *Dgat2*, *Mogat1*, and *Cidea* mRNAs (Fig. 3*B*), suggesting that this may be another effector pathway for AC261066.

MTTP (microsomal triglyceride transfer protein) and VLDL (very low density lipoprotein) play primary roles in the export of triglycerides from the liver (25), and VLDLR (VLDL receptor) hinders the function of VLDL by binding to them. Compared with the chow group, HFD decreased *Mttp* and *Vldlr* mRNAs, respectively, and in the HFD+AC261066 group these changes were attenuated (Fig. 3, *A* and *B*). Collectively, these transcript data suggest that AC261066’s effects extend to multiple aspects of lipid metabolism, including endogenous lipogenesis and fatty acid transport.

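*Mttp*, the microsomal triglyceride transfer protein (chromosome 3 from 137752819 to 137806352 of mm9), had a relative mRNA level of 8683 ± 658 (SD, n = 6) in chow, 7733 ± 191 in HFD and 8851 ± 349 in HFD+AC261066 livers. HFD differed from chow by -0.16 (SE 0.054, adjusted p = 0.0324) on the log2 scale, and HFD+AC261066 from HFD by 0.19 (SE 0.054, adjusted p = 0.0666), with all 6 treated livers above all HFD livers. *Vldlr*, the VLDL receptor (chromosome 19 from 27290974 to 27328721), stood at 71.3 ± 19.8, 217 ± 64.9 and 119.9 ± 40.7. It was higher in HFD than in chow livers by 1.59 (SE 0.24, adjusted p = 0.000170), in all 6 HFD livers, and lower in HFD+AC261066 than in HFD livers, with -0.88 (SE 0.24, adjusted p = 0.0607). Batch by batch, for libraries 1 to 3 and for libraries 4 to 6, treated livers differed from HFD by 0.18 and 0.21 for *Mttp* and by -1.23 and -0.52 for *Vldlr*. HFD differed from chow by 1.47 and 1.71 for *Vldlr*. By limma the call in treated livers is lost without HFD replicates 2 or 3, or HFD+AC261066 replicates 4 or 5 for *Mttp* (adjusted p = 0.121 to 0.147) and without HFD replicates 2, 3, 4 or 5, or HFD+AC261066 replicates 3 or 4 for *Vldlr* (adjusted p = 0.102 to 0.141). After quantile normalization *Mttp* differed between HFD and chow by -0.10 and did not pass (adjusted p = 0.210).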

### AC261066 attenuates HFD-induced changes in hepatic metabolite levels

To test whether these changes in gene expression are reflected at the metabolic level, we used an untargeted metabolomics approach (see Experimental procedures). We discovered that the liver levels of 343 metabolites were increased and 303 were decreased by HFD (*p* < 0.1). AC261066 increased 164 and decreased 172 metabolites (Table S5). Strikingly, the changes in some metabolites elicited by AC261066 in the HFD group were in opposite directions, as might be expected, suggesting that HFD alters hepatic metabolism and that AC261066 ameliorates some HFD-induced metabolite changes related to changes in the transcriptome and in the protein levels of key genes. In addition to the changes in triglyceride levels in the liver, shown in Fig. S1, metabolomics studies show that both HFD and AC261066 affect the levels of some fatty acids and other lipid species, including phosphatidylcholines (PC), phosphatidylethanolamine (PE), phosphatidylserine (PS), and lysophospholipids in the liver (Fig. S4). These changes in the phospholipids and lysophospholipids are quite interesting.

Pathway analysis shows that among the top pathways increased in the HFD/chow are “Warburg Effect,” “Fructose and Mannose Degradation,” “Ketone Body Metabolism,” “Glycolysis,” and “*De Novo* Triacylglycerol Biosynthesis”; among top pathways decreased in HFD/chow were “Lysine Degradation,” “Arginine/Proline Metabolism,” and “Tryptophan Metabolism” (Fig. S5*A*). In contrast, the top pathways decreased in the HFD+AC261066/HFD included “Warburg Effect” and “Fructose and Mannose Degradation,” whereas the top pathways increased included “Methionine Metabolism” and “Glycine/Serine Metabolism” (Fig. S5*B*). These data suggest that in our HFD-driven NAFLD model, some carbohydrate, lipid, and amino acid metabolism pathways are markedly altered as compared with the chow group, and that AC261066 treatment reversed/prevented these metabolite alterations.

### HFD increases fructose metabolism and AC261066 effectively attenuates this increase

Fructose metabolism promotes *de novo* lipid biosynthesis in the liver and is hypothesized to be a key contributor to NAFLD progression, including NASH (26), and our data support this idea. Our RNA-seq data show that transcripts involved in fructose metabolism were increased in the HFD compared with the chow group, and these increases were attenuated in the HFD+AC261066 group, including (a) *Slc2a2* (Glucose transporter 2, GLUT2), a fructose transporter; (b) *Khk* (Ketohexokinase), the first fructose metabolizing enzyme that rapidly phosphorylates fructose to generate fructose-1-P (fructose-1-phosphate); and (c) *Xdh* (xanthine dehydrogenase), an enzyme that produces uric acid and contributes to oxidative stress (26) (Fig. 4*A*). 

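*Khk* (chromosome 5 from 31223929 to 31233619 of mm9) rose from a relative mRNA level of 6562 ± 1145 (SD, n = 6) in chow to 9074 ± 1202 in HFD livers, a log2 difference of 0.47 (SE 0.099, adjusted p = 0.00240), and stood at 6724 ± 516 in HFD+AC261066 livers, -0.43 (SE 0.099, adjusted p = 0.0304) from HFD. All treated livers lay below all HFD livers. *Slc2a2* (chromosome 3 from 28596825 to 28627278) stood at 4874 ± 549.9, 6586 ± 584 and 5510.4 ± 465, with differences of 0.44 (SE 0.078, adjusted p = 0.000703) and -0.26 (SE 0.078, adjusted p = 0.0904). *Xdh*, xanthine dehydrogenase, which forms uric acid (chromosome 17 from 74233248 to 74299522), stood at 4579 ± 256, 5444 ± 495 and 4618 ± 298, with 0.25 (SE 0.062, adjusted p = 0.00838) and -0.24 (SE 0.062, adjusted p = 0.0548). Of 10 measured genes of the fructose and polyol pathways, 4 were higher (*Mlxipl* beside these 3) and 1, *Akr1b7*, lower in HFD than in chow by limma (4 and 1 when adjusted over the list alone). In turn these 3, *Khk*, *Slc2a2* and *Xdh*, were lower and none higher in HFD+AC261066 than in HFD (3 lower when adjusted over the list alone). With an estimated correlation the list gave adjusted p = 0.377 and adjusted p = 0.335. Within libraries 1 to 3 and libraries 4 to 6, treated livers differed from HFD by -0.35 and -0.50 for *Khk*, -0.21 and -0.31 for *Slc2a2*, and -0.37 and -0.10 for *Xdh*. The call of *Slc2a2* in treated livers is lost with a batch term (adjusted p = 0.123) and without any one of chow replicates 4 or 6, or HFD replicates 1, 2, 3, 4 or 5, or HFD+AC261066 replicates 3, 4, 5 or 6 (adjusted p = 0.105 to 0.182). That of *Xdh* is lost without HFD replicate 2, or HFD+AC261066 replicate 1 (adjusted p = 0.113 to 0.115).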

The KHK protein levels also correlated with KHK mRNA levels: the HFD/chow ratio was 2.73 and the HFD+AC261066/chow ratio was 1.8 (Fig. 4, *A*–*C*). Additionally, *Khk* transcript levels in all treatment groups positively correlated with those of all NAFLD driver genes (Fig. S9*A*), the lipogenesis promoting transcription factors *Srebf1* and *Pparg*, and *Xdh* (Fig. S9*B*). These data suggest that fructose metabolism plays an important role in HFD-induced NAFLD development, and that AC261066 limits HFD-induced increases in fructose metabolism in the liver.

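Across all 18 livers, *Khk* rose and fell with *Thrsp*, with Pearson's r = 0.827 (adjusted p = 0.00104, permutation test) and Spearman's rho = 0.777 (adjusted p = 0.00116). For *Srebf1* it had Pearson's r = 0.755 (adjusted p = 0.00104, permutation test) and Spearman's rho = 0.779 (adjusted p = 0.00116). For *Pklr* r was 0.731 and rho 0.552, for *Chchd6* 0.618 and 0.639, for *Xdh* 0.593 and 0.600, and for *Fasn* 0.561 and 0.263. *Pparg* had r = 0.428 (p = 0.0701, adjusted p = 0.0718, permutation test) and rho = 0.445, and *Cd36* r = 0.433 and rho = 0.404. Of these 8 relations, 6 passed at an adjusted p under 0.05 by 100000 permutations over relative mRNA levels. *Pparg* and *Cd36* did not. Without HFD replicates 4 and 1, the livers farthest from the median of *Khk*, r was 0.729 for *Thrsp*, 0.594 for *Srebf1*, 0.482 for *Pklr* and -0.0755 for *Fasn*, so the relation with *Fasn* rests on those livers. The pooled relation includes the differences between the groups. With group means taken out, r lay between -0.53 (*Cd36*) and 0.51 (*Srebf1*) and none of the 8 passed. It was 0.451 for *Thrsp*, 0.382 for *Pklr* and 0.414 for *Fasn*, averages over groups that differ in sign for the last 2. It turned to -0.22 for *Pparg*. In chow, HFD and HFD+AC261066 livers r was -0.29, 0.88 and -0.72 for *Pklr* and -0.80, 0.87 and 0.55 for *Fasn*. None passed by exact permutation within 6 livers (adjusted p = 0.267 or more), and the difference between groups was not tested. Before adjustment, *Cd36* and *Srebf1* had p = 0.0134 and p = 0.0483 by permutation in that version (adjusted p = 0.107 and 0.193). Within libraries 1 to 3 5 of the 8 passed, and within libraries 4 to 6 none did (3 before adjustment, *Thrsp*, *Srebf1* and *Pklr*), with r of 0.935 and 0.781 for *Thrsp*.

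**Figure D4:**
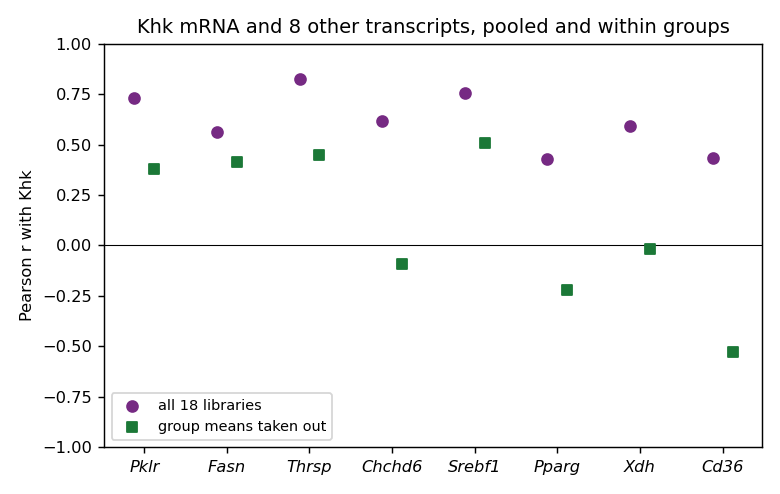
Pearson's r of the relative mRNA level of *Khk* with that of 8 genes, over all 18 livers as measured and with the mean of each group taken out. All 8 pooled values lie above 0, at 0.43 or higher, and the values with group means taken out spread from -0.53 to 0.51.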

**Figure 4:**
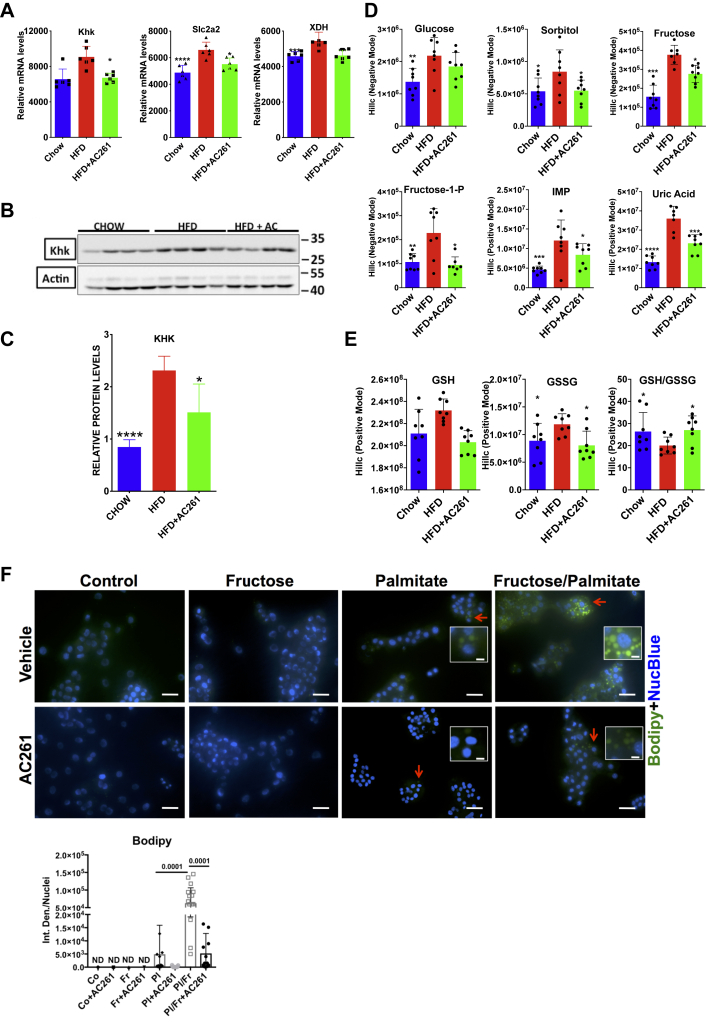
**HFD promotes fructose metabolism in the liver and AC261066 attenuates this effect.***A*, quantitative comparison of transcript levels of the genes involved in fructose uptake and metabolism from the RNA-seq data. The y axes (relative mRNA levels) are differentially expressed gene (DEG) transcript levels (n = 6 per group). *B*, immunoblotting analysis of the hepatic protein levels of KHK (Cropped images). Each lane is a sample from one mouse. *C*, quantification of the KHK immunoblotting data. *D*, the hepatic levels of metabolites involved in fructose metabolism in all experimental groups (n = 4 per group with two repeats). *E*, the hepatic levels of metabolites involved in oxidative stress in all experimental groups (n = 4 per group with two repeats). *F*, AML12 cells were stained with Bodipy reagent to label intracellular lipids after various treatments (Experimental procedures) for 48 h. Quantification of the staining with Fiji (ImageJ) representing the integrated density normalized/number of nuclei (NucBlue)/field. Representative areas highlighted in the *insets*. Scale bar for the images = 100 μm. Scale bar for the insets = 50 μm. HFD+AC261=HFD+AC261066. ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, ∗*p* < 0.05, compared with the HFD group. AC261, AC261066; Co, vehicle-treated cells; Fr, fructose; Pl, palmitate.

We also found that the ratios of fructose, fructose-1-P (fructose-1-phosphate), IMP (inosine monophosphate), and uric acid in HFD/chow were 2.4, 2.1, 2.6, and 2.7, respectively, indicating that fructose metabolism was increased by HFD. In the HFD+AC261066/chow, the ratios of fructose, fructose-1-P, IMP, and uric acid were 1.8, 0.9, 1.8, and 1.7, indicating that AC261066 limited these HFD-induced increases in fructose metabolites (Figs. S5*C* and 4*D*). Moreover, these metabolite levels were positively correlated with each other (Fig. S9*C*).

Since the dietary fructose in the chow and the HFD was comparable in our study (datasheets, Pico Diet, and BioServ Diet), we explored potential mechanisms related to the increase in the hepatic fructose level we observed in the HFD group. Endogenous fructose is produced from glucose through the sorbitol (polyol) pathway in which glucose is first converted to sorbitol by aldose reductase; then, sorbitol is further metabolized to fructose by sorbitol dehydrogenase. Hyperglycemia activates the polyol pathway (27). Although we did not detect changes in the mRNA levels of the enzymes aldose reductase (*Akr1b1*) and sorbitol dehydrogenase (*Sord*) in our RNA-seq data (Fig. S6), the hepatic sorbitol level in the HFD group was 1.6-fold greater than in chow, and the HFD+AC261066 group exhibited sorbitol levels comparable to those in the chow group (Fig. 4*D*). 

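*Sord*, sorbitol dehydrogenase (chromosome 2 from 122060485 to 122091076 of mm9), had relative mRNA levels of 50523 ± 8181 (SD, n = 6) in chow, 56313 ± 4124 in HFD and 50595 ± 3748 in HFD+AC261066 livers. The log2 differences were 0.17 (SE 0.11, adjusted p = 0.249) for HFD from chow and -0.15 (SE 0.11, adjusted p = 0.487) for HFD+AC261066 from HFD. Neither passed limma's test. *Akr1b10*, a relative of aldose reductase (chromosome 6 from 34334218 to 34346950), stood at 33.6 ± 3.97, 39.2 ± 4.01 and 35.9 ± 3.90, with differences of 0.22 (SE 0.092, adjusted p = 0.0869) and -0.13 (SE 0.092, adjusted p = 0.525). The gene that encodes aldose reductase in the mouse, *Akr1b3*, on chromosome 6 from 34253934 to 34267497, is listed at 0 in every library, which can be a failed estimate and says nothing of its level. *Akr1b7*, a further relative, differed by -0.39 (adjusted p = 0.0193) in HFD and by 0.020 (adjusted p = 0.949) in treated livers. These paralogs are near-identical in parts and may share reads. The values of the aldose reductase panel of Fig. S6 match the *Akr1b10* values here. The call of *Akr1b10* in HFD is lost with a batch term (adjusted p = 0.105) and without any one of chow replicates 2, 3, 4, 5 or 6, or HFD replicates 2, 3, 4, 5 or 6 (adjusted p = 0.107 to 0.193). *Sord* passed in HFD after quantile normalization, with 0.30 (adjusted p = 0.0492).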

Fig. S9*C* shows a positive correlation between the levels of fructose and sorbitol. Therefore, the elevation of fructose in the HFD group likely resulted from both increased transport of fructose *via* GLUT2 and from the activated sorbitol pathway. Our data suggest that AC261066 negatively regulates both hepatic fructose transport and the hyperglycemia-activated polyol pathway.

To determine if these effects of AC261066 were direct effects on hepatocytes, we first employed the AML12 hepatocyte cell line. Neither control (vehicle-treated) or fructose-treated cells had detectable lipid droplets, while palmitate alone caused a low level of lipid droplet formation (Fig. 4*F*). Palmitate+fructose-treated cells exhibited a dramatic increase (>10-fold) in the lipid droplet level compared with other groups (Fig. 4*F*), indicating that fructose promotes endogenous lipogenesis. Importantly, we also found that AC261066 effectively limited the accumulation of lipid droplets induced by palmitate alone and the combination of palmitate and fructose, demonstrating that AC261066 can directly inhibit lipid accumulation in hepatocytes in this model system.

### RARβ is required for AC261066 to attenuate HFD-induced steatosis in hepatocytes

To elucidate whether AC261066, a selective RARβ2 agonist (13), limits liver steatosis *via* RARβ in hepatocytes, we examined AC261066’s effects on lipid accumulation in parental and RARβ knockout (RARβ KO) HepG2 cells generated using CRISPR/Cas9 technology (Fig. 5*A*). After determining the success of the Crispr/Cas9 editing by Sanger sequencing (Fig. 5*B*) and Next Generation Sequencing (Fig. 5*C*), we evaluated the effects of AC261066 on the mRNA levels of RARβ and RARβ2, the latter being the most abundant RARβ isoform. We found that in the HepG2 parental line after a 72 h treatment with 2 μM AC261066, the RARβ and RARβ2 mRNA levels were increased by 3.3-fold (±0.0004; *p* = 0.0007) and 7.3-fold (±0.001; *p* = 0.03), respectively (Fig. 5*D*). By contrast, we observed no changes in the HepG2 RARβ KO cells treated in parallel. Next, we treated parental and RARβ KO HepG2 cells with oleate and palmitate for 48 h ± 2 μM AC261066 and found that (i) RARβ KO HepG2 cells accumulated much greater levels of lipids (10.76-fold (±5.96; *p* < 0.0001)) than parental cells; (ii) treatment with AC261066 mitigated the accumulation of lipids in the parental cells by 3.39-fold (±5.5; *p* = 0.04) but did not show any effects in the oleate and palmitate+AC261066-treated RARβ KO cells (Fig. 5*E*). Thus, we show that RARβ plays a major role in regulating lipid accumulation in human hepatocytes in our *in vitro* culture model and that the mitigation of lipid accumulation by AC261066 treatment occurs *via* RARβ.

**Figure 5:**
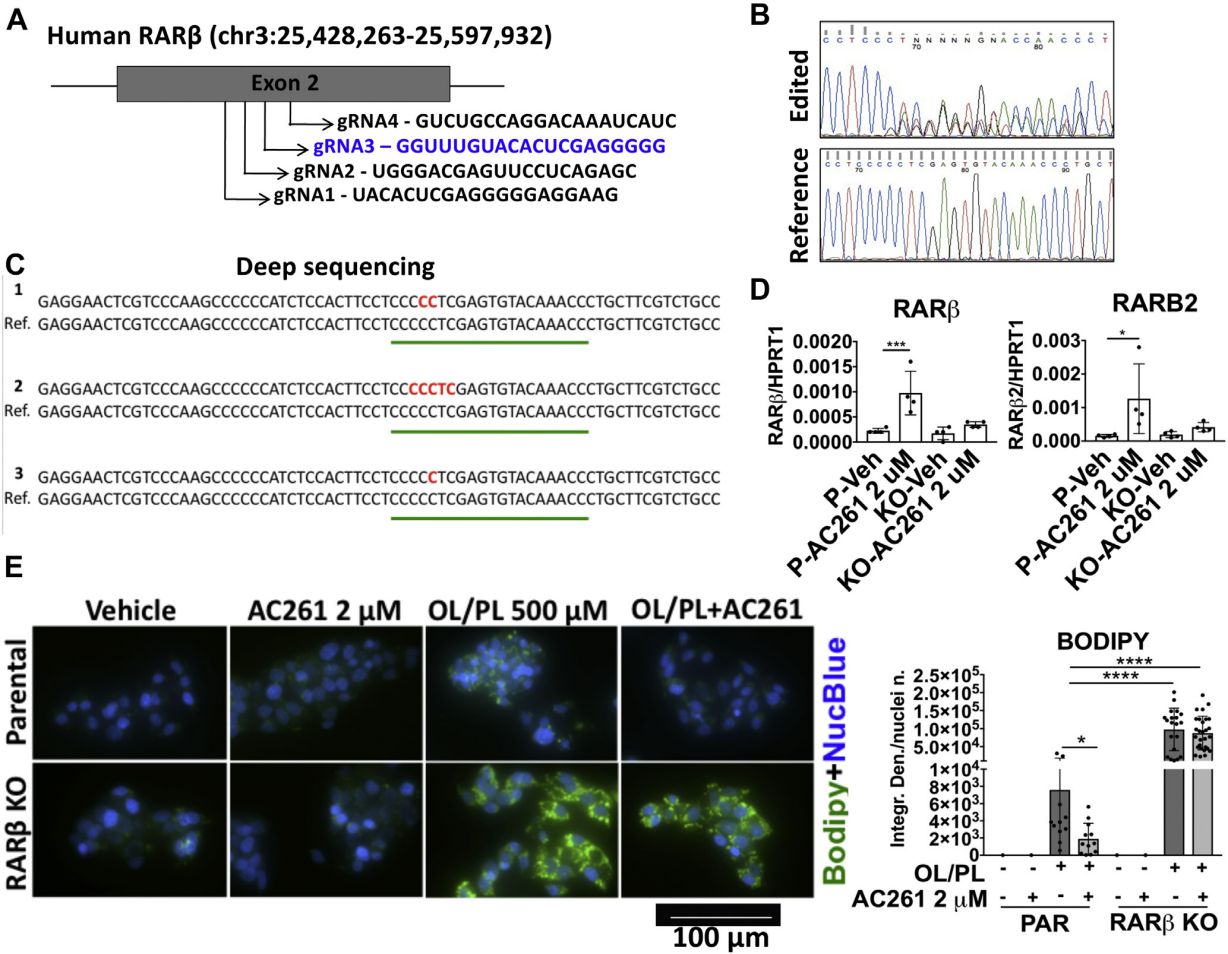
**AC261066 does not attenuate lipidaccumulation in RARβ knockout HepG2 cells.***A*, scheme of the Crispr/Cas9 technology strategy indicating the four guide RNAs (gRNAs) designed in exon 2 of the human RARβ gene. *B*, Sanger sequencing showing successful editing of one monoclonal colony identified in the gRNA highlighted in *blue*. *C*, next-generation sequencing (Deep Sequencing) performed to verify the mutations present in the Crispr/Cas9-edited cells. *D*, RARB and RARB2 mRNA levels measured in parental (P) and RARβ knockout (KO) HepG2 cells after treatment with 2 μM AC261066 for 72 h compared with vehicle-treated (veh) cells. Experiments were performed two times, each time in duplicate, with six wells/experimental group. *E*, oleate and palmitate (OL/PL; 2:1; 500 μM) treatment for 48 h in parental (PAR) and RARβ KO HepG2 cells in the presence or absence of AC261066 at a 2 μM concentration. The control groups are treated with the vehicle (0.1% DMSO). Bodipy staining lipid droplets in *green* and NucBlue staining nuclei in *blue*. Quantification of the staining with Fiji (ImageJ) representing the integrated density normalized/number of nuclei (NucBlue)/field of three independent experiments. ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, ∗*p* < 0.05, compared with the OL/PL-treated groups.

### AC261066 attenuates changes in redox potential caused by the HFD

Additionally, an appropriate GSH/GSSG (Glutathione/Glutathione disulfide) ratio is important in maintaining the normal cellular redox status in cells (28). We found that the GSH/GSSG ratio in HFD was 0.7-fold that in the chow group, and that the GSH/GSSG ratio in HFD+AC261066 was 1.4-fold that in HFD group (Figs. S5*C* and 4*E*), indicating that A261066 mitigated the HFD-induced alteration in cellular redox status.

### HFD induces changes in transcript levels of genes underlying NASH, and AC261066 limits these changes

Since fructose metabolism promotes NASH progression (26), we asked whether AC261066 affects markers of NASH. Indeed, 380 transcripts significantly altered in HFD/chow in our experiments are included in a gene signature of murine NASH (29) (Table S6). Additionally, 47 transcripts increased in this NASH gene signature (29) were reduced in HFD+AC261066/HFD; these include common markers of steatosis, such as *Srebf1*, *Pparg*, and *Cidea*, and transcripts involved in fibrogenesis, such as *Col1a1*, *Col1a2*, and *Mmp12* (14, 15, 29). Furthermore, 43 transcripts that showed decreases in the NASH gene signature (29) were increased in HFD+AC261066/HFD, including *Fgfr1*, *Foxo3*, and *Igfbp2* (Fig. S7 and Table S6). 

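*Igfbp2*, a binding protein of insulin-like growth factors made by hepatocytes, fell from a relative mRNA level of 19237 ± 1900.2 (SD, n = 6) in chow to 6435 ± 2158 in HFD livers, a log2 difference of -1.65 (SE 0.23, adjusted p = 8.54e-05). The fibroblast growth factor receptor gene *Fgfr1* fell from 376 ± 70.0 to 207 ± 18.1, a difference of -0.84 (SE 0.12, adjusted p = 8.08e-05). *Mmp12*, a macrophage elastase, rose from 23.6 ± 7.59 to 62.2 ± 33.0, with 1.26 (SE 0.33, adjusted p = 0.0106). Table S6 lists 396 genes of the murine NASH signature for this comparison, of which 395 were tested. All 395 had the direction that the table gives. By limma, 228 were called higher and 146 lower, 374 in all. The log2 values had r = 0.943 with those of the table across genes, which are not independent replicates. The authors listed the genes that they had called on the same livers, so neither their number nor their direction is independent evidence.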

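*Col1a1*, *Col1a2* and *Mmp12*, genes of type I collagen and of a macrophage elastase, were lower in HFD+AC261066 than in HFD livers, with log2 differences of -1.34 (SE 0.37, adjusted p = 0.0666), -0.99 (SE 0.28, adjusted p = 0.0767) and -1.10 (SE 0.33, adjusted p = 0.0902). Of the 53 signature genes that Table S6 lists as lower in HFD+AC261066 than in HFD, all 53 were lower and 41 were called by limma. Of the 53, 50 were higher in HFD than in chow and 39 of them were called. *Cidea* and *Pparg* are among the 53 and *Srebf1* is not. The list was chosen on these livers and is not independent evidence of its direction. By batch, in libraries 1 to 3 and then in libraries 4 to 6, the differences were -1.92 and -0.76 for *Col1a1*, -1.43 and -0.56 for *Col1a2*, and -1.18 and -1.01 for *Mmp12*. With a batch term the calls of *Col1a2* and *Mmp12* are lost (adjusted p = 0.101 and 0.120). Single livers decide all 3 calls. *Col1a1* is lost without HFD replicates 2 or 3, or HFD+AC261066 replicates 1, 3 or 5 (adjusted p = 0.114 to 0.143), and *Col1a2* without HFD replicates 2, 3 or 6, or HFD+AC261066 replicates 1, 3 or 5 (adjusted p = 0.108 to 0.167). *Mmp12* is lost without any one of chow replicates 1, 2, 4 or 5, or HFD replicates 2, 3, 5 or 6, or HFD+AC261066 replicates 1, 2, 3, 4 or 5 (adjusted p = 0.100 to 0.197).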

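*Igfbp2* rose again to 14518 ± 5071 (SD, n = 6) in HFD+AC261066 livers, a log2 difference from HFD of 1.16 (SE 0.23, adjusted p = 0.0132). *Fgfr1* stood at 262 ± 42.5, a difference of 0.33 (SE 0.12, adjusted p = 0.149) that did not pass limma's test. *Foxo3*, a transcription factor of the insulin response, differed by -0.013 (SE 0.13, adjusted p = 0.954) between HFD and chow and by -0.041 (SE 0.13, adjusted p = 0.907) between HFD+AC261066 and HFD. All 43 signature genes that Table S6 lists as higher in HFD+AC261066 were higher here and 34 were called. In HFD against chow, 40 of them were lower and 38 of these were called. *Fgfr1* is among the 43 and *Foxo3* is not. The list was chosen on these livers, so it is not independent evidence. In libraries 1 to 3 and in libraries 4 to 6, *Igfbp2* differed by 1.46 and 0.86 and *Fgfr1* by 0.34 and 0.32. Without HFD+AC261066 replicate 6 *Fgfr1* passed (adjusted p = 0.0924). Of the 96 signature genes of both directions 75 were called as in the table. The number was 43, 46 and 48 without HFD replicate 3, HFD replicate 2 and HFD+AC261066 replicate 5, in this order.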

Taken together, these data indicate that AC261066 can mitigate the expression of genes involved in NASH progression.

### AC261066 limits the HFD-induced changes in transcripts within the hepatic stellate cells (HSC) that are associated with hepatocyte activation and fibrosis

Single-cell RNA-seq studies (29) have identified a 128 gene secretome signature of HSCs, including secreted proteins and receptors. We previously reported that AC261066 mitigated HSC activation induced by HFD treatment (14). We compared transcripts significantly altered in HFD/chow and HFD+AC261066/HFD, respectively, with this 128 gene HSC secretome signature. Among these 128 secretome transcripts, 29 and 15, respectively, were altered in HFD/chow and/or HFD+AC261066/HFD (Fig. S8 and Table S6). 

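*Ngfr*, a neurotrophin receptor of stellate cells, and *Csf1*, the macrophage growth factor, were higher in HFD than in chow livers by 0.44 (adjusted p = 0.0158) and 0.41 (adjusted p = 0.00192) on the log2 scale. *Agtr1a*, the angiotensin receptor, and *Fgfr2* were lower, with -0.49 (adjusted p = 0.000425) and -0.39 (adjusted p = 0.00115). In HFD+AC261066 livers *Agtr1a* and *Ryk*, a receptor of Wnt signals, were higher than in HFD, by 0.32 (adjusted p = 0.0488) and 0.22 (adjusted p = 0.0117). *Gpc4*, a glypican, was lower, with -0.25 (adjusted p = 0.0956). Except for *Ngfr* and *Csf1*, which belong to lists written beforehand, these examples were picked after their values were seen. Table S6 names 35 genes of the secretome, all of which were tested. In HFD against chow, 18 were called higher and 7 lower by limma, and in HFD+AC261066 against HFD, 3 higher and 8 lower. The 35 genes were listed because they had been called on these livers in at least 1 comparison, so the tally is not independent evidence.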

The transcripts of many genes involved in fibrosis (30, 31), including *Col1a1*, *Col3a1*, *Lgals1* (Galectin-1), and PDGF receptor β (*Pdgfrb*), and the protein level of Galectin-1, were increased when comparing HFD with chow, and these increases were not as large when HFD+AC261066 was compared with HFD (Fig. 6, *A*–*C*). 

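*Lgals1* (chromosome 15 from 78757155 to 78760895 of mm9), which encodes Galectin-1, rose from a relative mRNA level of 301 ± 76.9 (SD, n = 6) in chow to 1313 ± 518 in HFD livers, a log2 difference of 2.08 (SE 0.23, adjusted p = 1.16e-05), and stood at 535 ± 190.1 in HFD+AC261066 livers, -1.29 (SE 0.23, adjusted p = 0.00913) from HFD. All HFD livers lay above all chow livers and all treated livers below all HFD livers. *Col3a1*, type III collagen, stood at 384 ± 186, 836 ± 550.3 and 312 ± 124, with differences of 0.99 (SE 0.34, adjusted p = 0.0396) and -1.28 (SE 0.34, adjusted p = 0.0546). *Pdgfrb*, a receptor of stellate cells, stood at 162 ± 28.1, 207 ± 45.4 and 151 ± 15.5, with 0.34 (SE 0.13, adjusted p = 0.0675) and -0.43 (SE 0.13, adjusted p = 0.0919). *Col1a1* (chromosome 11 from 94797538 to 94814356) stood at 131 ± 68.7, 254 ± 183 and 84.9 ± 26.0. Its difference of HFD from chow, 0.78 (SE 0.37, adjusted p = 0.131), did not pass limma's test. Chow replicate 5 had the highest *Col1a1* and *Col3a1* values of its group. Of 49 genes of collagens and extracellular matrix, 17 were higher and 1 lower in HFD than in chow (18 and 1 when adjusted over the list alone, 11 higher after quantile normalization), with adjusted p = 0.614 for the list with an estimated correlation. Stellate cell and fibroblast markers were higher in the same livers, 9 of 25. This list shares collagen genes such as *Col3a1* with the matrix list, so the tallies are not separate evidence. Batch by batch, for libraries 1 to 3 and for libraries 4 to 6, HFD differed from chow by 2.37 and 1.79 for *Lgals1*, 1.52 and 0.47 for *Col3a1*. They were 0.41 and 0.27 for *Pdgfrb*, and 1.44 and 0.12 for *Col1a1*. *Col1a1* passed in HFD without chow replicate 5, or HFD replicate 1 (adjusted p = 0.0463 to 0.0474). The call of *Col3a1* in treated livers is lost without HFD replicates 2 or 3, or HFD+AC261066 replicates 1 or 5 (adjusted p = 0.109 to 0.128). That of *Pdgfrb* in HFD is lost without chow replicates 1, 4 or 6, or HFD replicates 2 or 3 (adjusted p = 0.111 to 0.166) or after quantile normalization (adjusted p = 0.112). That of *Pdgfrb* in treated livers is lost with a batch term (adjusted p = 0.123) or without any one of chow replicates 1, 2 or 6, or HFD replicates 2, 3, 4, 5 or 6, or HFD+AC261066 replicates 1, 3, 4 or 5 (adjusted p = 0.103 to 0.202).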

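*Ccl2*, the chemokine MCP-1 that draws monocytes (chromosome 11 from 81849073 to 81850955 of mm9), rose from a relative mRNA level of 9.94 ± 0.843 (SD, n = 6) in chow to 15.3 ± 3.04 in HFD livers, a log2 difference of 0.61 (SE 0.12, adjusted p = 0.00196), and stood at 11.3 ± 2.48 in HFD+AC261066 livers, -0.45 (SE 0.12, adjusted p = 0.0668) from HFD. *Tnf*, which encodes TNFα, stood at 5.33 ± 0.175, 6.59 ± 0.580 and 5.76 ± 0.684, with differences of 0.30 (SE 0.070, adjusted p = 0.00487) and -0.20 (SE 0.070, adjusted p = 0.149). *Ccr2*, the receptor of CCL2, stood at 26.8 ± 6.36, 39.6 ± 9.49 and 29.3 ± 3.95, with 0.56 (SE 0.15, adjusted p = 0.0127) and -0.42 (SE 0.15, adjusted p = 0.166). For *Tnf* and *Ccr2* the difference of treated from HFD livers did not pass limma's test. *Alox12*, an arachidonate lipoxygenase, stood at 17.2 ± 1.048, 16.8 ± 0.872 and 21.9 ± 2.78. It differed by -0.034 (SE 0.075, adjusted p = 0.781) between HFD and chow and was higher in HFD+AC261066 than in HFD by 0.37 (SE 0.075, adjusted p = 0.0150), with all treated livers above all HFD livers. Values as low as those of these genes lie close to their gene's mean, so their SDs and differences can be too small. Of 33 genes of chemokines and cytokines, 18 were higher and none lower in HFD than in chow (21 higher and 1 lower when adjusted over the list alone). In HFD+AC261066 against HFD only *Ccl2* passed (1 lower also when adjusted over the list alone). With an estimated correlation the list gave adjusted p = 0.358 and adjusted p = 0.488. Within libraries 1 to 3 and libraries 4 to 6, treated livers differed from HFD by -0.61 and -0.28 for *Ccl2*, -0.073 and -0.32 for *Tnf*, -0.54 and -0.29 for *Ccr2*, and 0.46 and 0.28 for *Alox12*. The call of *Ccl2* in treated livers is lost without any one of HFD replicates 3, 5 or 6, or HFD+AC261066 replicates 1, 3, 4 or 5 (adjusted p = 0.103 to 0.155). *Tnf* passed there without HFD+AC261066 replicate 2 (adjusted p = 0.0628).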

AC261066 also effectively modulated *Ccl2*, *Tnfa*, *Ccr2*, and *Alox12* transcripts involved in inflammation in NASH (Supporting information, Fig. 6*D*).

**Figure 6:**
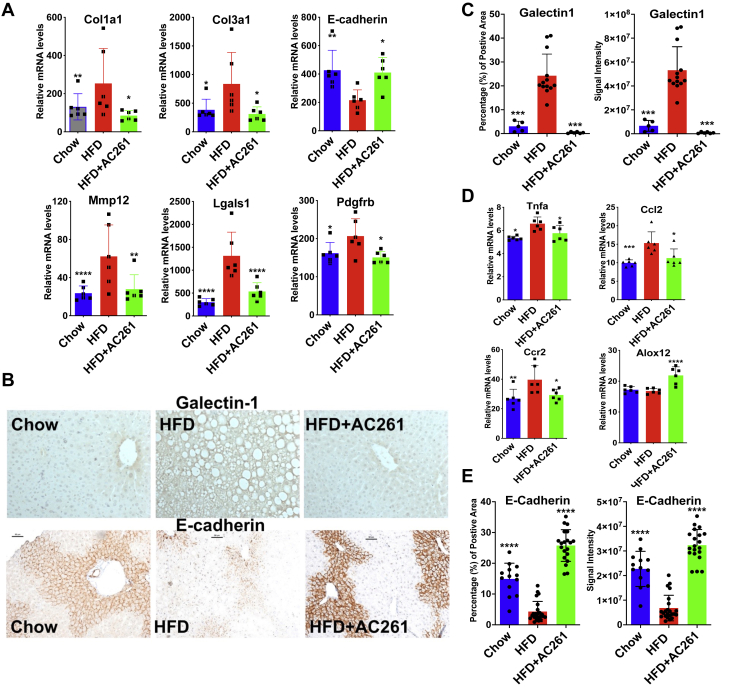
**HFD alters transcripts of genes involved in the hepatic stellate cell (HSC) secretome and AC261066 ameliorates these changes.***A*, quantitative comparison of representative transcripts contributing to liver fibrosis from RNA-seq data (n = 6 per group). *B*, immunohistochemical analysis of Galectin-1 and E-cadherin protein in liver sections from all experimental groups. Scale bar = 50 μm. *C* and *E*, quantification of images (*B*) on the signal intensity and the positively stained area using ImageJ. *D*, quantitative comparison of representative transcripts contributing to liver inflammation from the RNA-seq data (n = 6 per group). In (*A*) and (*D*), the y axes (relative mRNA levels) are differentially expressed gene (DEG) transcript levels. HFD+AC261=HFD+AC261066. ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, compared with the HFD group.

### AC261066 reverses the HFD-induced decrease in E-cadherin

E-cadherin is reduced in HFD models (32), the methionine–choline-deficient (MCD) model of NASH (33), and the CCl_4_ model of fibrogenesis (34). 

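*Cdh1*, which encodes E-cadherin, the adhesion molecule of epithelial cells (chromosome 8 from 109127251 to 109194146 of mm9), had a relative mRNA level of 427 ± 141 (SD, n = 6) in chow, 215 ± 72.7 in HFD and 410.2 ± 107 in HFD+AC261066 livers. HFD differed from chow by -1.002 (SE 0.23, adjusted p = 0.00414) on the log2 scale and HFD+AC261066 from HFD by 0.95 (SE 0.23, adjusted p = 0.0336), both from limma. Against chow, treated livers differed by -0.051 (SE 0.23, adjusted p = 0.906). Chow replicate 3 stood apart from the other chow livers as the highest of its group. By batch, in libraries 1 to 3 and then in libraries 4 to 6, HFD differed from chow by -1.39 and -0.62, and HFD+AC261066 from HFD by 1.40 and 0.50. Both calls held without any single library.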

In our model, E-cadherin mRNA was markedly lower in the HFD than in the chow group, but this reduction was mitigated in the HFD+AC261066 group (Fig. 6*A*). E-cadherin protein was reduced by 3.5-fold in the livers from HFD-fed mice (Fig. 6*B*). The HFD+AC261066 mice actually showed higher E-cadherin protein levels than the chow group (Fig. 6, *B* and *E*). Thus, AC261066 limits HFD-induced changes in the expression of many liver-fibrosis-related genes.

## Discussion

Analysis of changes in the transcriptome, protein levels of some key genes, and the metabolome in response to HFD compared with HFD plus AC261066 suggests that this RARβ2 agonist coordinates a cascade of events that leads to a reversal of many of the defining characteristics of NAFLD/NASH (Fig. 7). AC261066 attenuates changes in the driver genes that are thought to underlie the progression of this disease (20) (Fig. 2), and these changes in gene expression are accompanied by expected changes at the protein level and changes in metabolic intermediates. These changes lead to a reduction in the production and accumulation of triglycerides (Fig. S1). They offer an explanation for how fructose metabolism accelerates the progression of these disorders. We have also observed changes in the production of proteins that contribute to fibrosis and inflammation (Fig. 6), both of which are key pathological characteristics of NAFLD/NASH. Importantly, we provided direct evidence that AC261066 attenuates HFD-induced steatosis in hepatocytes *via* RARβ (Fig. 5). It is our plan to study the effects of AC261066 on other tissues using tissue/cell-specific RARβ knockout systems. We speculate that AC261066 acts directly on transcription and that this is the first step leading to a reduction in the HFD-associated pathological changes. We are also aware that changes in metabolites may directly or indirectly feed back on transcription and intermediary metabolism. This complexity does not negate the fact that AC261066 initiates a signaling pathway that reduces liver pathology, and we suggest that understanding the subsequent regulatory and signaling cascades involved will provide insights into the normal regulation of metabolism and how this regulation is changed by diet and drugs.

**Figure 7:**
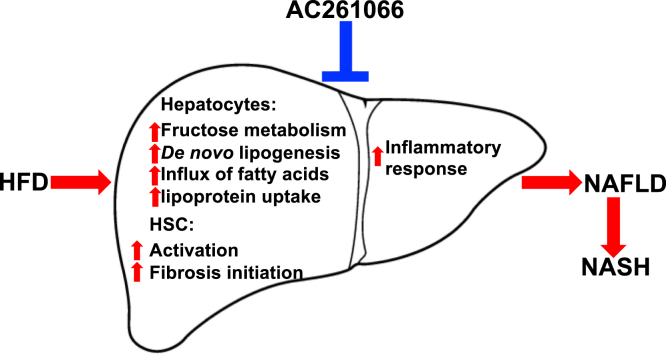
**Model of the effects of HFD and AC261066 in the liver**.

Retinoic acid mitigates hepatic stellate cell (HSC) activation and production of collagen I, III, and fibronectin that contribute to fibrosis (35). *In vitro* studies suggest that, through RARβ and RXRα, RA reduces type I collagen production in activated HSCs (36). In line with these studies, the changes in transcript levels of genes in the HSC secretome in the presence of AC261066 (Figs. 6 and S8) suggest that AC261066 could mitigate HSC activation and early fibrosis in mice *via* RARβ activation. Additionally, AM580, a RARα agonist, has a proinflammatory and profibrotic effect on lipopolysaccharide-activated HSCs (37), in agreement with our published study (16). Because different RARs have different and often antagonistic effects (38), our study emphasizes the potential of highly selective RARβ2 agonists for NAFLD/NASH treatment.

The primary source of CCL2 in the liver is monocytes or macrophages, and CCL2 expression is increased in Kupffer cells during NAFLD/NASH pathogenesis (39). Increases in CCL2 expression, an early event in NAFLD, lead to recruitment of the CCR2-expressing macrophages into the liver, which results in inflammation (40). In Kupffer cells, the *Rarb* transcript level is higher than that of *Rara* and *Rarg* (41). Thus, changes in *Ccl2* and *Ccr2* transcripts (Fig. 6) indicate that AC261066 could inhibit one of the early inflammatory responses involved in NAFLD/NASH development *via* RARβ in Kupffer cells.

Excessive fatty acids in the liver lead to toxic lipid species accumulation that induces liver stress and injury, resulting in fibrogenesis and inflammation, and targeting lipotoxicity inducing pathways is a focus in the rational design of therapeutic approaches for NASH (3). Retinoic acid suppresses *de novo* lipid synthesis and increases lipid oxidation in mouse liver (42), but in this earlier study the RARs involved were not elucidated. The two primary sources of free fatty acid flux that are crucial to the pathogenesis of NASH are free fatty acids delivered through blood to the liver and *de novo* lipogenesis (3). Here we demonstrate that AC261066 inhibits HFD-induced, free fatty acid flux *via* key genes involved in both endogenous lipogenesis and *via* the fatty acid transporter CD36 (Fig. 3).

Even without a dietary supplement of fructose, the HFD-induced increase in hepatic fructose metabolism can strongly promote *de novo* lipogenesis in animals and humans (26). Patients with NASH and mice supplemented with fructose show an increased hepatic KHK level, and lack of KHK expression in mice leads to improvement in NAFLD (26). Thus, inhibition of fructose metabolism is considered an attractive therapeutic approach for NAFLD/NASH (43), and a recent study provides preclinical evidence supporting KHK inhibition to improve NAFLD/NASH (44). Indeed, we show in AML12 cells that AC261066 directly suppresses fructose-promoted, endogenous lipogenesis in hepatocytes (Fig. 4*F*). Therefore, the attenuation of hepatic fructose metabolism by AC261066 (Fig. 4) indicates that inhibition of fructose metabolism could be one of the key mechanisms by which AC261066 limits NAFLD/NASH development associated with HFD treatment.

The constellation of changes initiated by AC261066 limit liver pathology seen with NAFLD/NASH, suggesting that this or related compounds may be a useful therapy for humans. Therapy for these diseases is an important unmet need, and AC261066 may have significant advantages over other therapies that are currently in development. For example, obeticholic acid (farnesoid X receptor (FXR) agonist), one of the potential therapies for NASH in clinical trials (3), almost completely depletes the liver of retinyl palmitate in animal models (45); this is a potential danger signal, as the liver is the major storage site in the body for vitamin A (46). AC261066 does not deplete the liver of vitamin A (16). One major challenge of NAFLD/NASH development is safety and efficacy during long-term administration. In our study, the effective administration period of AC261066 in mice was 2 months (3.5–5.5 month old), approximately equivalent to 6 to 7 years in humans (https://www.jax.org/research-and-faculty/research-labs/the-harrison-lab/gerontology/life-span-as-a-biomarker). Thus, the treatment period is equivalent to treatment in adolescents to young adults. Together with our previous studies (14, 15, 16), this suggests that AC261066 has a potential as a long-term treatment for NASH.

## Experimental procedures

### Mice, diets, and drug treatments

Wild-type (wt) male C57BL/6 mice (6–7 weeks old) were maintained on either a standard laboratory chow (Con) diet or a HFD with 60% kcal from fat for 4 months. Two months after the start of the HFD, HFD-treated mice were further maintained for 2 months in the absence or presence of 3 mg AC261066 per 100 ml drinking water (Supporting information).

### Glucose tolerance test (GTT)

We performed glucose tolerance testing as described (8, 15) (Supporting information). The care and use of animals in this study were approved by the Institutional Animal Care and Use Committee (IACUC) of Weill Cornell Medical College.

### Tissue dissection and pathological diagnosis

We dissected livers immediately after cervical dislocation after fasting overnight. We stained paraffin-embedded liver samples with hematoxylin and eosin (H&E) or Masson's Trichrome (Poly Scientific) for collagen deposition (Supporting information).

### Liver triglyceride measurements

We extracted lipids from snap-frozen liver samples using the Folch method (47) and measured triglycerides with a triglyceride reagent kit (Wako Diagnostics).

### Genome-wide RNA-seq analysis

Mouse liver samples stored in RNA later at sacrifice were subjected to RNA-seq analysis. We extracted RNA and subjected samples to Next-Generation Sequencing (RNA-seq) at the Genomics Resources Core Facility, Weill Cornell Medical College. We performed bioinformatics analyses using Tophat, Cufflink, and DESeq2 package software (Supporting information).

### Quantitative RT-PCR

We synthesized cDNA from 1 μg of total RNA using the RevertAid First Strand cDNA Synthesis Kit (Thermo, Inc). We performed quantitative RT-PCR (q-PCR) using SYBR Green PCR master mix on an Agilent Mx3000P Real Time PCR system (Agilent, Inc). We used the following human primer sequences: RARβ2 forward 5′-3′ GCTCCAGGAGAAAGCTCTCAAAG and reverse 5′-3′ ATTTGTCCTGGCAGACGAAGC; RARβ forward 5′-3′ ATGACAGCTGAGTTGGACGA and reverse 5′-3′ GTCAGCACTGGAATTCGTGG; HPRT forward 5′-3′ TGCTCGAGATGTGATGAAGG and reverse 5′-3′ TCCCCTGTTGACTGGTCATT.

### Immunohistochemical analysis

We stained paraffin-embedded liver tissue sections with various antibodies (Supporting information).

### Immunoblotting analysis

We homogenized snap-frozen liver samples and lysed cells in protein extraction buffer. Total protein lysates (30 μg) were used for immunoblotting (48). The signal intensity was measured using a quantitative gel imaging station (Chemi Doc, Bio Rad) within the linear range and analyzed using ImageJ software (Supporting information).

### Untargeted metabolomics

We extracted metabolites from snap-frozen liver samples and subjected them to untargeted metabolomics (Supporting information).

### Lipogenesis in cultured AML12 and HepG2 cells

We cultured AML12 (ATCC, CRL-2254) hepatocytes and the human hepatocellular carcinoma cell line, HepG2, (HB-8065, ATCC) to examine the effects of AC261066 on lipid accumulation (Supporting information).

### Crispr/Cas9 technology

To delete a portion of both alleles of the RARβ gene in HepG2 cells, we used Crispr/Cas9 technology and used the Synthego online tool (Synthego) to design guide RNA sequences. The detailed methods are in Supporting information.

### Statistical analyses

We performed statistical analyses by one-way analysis of variance and subsequently, the Bonferroni test or the Tukey test for multiple comparisons. Differences with a *p* < 0.05 (two-tailed test) were considered statistically significant.

## Data availability

### Data deposition

All data are contained within the manuscript, except the data deposited into a publicly accessible repository as follows: the RNA-seq data in this paper were deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no. GSE165855), embargoed until publication.

The metabolomic data were deposited in Metabolomics Workbench, www.metabolomicsworkbench.org (accession no. ST001680), embargoed until publication.

## Supporting information

This article contains supporting information (15, 47, 49, 50, 51, 52, 53).

## Conflict of interest

Weill Cornell Medicine (WCM) has filed patents on intellectual property in this manuscript and these were licensed to Sveikatal, Inc. L. J. G. and X.-H. T. are founders and have financial interests in Sveikatal, Inc. M. M., A. R., C. L., J. J., T. Z., and S. S. G. report no conflicts of interest associated with this publication. This does not alter our adherence to policies on sharing data and materials.

# Supplementary material for: A retinoic acid receptor β2 agonist attenuates transcriptome and metabolome changes underlying nonalcohol-associated fatty liver disease
**Source:** J Biol Chem. 2021 Oct 21;297(6):101331. doi: 10.1016/j.jbc.2021.101331
**Supplement:** Supporting information and Figures S1–S9

Title: A Retinoic Acid Receptor β 2 Agonist Attenuates Transcriptome and Metabolome Changes Underlying Non-Alcohol-Associated Fatty Liver Disease

the Transcriptome and Metabolome Underlying Non-Alcohol Associated Fatty Liver Disease

Xiao-Han Tang¹, Marta Melis¹, Changyuan Lu¹, Andrew Rappa¹, Tuo Zhang², Jose Jessurun³, Steven S. Gross¹, and Lorraine J. Gudas^{1*}

Supporting Information

MATERIALS AND METHODS

Mice, diets, and drug treatments. Wild-type (wt) male C57BL/6 mice (6-7 weeks old) were maintained on either a standard laboratory chow (Con) diet with 0.23% fructose and 13 % kcal fat (diet no. 5053, Pico Diet, St. Louis, MO), or a high fat diet (HFD) with 60% kcal from fat and less than 0.13% fructose (diet no. F-3282, BioServ, Flemington, NJ) for 4 months. This high fat model is a well-established model for NAFLD (15). Two months after the start of the HFD, the mice were further split into three groups for 2 months to remain on (i) chow plus drinking water with 0.2 % DMSO; (ii) HFD plus drinking water containing 0.2 % DMSO; or (iii) HFD plus 3 mg AC261066 per 100 ml drinking water with 0.2 % DMSO. We previously tested the effects of AC261066 at the 3 mg/100 ml dose in chow-fed mice and found no histopathologic changes compared with chow-fed mice (47). Thus, we did not include a group of “chow plus AC261066”. At the termination of the treatments, after fasting overnight mice were sacrificed by cervical dislocation and liver samples were harvested for analysis. We conducted the experiment twice, and the total numbers of mice in each group were: n=8 for chow; n=11 for HFD; and n=8 for HFD+AC261066. The care and use of animals in this study were approved by the Institutional Animal Care and Use Committee (IACUC) of Weill Cornell Medical College.

Glucose tolerance test (GTT). Mice were injected intraperitoneally with 25% glucose in PBS at the dose of 1.0 g/kg of body weight after fasting overnight. Blood glucose measurements were performed on tail vein blood at 15, 30, 45, 60, and 120 min post-injection using a FreeStyle Lite blood glucose monitoring system (Abbott Diabetes Care, Inc.).

Liver Histopathology. Paraffin embedded liver samples were stained with hematoxylin and eosin (H&E) and for collagen deposition using Masson's Trichrome Kit and Picro-Sirius Red (Poly Scientific, Bayshore, NY). Dr. Jose Jessurun (Department of Surgical Pathology at New York-Presbyterian Hospital/Weill Cornell Medical College), in a blinded manner, performed a complete histopathology evaluation on H&E and trichrome/Picro-Sirius Red stained liver samples and scored for evidence of steatosis, steatohepatitis and fibrosis according to the Brunt criteria (49). H&E-stained liver sections from all experimental groups were evaluated with eight histological features: Ductular reaction (score 0–3), portal and lobular inflammation (0- none, 1-mild, 2-moderate, 3-severe), presence or absence of atypical cells comprising the ductular reaction, degree of steatosis (0-none, 1<30%, 2>30 but <60%, 3- >60%), type of steatotic vacuoles (microvesicular or macro vesicular) and ballooning degeneration (0-none, 1-occasional, 2-more than occasional, 3-numerous cells). Degree of fibrosis was determined using both Scheuer scheme (0–4) and the Ishak fibrosis scores (0–6).

Liver Triglyceride Measurement. We extracted lipids from snap-frozen liver samples using the Folch method (50). Briefly, we homogenized the frozen liver samples and extracted total lipids using chloroform: methanol (2:1) followed by a partition using 0.9% NaCl. We resuspended the lipid samples in 0.5% (v/v) Triton X-100 solution in water after the organic phase solvents were

evaporated under nitrogen gas. Then we used a Triglycerides Reagent kit (Waco Diagnostics, Richmond, VA) to measure triglyceride levels according to the manufactures' protocol. The triglyceride levels were normalized to tissue weight (mg).

Lipogenesis in *in vitro* cultured AML12 and HepG2 cells. We cultured AML12 (ATCC, CRL-2254) mouse hepatocytes in DMEM:F12 1:1 medium (11320-033, Gibco) supplemented with 10% FBS (S10250, R&D Systems), 10 μ g/ml insulin, 5.5 μ g/ml transferrin, 5 ng/ml selenium (iTX mix 354352, Corning), 40 ng/ml dexamethasone (D4902, Sigma), and 7 ng/ml glucagon (G2044, Sigma). For the experiments we plated 20,000 cells per well in 24-well plates and serum-fasted the cells overnight before each experiment. We incubated the cells with palmitate (1 mM) with 1% BSA (fatty acid-free BSA, 126609, Millipore) in the medium at 37°C for 2 hours followed by fructose (20 mM) (51) and/or AC261066 (4.5 μ M) treatments for 48 hours. All treatments were in triplicates. We performed three independent experiments. To detect lipid droplets, we fixed the cells in 4% paraformaldehyde in PBS for 10 minutes at room temperature. After 2 washes in PBS we stained the cells with 100 nM BODIPY 493/503 (D3922, Invitrogen) and the nuclear dye NucBlue (R37605, Invitrogen) for 30 minutes. We then washed with PBS and acquired >10 fields per treatment group with a Nikon TE2000-E microscope.

We purchased the human hepatocellular carcinoma cell line HepG2 from the American Type Culture Collection (HB-8065, ATCC) and cultured these cells in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS). We plated 1,500 HepG2 cells (RAR β KO HepG2, described in the next section) per well in glass bottom 96-well plates and serum-fasted the cells overnight before each experiment. Next, we incubated oleate and palmitate (2:1 ratio, and a final concentration of 0.5 mM) with 1% BSA (fatty acid-free BSA, 126609, Millipore) in the medium at 37°C for 2 hours prior to treating the cells. We used 6 wells per experimental group and performed the experiments three times. The different treatments consisted of vehicle +/- 2 μ M AC261066 and oleate/palmitate (OL/PL) +/- 2 μ M AC261066. To visualize the accumulation of lipids and the nuclei, we used the same BODIPY and NucBlue protocol as outlined above.

Crispr/Cas9 Technology.

To delete a portion of both alleles of the RAR β gene in HepG2 cells we used the Synthego online tool (Synthego; Redwood City, CA) to design guide RNA sequences. We selected four guide RNA sequences with the highest probability of RAR β gene disruption. All sequences were adjacent to or within exon 2 of the RAR β gene, as depicted in Figure 5A. We plated 50,000 cells in each 24-well plate and after 24h we treated the cells with the four guide RNA sequences (Figure 5A), following the manufacturer's instructions (Synthego). Briefly, after reconstitution of the guide RNA sequences with TE buffer (10 mM Tris-HCl, 1 mM EDTA, Ph 8) to a 100 μ M stock concentration, for each well we prepared a mix including 6 μ l of the guide RNA stock, 1.5 μ l of the mRNA Cas9 nuclease (L-7206; TriLink Biotechnologies), 0.75 μ l of mCherry (L-7203; TriLink Biotechnologies), 6 μ l of Lipofectamine Messenger Max (LMRNA003; Invitrogen), and 200 μ l of Optimem 1X (31985-070; Gibco). After mixing and incubating at room temperature for 5 minutes, we combined this

solution with 800 µl DMEM for a total of 1 mL and dispensed it in the wells. We then transfected the HepG2 cells for 24h, followed by trypsinization and plating in 6 well plates to allow the cells to proliferate until >70% confluency. Then we extracted genomic DNA for testing and expanded the remaining cells. We performed Sanger sequencing on the genomic DNA to assess the editing by visual comparison of the guide RNA sequences with one well of cells that remained untreated and was used as a reference genome. We also used the online tool provided by Synthego, Inference of CRISPR Edits (ICE), which revealed potential editing in cells treated with one of the four guide RNA (SI Appendix, Fig. 5) by providing a score indicative of the percentage of editing. The highest score resulting from this analysis was 15% in one guide RNA. We then performed single cell selection from this polyclonal population by plating 1×10^3 cells per 150 mm dish, and collected cells from 10 colonies after two weeks. We verified the success of CRISPR editing by Sanger sequencing by using the Synthego ICE tool, which showed a 96% editing efficiency. We also performed deep DNA sequencing of this HepG2-RAR β KO1 cell line and discovered three main frameshift mutations that should affect the function of the RAR β protein (Figure 5A, 5B).

Genome-Wide Transcriptomic Analysis

Liver total RNA preparation. We prepared total RNA from liver samples using the RNeasy kit (Qiagen). Subsequent steps were carried out at the Genomics Resources Core Facility of WCMC. RNA integrity was measured using the Agilent 2100 BioAnalyzer (Agilent Technologies).

cDNA library construction. Samples with RNA integrity number (RIN) values of >9 were used to construct cDNA libraries. cDNA synthesis, end-repair, and ligation to the Illumina indexed adapters were performed from the RNA samples by the TruSeq RNA protocol (Illumina). Libraries of 250-300 bp cDNA sizes were PCR-amplified using Phusion DNA polymerase. Following the removal of mRNA strands by RNaseH, first strand cDNAs were used as templates to produce double strand cDNAs. The overhangs resulting from fragmentation were repaired to blunt ends. An 'A' base was added to the 3' end of cDNAs and subsequently the cDNAs were ligated to Illumina paired end (PE) adaptors that have a single 'T' base overhang at their 3' end. The cDNA-adaptor libraries were purified and enriched by 15 cycles of PCR. The enriched libraries were hybridized to a flow cell and amplified, resulting in ultra-high density flow cells with millions of clusters, each containing about 1,000 copies of the templates. The double stranded cDNA-adaptors were denatured and converted into single strand DNA, and then the template cDNAs were amplified one more time isothermally to produce surface-bound colonies. The clonal DNA clusters were linearized, free 3' OH ends blocked, denatured, hybridized to sequencing primers.

cDNA library sequencing and data analysis.

The libraries were sequenced on the Illumina HiSeq 4000 with paired-end 51 bps and ~30 million paired reads per sample. The Sequencing-by-Synthesis process used reversible terminators and a DNA polymerase modified to accept reversible terminator nucleotides. After each synthesis cycle the fluorescence of clusters was imaged with high sensitivity. Then the sequencing images were analyzed in three steps, image analysis, base calling, and sequence analysis. Paired-end transcriptome sequencing reads were aligned to the reference mouse genome (UCSC mm9

assembly) using Tophat v2.0.11. Raw read counts were calculated using HTseq-count (52). DESeq2 v1.6.3 was used to perform differential expression analysis, principal component analyses and sample clustering. The removeBatchEffect function from the limma package v3.22.7 was used to remove batch effects introduced in processing samples from different batches. For differential expression analysis, pairwise comparisons between two or more groups using parametric tests where read-counts follow a negative binomial distribution with a gene-specific dispersion parameter. Corrected p-values were calculated based on the Benjamini-Hochberg method to be adjusted for multiple testing. The heatmaps for genes of interest were generated by R pheatmap package software.

Immunoblotting analysis. Mouse liver samples were homogenized, lysed in protein extraction buffer (0.125M Tris-HCl, pH 6.8, 2% SDS, 2.5% beta-mercaptoethanol) and denatured by boiling. Total protein lysates (30 µg) were resolved on sodium dodecyl sulfate–polyacrylamide gels and transferred to a nitrocellulose membrane (Cat# 162-0115; Bio-Rad). The following antibodies were used: mouse anti-**ACTIN** (cat# Mab1501, 1:10,000, Millipore), rabbit anti-FASN (cat# 3180, 1:1,000, Cell Signaling Technology), mouse anti-THRSP (cat# SCBT 137178, 1:100, Santa Cruz Biotechnology), rabbit anti-PKLR (cat# AB 171744, 1:500, Abcam), rabbit anti-CD36 (cat# ab 133625, 1:1,000, Abcam), rabbit anti-KHK (cat# ab154405, 1:1,000, Abcam), and rabbit anti-PPAR γ (cat# 2435, 1:500, Cell Signaling Technology). Membranes were developed with enhanced chemiluminescence (Cat# 32106; ThermoScientific). Signals were subjected to densitometry using ImageJ software for quantification.

Immunohistochemical analysis. Paraffin-embedded sections, prepared at 7 µm thickness, from at least three mice per treatment group were deparaffinized and rehydrated in graded EtOH concentrations and distilled water. For antigen retrieval, slides were immersed in diluted (3:320) citrate-based antigen unmasking solution (Cat# H-3300; Vector Laboratories) and the slides were treated with 3% hydrogen peroxide prepared in methanol. After blocking with phosphate-buffered saline containing 10% goat serum (for rabbit primary antibodies), the sections were incubated with the following antibodies overnight at 4°C: rabbit anti-Galectin (cat# STJ 93201, 1:100, St. Johns Lab), rabbit anti-E-cadherin (cat# 33955, 1:200, Cell Signaling Technology), rabbit anti-FASN (cat# 3180, 1:200, Cell Signaling Technology, Danvers, MA), and rabbit anti-CD36 (cat# ab 133625, 1:200, Abcam). After incubation with the primary antibodies, the slides were treated with secondary antibodies supplied in the Mouse on SuperPicture HRP Polymer Conjugate (Cat# 87–8963; Life Technologies) kit. Antibody signals were visualized by peroxidase reaction using 3,3'-diaminobenzidine as a chromogen. As a negative control, tissue sections were incubated in the absence of primary antibody to ensure specificity of the primary antibody. Six non-contiguous areas from the anterior and posterior portions of each section were photographed for analysis, and three sections from three different mice were measured. Signals were subjected to ImageJ software for quantification.

Liver metabolite analysis

Liver metabolite extraction. The snap frozen liver samples were incubated with 600 μ L of 3 mM monobromobimane (MBB) in CH₃OH:H₂O (80:20) at -20°C for 2 h, followed by 1 h incubation at 0°C. Here, MBB was used to react with thiols and protect them for further oxidation. This initial incubation was followed by tissue disruption using stainless steel beads in a TissueLyser (Qiagen) and an additional 30 min at -20°C. Extracts were centrifuged for 15 min at 13000 rpm to pellet insoluble material and supernatants were transferred to clean tubes. This extraction was repeated two additional times and all three supernatants were dried in a speed-vac (Savant) and stored at -80 °C until analysis. For normalization of sample analyses, post-extracted tumor pellets were solubilized in 800 μ L of 0.2 M aqueous NaOH at 95 °C for 60 min and the pellet protein was determined using the BioRad assay, relative to bovine serum albumin standards (0–1.5 mg/mL). For metabolite analysis, dried tumor extracts were reconstituted in CH₃CN:H₂O (70:30) containing 0.025% acetic acid at a relative protein concentration of 10 μ g/ μ L and 3 μ L solution was injected for LC/MS.

Q-TOF LC/MS Data Acquisition and Analysis. The LC system comprised a Cogent Diamond Hydride™ (ANP) column (2.1×150 mm, 3.5 μ m particle size; Microsolv Technology Corp, Eatontown, NJ), a Zorbax SB-AQ (RP) column (2.1×100 mm, 1.8 μ m particle size, Agilent Technologies, Santa Clara, CA), and a Model 1260 Rapid Resolution LC system consisting of a binary pump, on-line degasser, thermostated dual 54-well plate autosampler and a thermostated column compartment (Agilent Technologies, Santa Clara, CA). A pre-column replacement filter frit (0.5 μ m, Upchurch Scientific, Oak Harbor, WA) and rapid resolution cartridge (Eclipse XDB-C8, Agilent technologies) were placed in front of the ANP and RP columns, respectively, to prevent column clogging. The LC flow was coupled to an Agilent model 6230 accurate mass time-of-flight (TOF) mass spectrometer, equipped with dual spray electrospray ionization (ESI) source. A separate isocratic pump was used deliver an internal reference mass solution (ions m/z 121.0509 and 922.0093) to the second ESI source for continuous mass calibration during sample analysis. LC parameters were set as follows: 3 μ L injection volume, 0.4 mL/min mobile phase flow rate, 25°C column temperature and 4°C autosampler temperature. The mobile phase for ANP separation consisted of 6 mM EDTA and 0.025% acetic acid in isopropanol:H₂O (50:50) (solvent A) and 6 mM EDTA and 5mM ammonium acetate in CH₃CN: H₂O (90:10) (solvent B). Gradient steps were applied as follows: 0–1 min, 99% B; 1–15 min, to 20% B; 15.1–29 min, 0% B; 29.01–37 min, 99% B. The mobile phase for RP separation consisted of 1 mM ammonium formate and 0.1% formic acid in H₂O (solvent A) and 0.1% formic acid in CH₃CN (solvent B). The gradient was as follows: 0–2 min, 1% B; 2– 20 min, to 50% B; 20–25 min, to 85% B; 25–30 min, to 99% B; 30.01–36 min, 1% B. Both positive and negative mass spectra were acquired in 2 GHz (extended dynamic range) mode with 1.41 spectra/sec sampled over a mass/charge range of 40–1400 Daltons. The TOF capillary voltage was set at 4000 V for positive ions and 3500 V for negative ions with the fragmentor set to 175 V. The nebulizer pressure was 35 psi and the nitrogen drying gas was delivered at a flow rate of 12 L/min. Data was saved in both centroid and profile mode using Agilent MassHunter Workstation B500 Data acquisition Software. To minimize potential salt and other contaminants in the ESI source, a time segment was set for both ANP and RP positive and negative acquisitions that directed the first 0.2 mL of column elute to waste.

Raw data files were processed using MassHunter Qualitative Analysis Software (B06.00; Agilent Technologies). Downstream comparative data analysis was performed using MassProfiler Professional (Agilent, B14.5) and MassHunter Profinder (B07.00). The molecular feature extraction (MFE) searches compounds based on the profile of identical m/z values and retention times, within a defined mass accuracy (<5 ppm). These features are further grouped into one or more “compounds” based on their isotope pattern, the formation of dimer, adduct ions (e.g. H^+ , Na^+ , NH_4^+ for positive mode and H^- , CH_3COO^- , $HCOO^-$ and Cl^- for negative mode) and common neutral losses of H_2O and NH_3 . The identified features were manually validated following extraction. The identification is further confirmed by comparison to pure chemical standards.

Untargeted metabolite profiling. As previously described (53), untargeted metabolite profiling was performed using a platform of an Agilent Model 1290 Infinity II liquid chromatography system coupled to an Agilent 6550 iFunnel time-of-flight MS analyzer. A Cogent Diamond Hydride™ (ANP) column and a Zorbax SB-AQ (RP) column were used for metabolites separation. The mobile phase for ANP separation consisted of 6 mM EDTA and 0.025% acetic acid in isopropanol: H_2O (50:50) (solvent A) and 6 mM EDTA and 5mM ammonium acetate in CH_3CN : H_2O (90:10) (solvent B). Gradient steps were applied as follows: 0–1 min, 99% B; 1–15 min, to 20% B; 15.1–29 min, 0% B; 29.01–35 min, 99% B. The mobile phase for RP separation consisted of 1 mM ammonium formate and 0.1% formic acid in H_2O (solvent A) and 0.1% formic acid in CH_3CN (solvent B). The gradient was as follows: 0–2 min, 1% B; 2–20 min, to 50% B; 20–25 min, to 85% B; 25–30 min, to 99% B; 30.01–36 min, 1% B.

Raw data files were processed using MassHunter Qualitative Analysis Software (B07.00; Agilent Technologies). Downstream comparative data analysis was performed using MassHunter Profinder (B08.00) and MassProfiler Professional (Agilent, B14.5). The identified features were manually validated following extraction. The identification was further confirmed by comparison to pure chemical standards. Mann Whitney t-tests ($p < 0.05$) were performed to identify significant differences between groups. The results of glucose, fructose, fructose-1-P, fructose-6-P, and glucose-6-P were further confirmed with a Shodex HILICpak VT-50 2D column (2.0mm I.D. 150mm, Japan) using 25mM $HCOONH_4$ (H_2O): CH_3CN (80:20) as mobile phase.

REFERENCES

15. Recena Aydos, L., Aparecida do Amaral, L., Serafim de Souza, R., Jacobowski, A. C., Freitas Dos Santos, E., and Rodrigues Macedo, M. L. (2019) Nonalcoholic Fatty Liver Disease Induced by High-Fat Diet in C57bl/6 Models. *Nutrients* 11
47. Trasino, S. E., Tang, X. H., Jessurun, J., and Gudas, L. J. (2016) Retinoic acid receptor β 2 agonists restore glycaemic control in diabetes and reduce steatosis. *Diabetes Obes Metab* 18, 142-151
49. Brunt, E. M., Kleiner, D. E., Wilson, L. A., Belt, P., Neuschwander-Tetri, B. A., and (CRN), N. C. R. N. (2011) Nonalcoholic fatty liver disease (NAFLD) activity score and the histopathologic diagnosis in NAFLD: distinct clinicopathologic meanings. *Hepatology* 53, 810-820
50. Folch, J., Lees, M., and Sloane Stanley, G. H. (1957) A simple method for the isolation and purification of total lipides from animal tissues. *J Biol Chem* 226, 497-509
51. Piras, I. S., Gerhard, G. S., and DiStefano, J. K. (2020) Palmitate and Fructose Interact to Induce Human Hepatocytes to Produce Pro-Fibrotic Transcriptional Responses in Hepatic Stellate Cells Exposed to Conditioned Media. *Cell Physiol Biochem* 54, 1068-1082
52. Anders, S., Pyl, P. T., and Huber, W. (2015) HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166-169
53. Goncalves, M. D., Lu, C., Tutnauer, J., Hartman, T. E., Hwang, S. K., Murphy, C. J., Pauli, C., Morris, R., Taylor, S., Bosch, K., Yang, S., Wang, Y., Van Riper, J., Lekaye, H. C., Roper, J., Kim, Y., Chen, Q., Gross, S. S., Rhee, K. Y., Cantley, L. C., and Yun, J. (2019) High-fructose corn syrup enhances intestinal tumor growth in mice. *Science* 363, 1345-1349

Figure S1

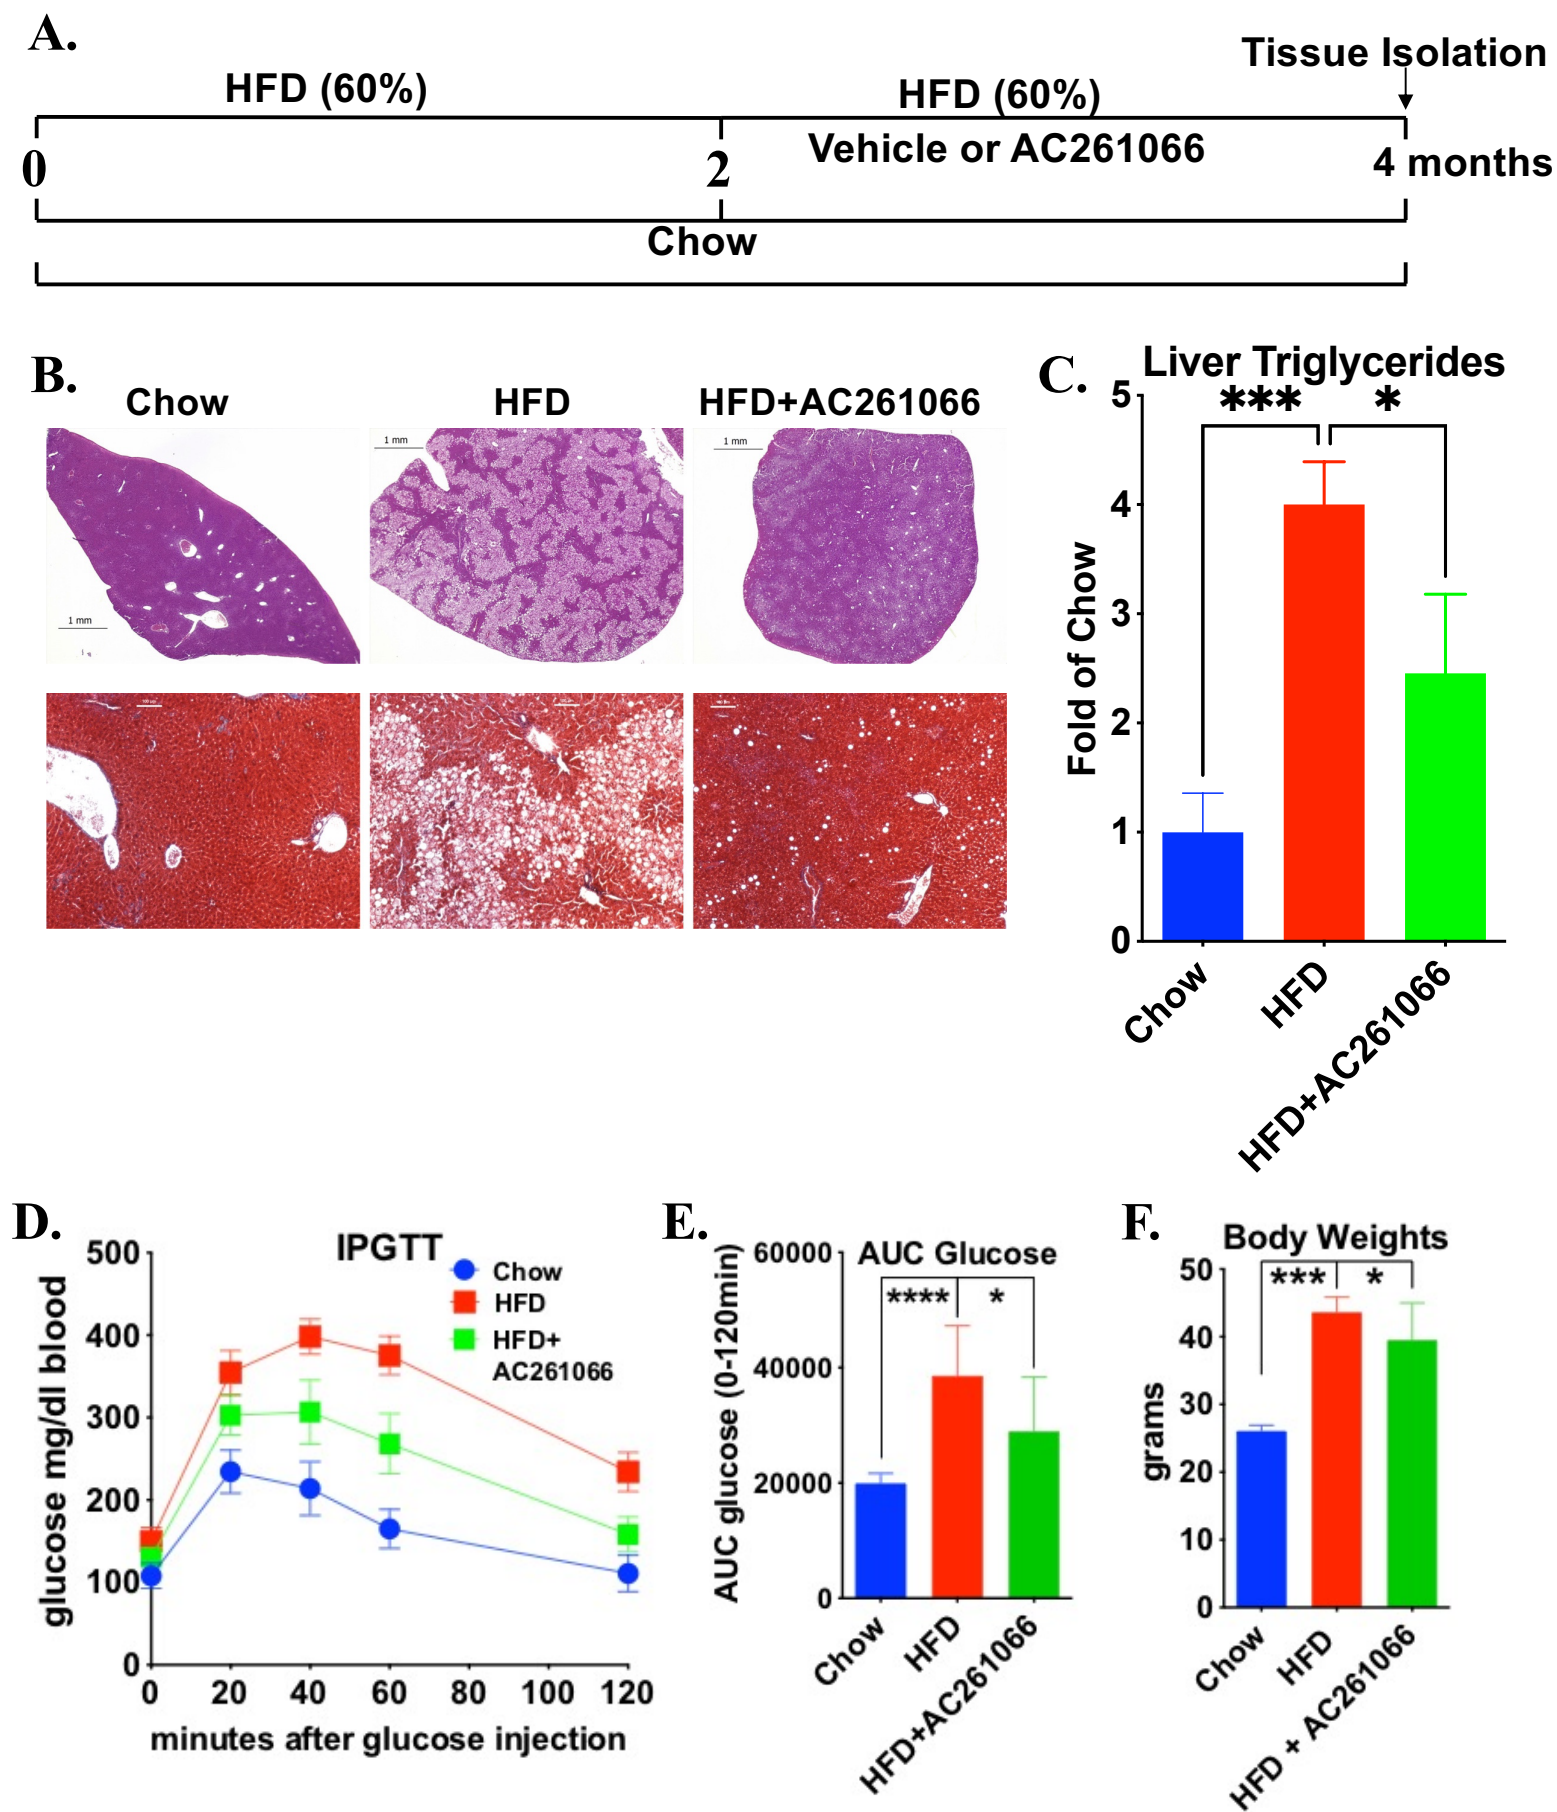

Figure S1. AC261066, a retinoic acid receptor (RAR) beta 2 agonist limits high fat diet (HFD) induced liver steatosis and glucose intolerance in mice. (A) Diagram of the experimental protocol (Materials and Methods). **(B)** Representative gross morphology of the H&E-stained liver sections (top) (16x, scale bar is 1 mm), and representative trichrome stained liver sections (bottom) in this study (200x, scale bar is 50 μ m). White vacuoles indicate lipid accumulation. **(C)** Liver triglycerides (mg/g of tissue) from mice described in **(A)**. AC261066 treatments effectively limited HFD-induced liver steatosis (Figure S1B) and increase in hepatic triglyceride level (Figure S1C). Eight weeks of AC261066 treatment greatly attenuated glucose excursion and the area under the curve (AUC) for glucose in this 60% HFD model (Figure S1D, E). Compared to chow-fed mice, 4 months of HFD feeding increased body weights (BW), and AC261066 had a modest effect on lowering body weight (Figure S1F). **** $p < 0.0001$, * $p < 0.05$, compared to the HFD group.

Figure S2

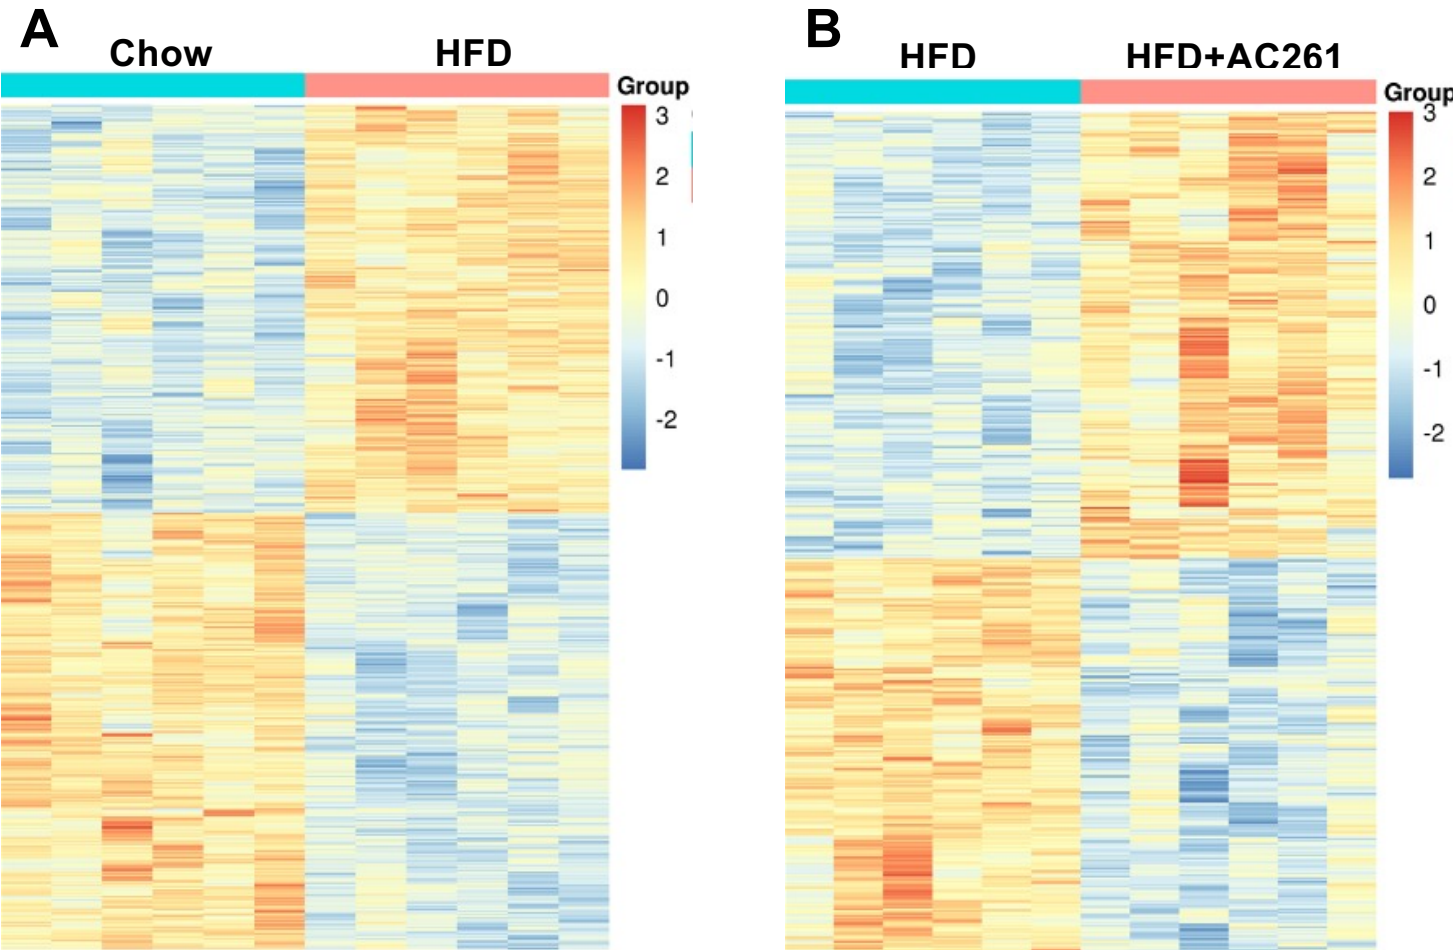

Figure S2. Global views of alterations in transcript levels by RNA-seq. The mRNA samples extracted from the liver were subjected to RNA-seq analysis. (A) Heatmap showing the total genes altered with statistical significance ($q < 0.1$) in the HFD group compared to the chow group (n=6 per group). **(B)** Heatmap showing the total genes altered with statistically significance ($q < 0.1$) in the HFD+AC261066 group, compared with the HFD group (n=6 per group). HFD+AC261=HFD+AC261066.

Figure S3

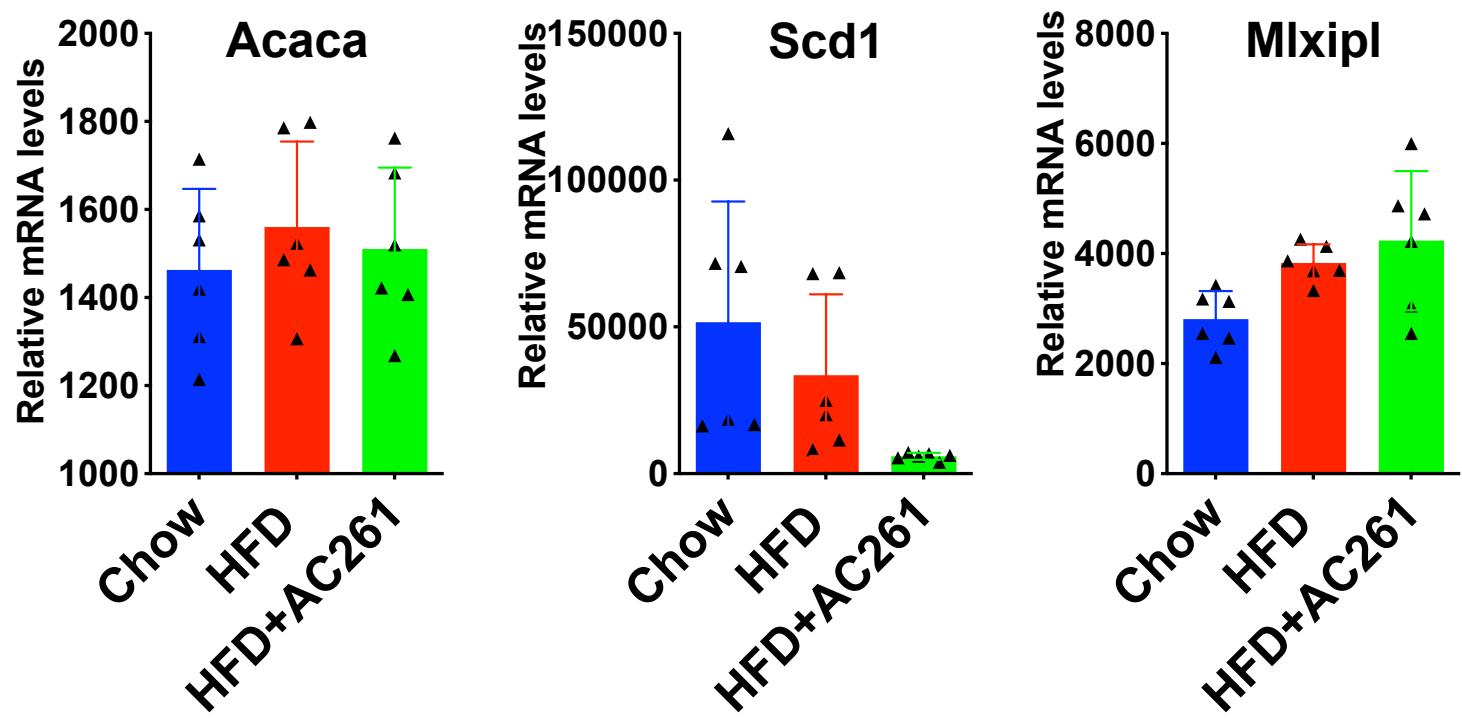

Figure S3. Comparison of mRNA levels of *Scd1*, *Acaca* (ACC), and *Mlxipl* (ChREBP) from the RNA-seq data (n=6 per group). The y axes (relative mRNA levels) are differentially expressed gene (DEG) transcript levels. HFD+AC261=HFD+AC261066.

Figure S4

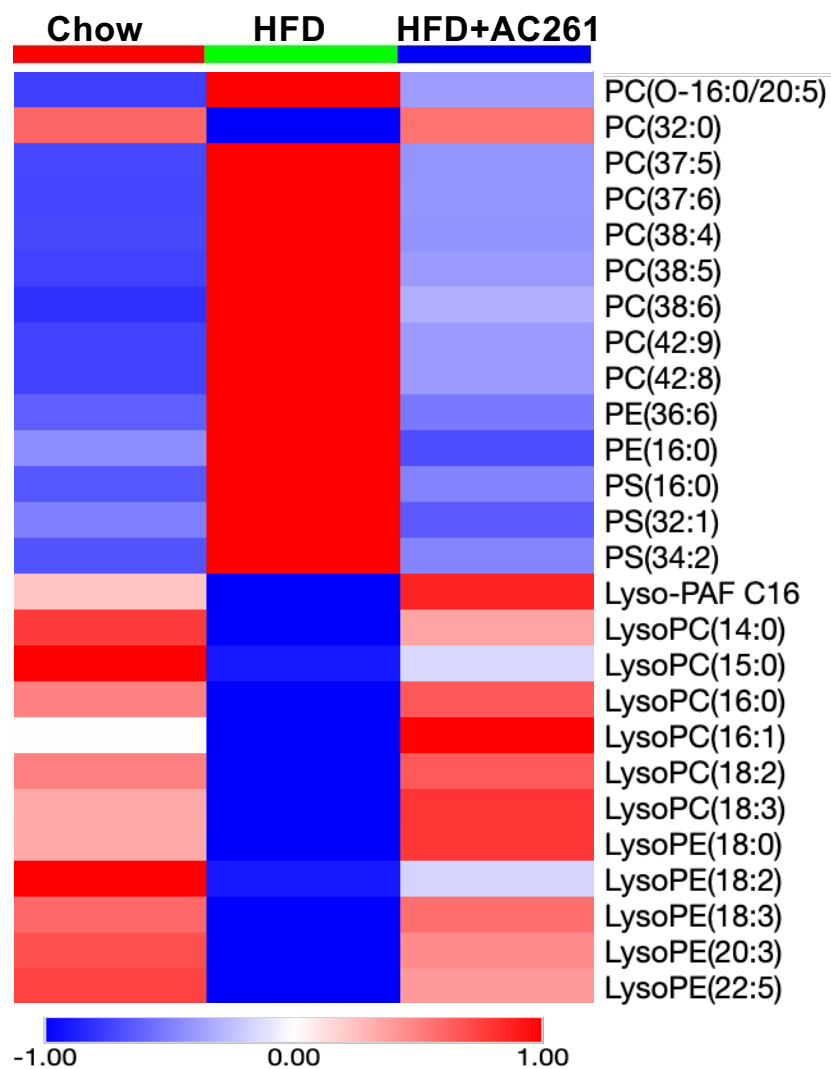

Figure S4. Alterations in hepatic phospholipids and lysophospholipids levels measured by untargeted metabolomics. Heatmap showing the levels of phospholipids and lysophospholipids altered statistically in the HFD/chow and the HFD+AC261066/HFD. HFD+AC261=HFD+AC261066 (n=4 per group with 2 repeats).

Figure S5A

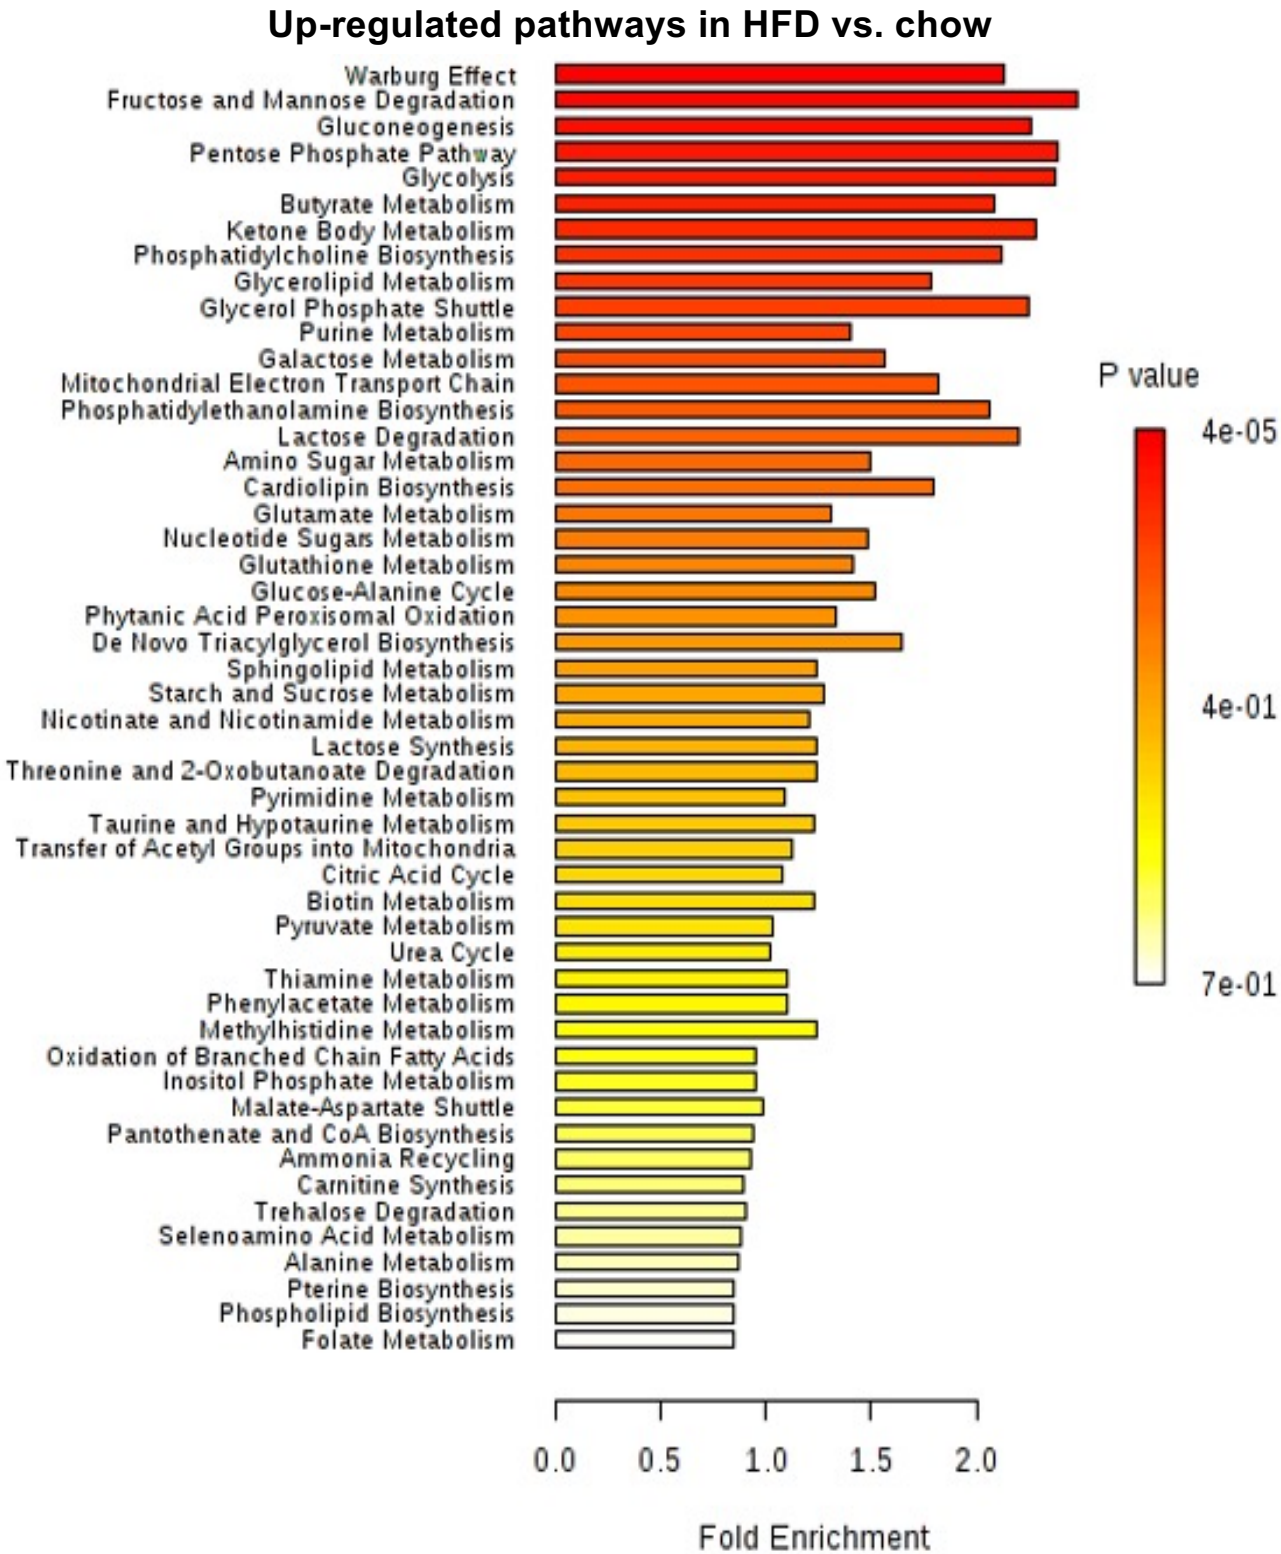

Figure S5A, Continued

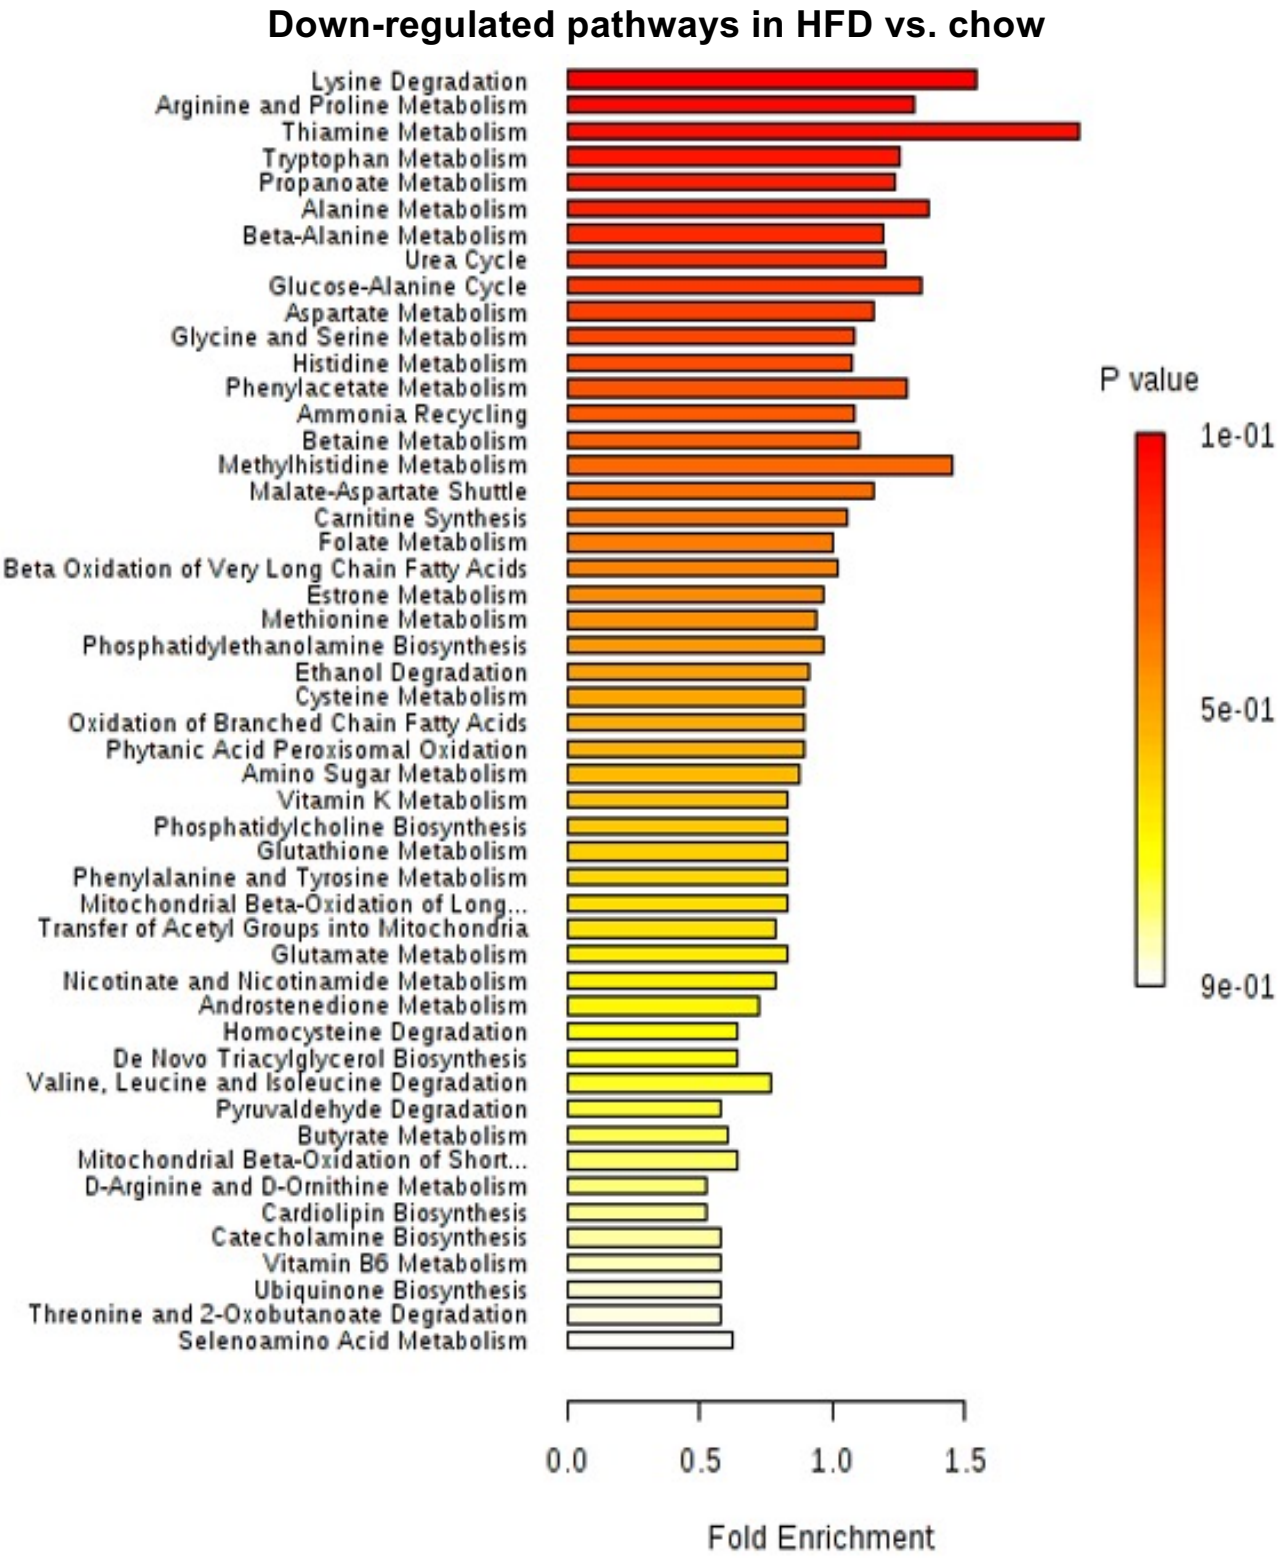

Figure S5A Alterations in pathways from hepatic metabolite levels measured by untargeted metabolomics. Pathways derived from the hepatic metabolites whose levels were significantly altered in the HFD/chow (n=4 per group with 2 repeats).

Figure S5B

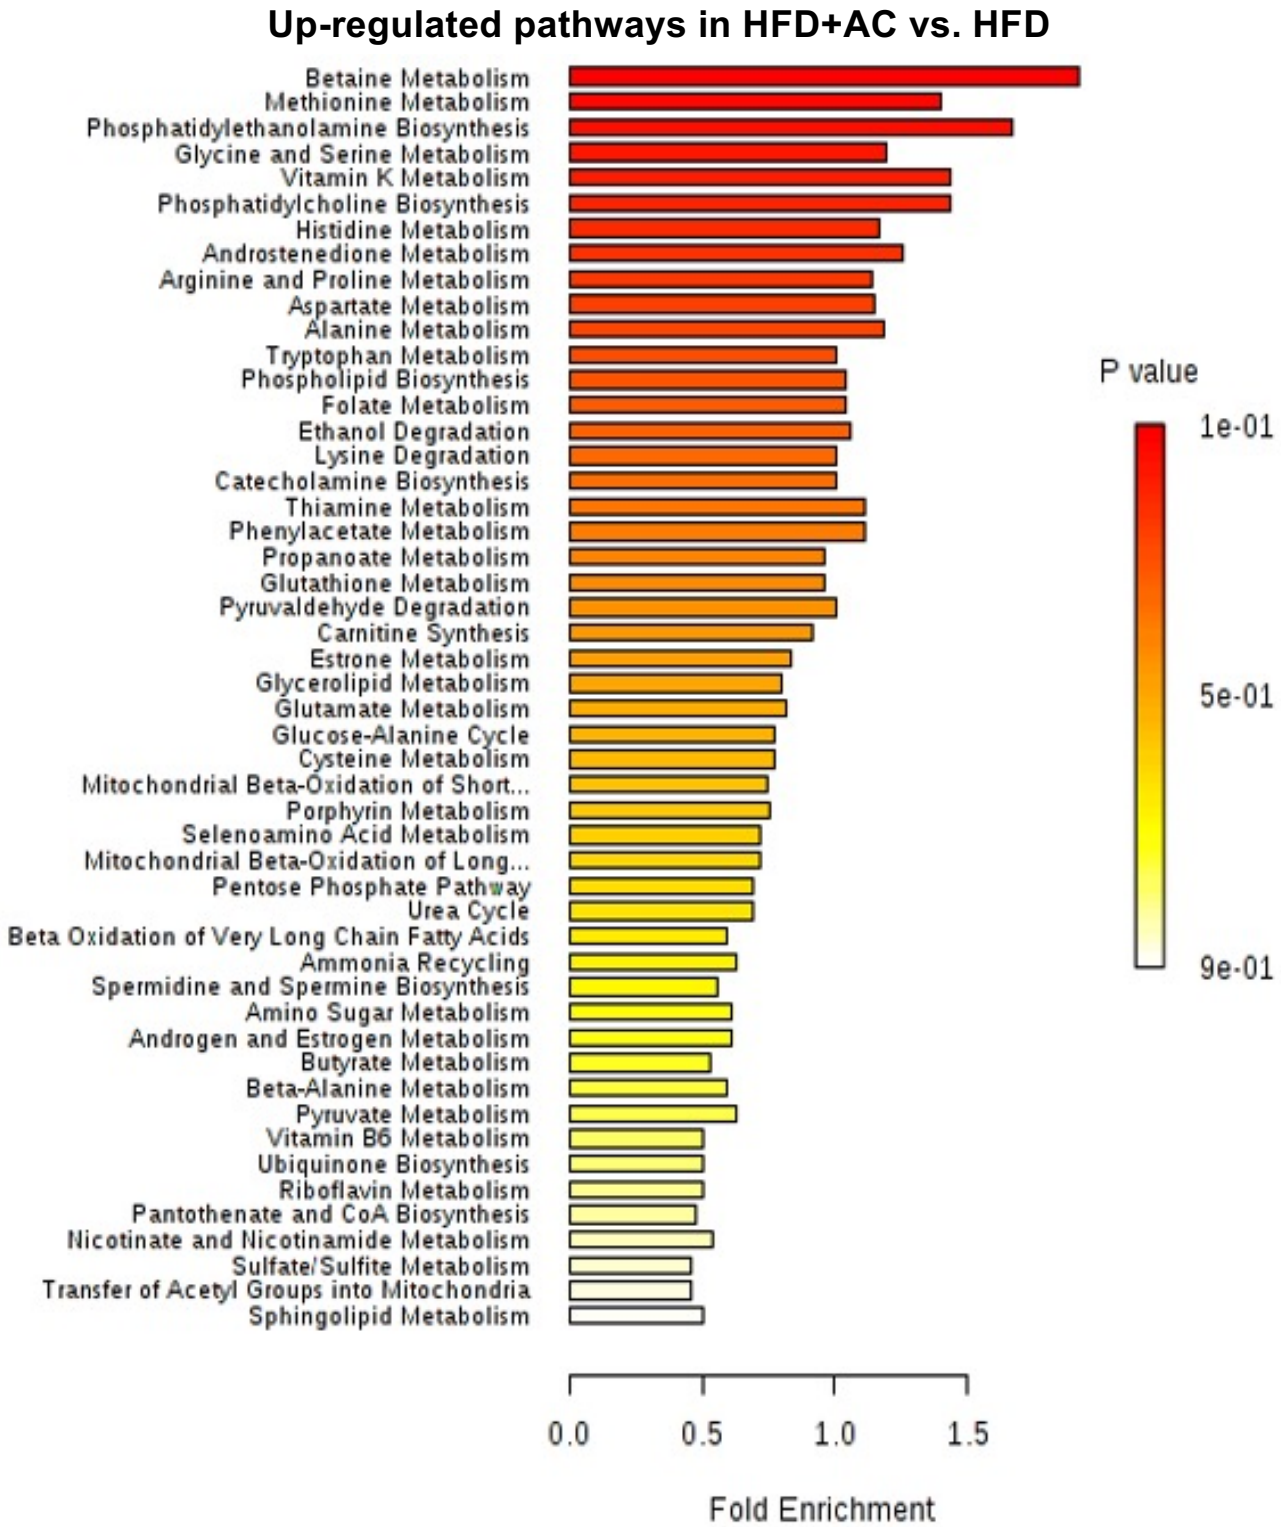

Figure S5B, Continued

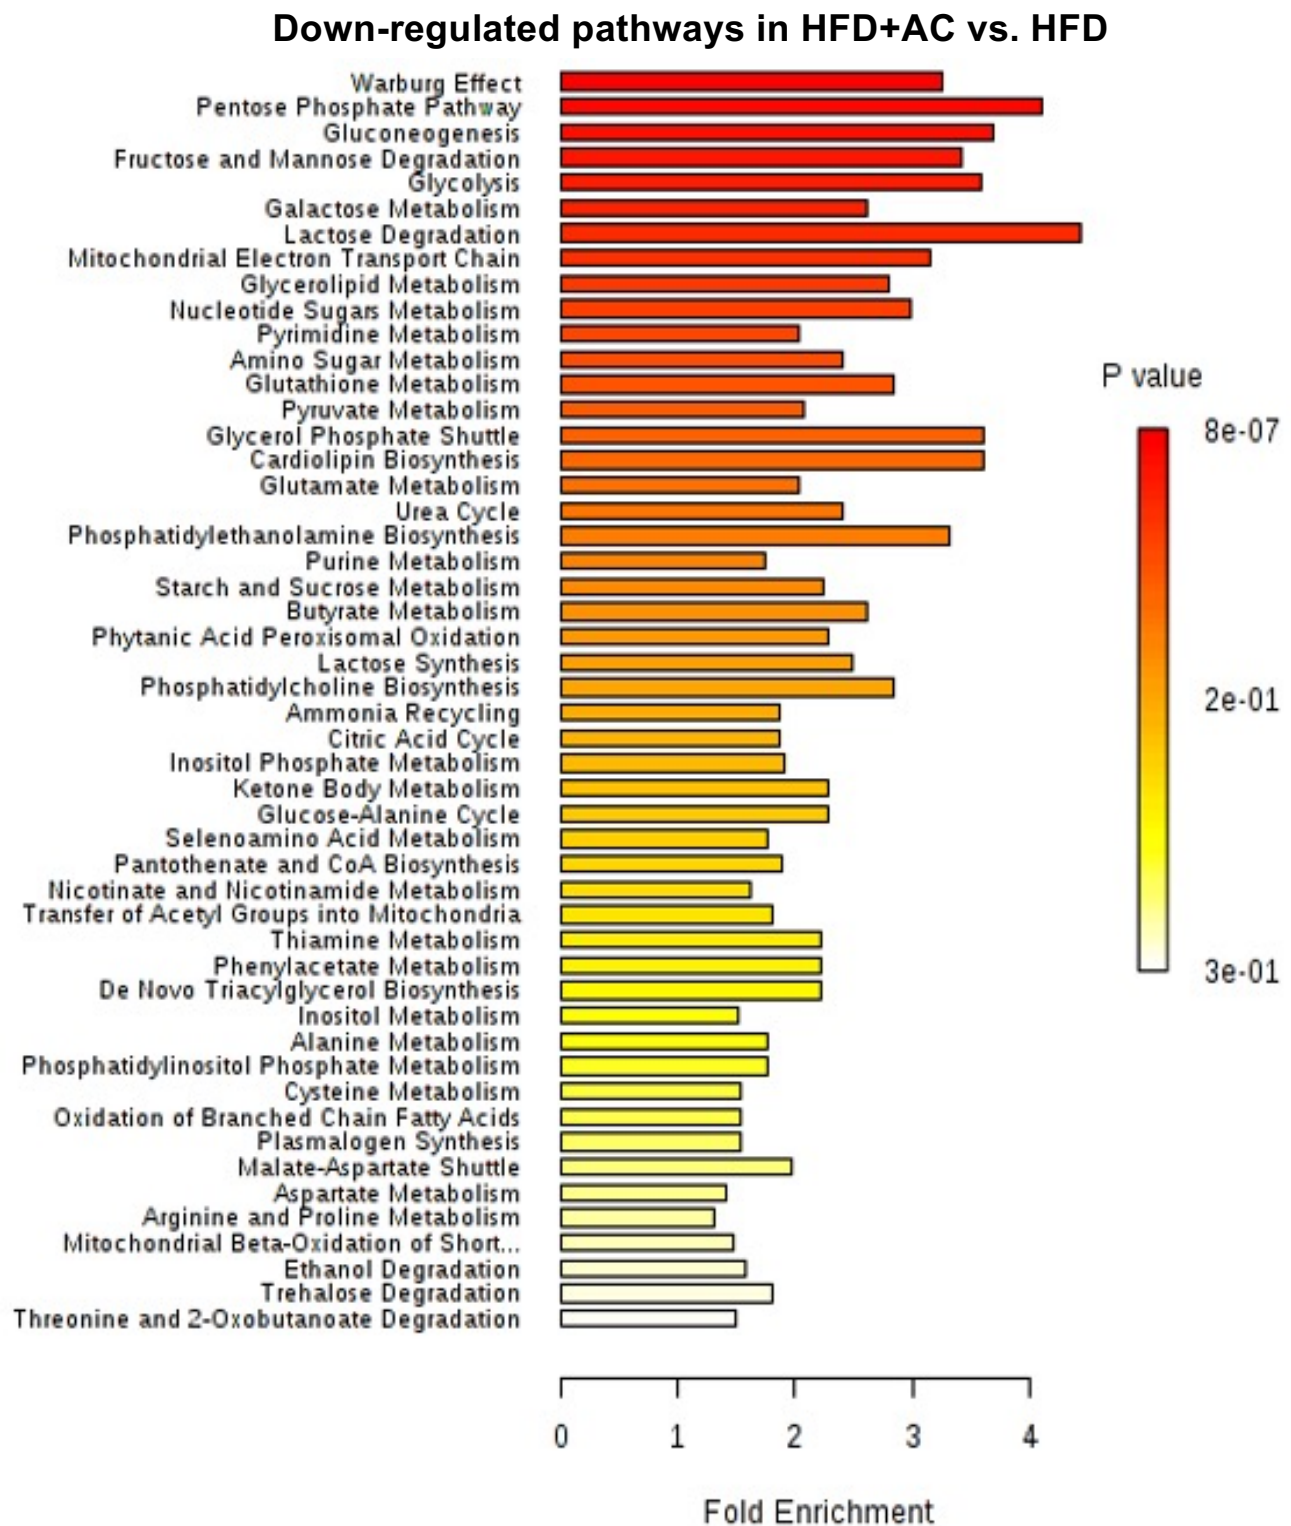

Figure S5B Alterations in pathways from hepatic metabolite levels measured by untargeted metabolomics. Pathways derived from the hepatic metabolites whose levels were significantly altered in the HFD+AC261066/HFD (n=4 per group with 2 repeats). HFD+AC261=HFD+AC261066.

Figure S5C

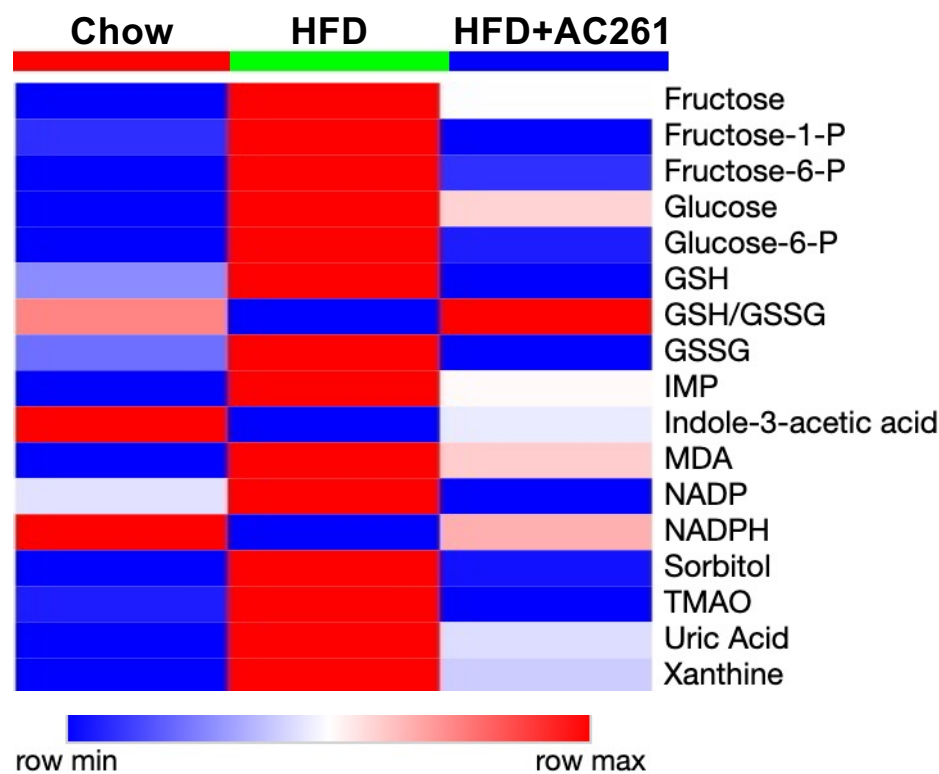

Figure S5C Alterations in hepatic metabolite levels measured by untargeted metabolomics.

Heatmap showing the levels of selected metabolites related to fructose metabolism and oxidative stress with altered statistically in the HFD/chow and the HFD+AC261066/HFD. The order of the metabolites is alphabetically. HFD+AC261=HFD+AC261066 (n=4 per group with 2 repeats).

Figure S6

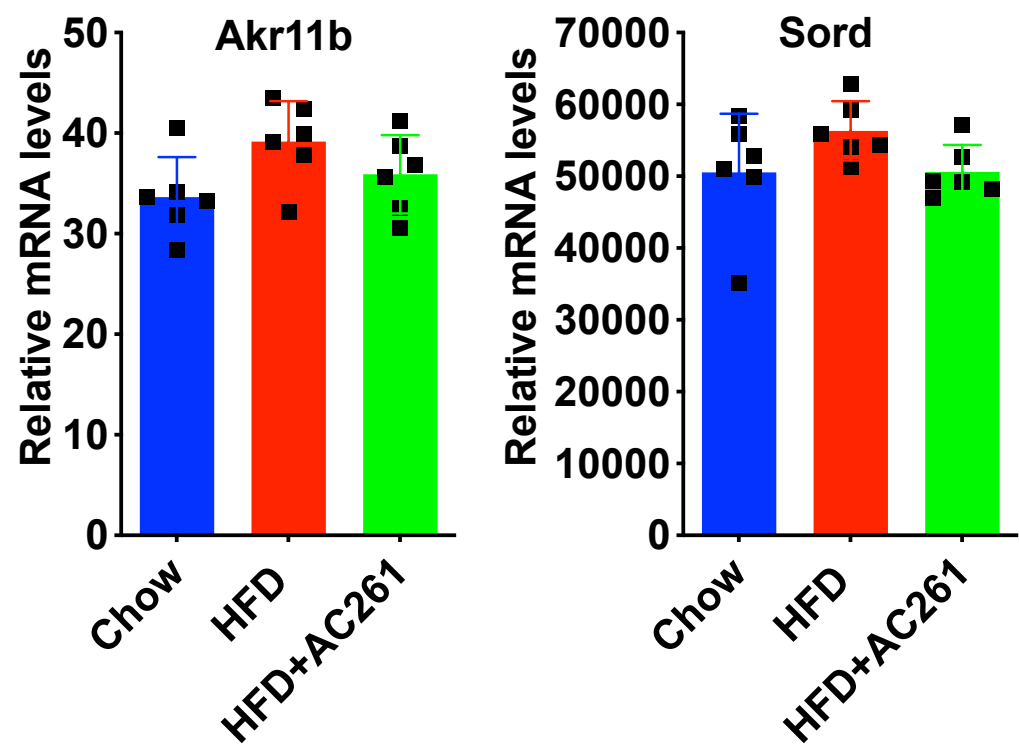

Figure S6 Comparison of mRNA levels of two enzymes in the sorbitol (polyol) pathway from the RNA-seq data (n=6 per group). The y axes (relative mRNA levels) are differentially expressed gene (DEG) transcript levels. HFD+AC261=HFD+AC261066.

Figure S7

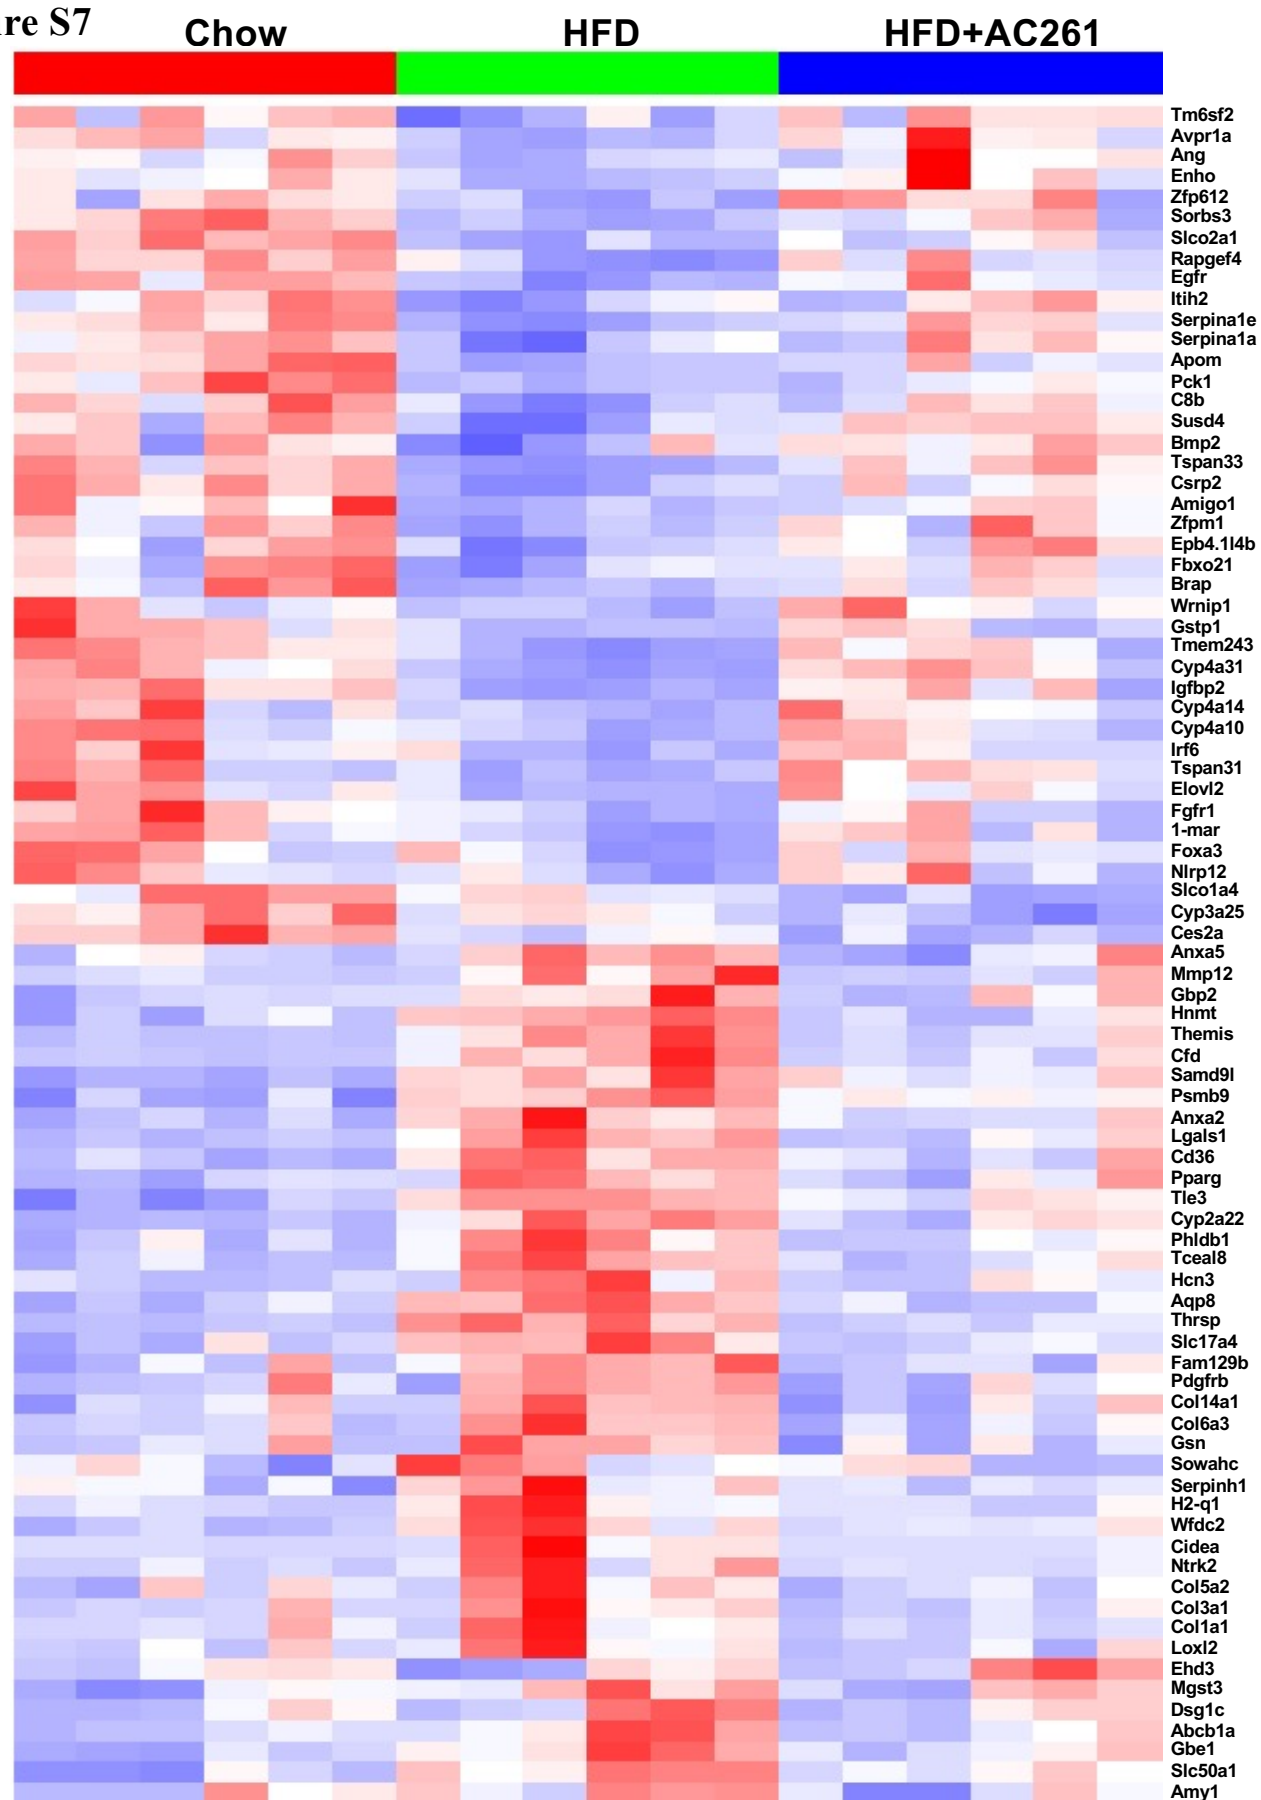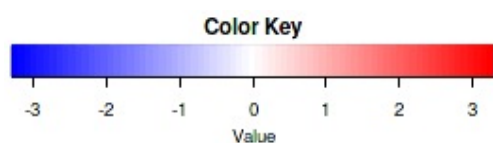

Figure S7 Heatmap showing the common mouse NASH related genes (Xiong et al., 2017) altered statistically ($q < 0.1$) in the HFD/chow and the HFD+AC261066/HFD. The order of the transcripts is based on the data of HFD+AC261/HFD, *i.e.* transcripts increases in HFD+AC261/HFD first, followed by transcripts decreases in HFD+AC261/HFD. HFD+AC261=HFD+AC261066 (n=6 per group).

Figure S8

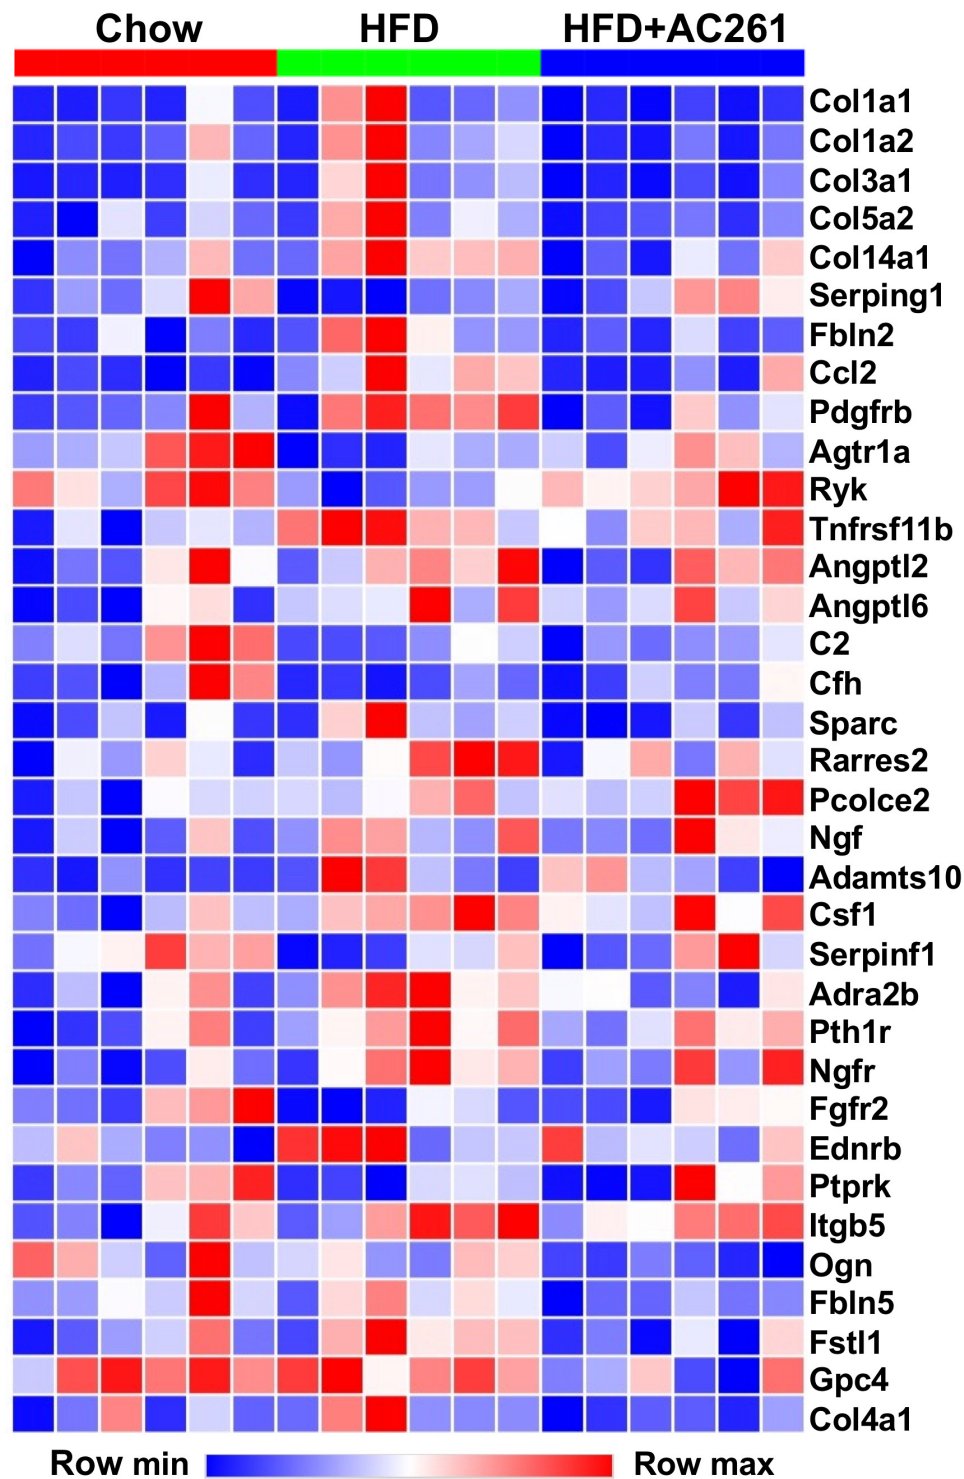

Figure S8 Heatmap analyses showing common transcripts significantly altered in the HFD/chow and the HFD+AC261066/HFD that are involved in HSC secretome (Xiong et al., 2017). The order of the transcripts is based on the data of HFD+AC261/HFD, *i.e.* transcripts decreases in HFD+AC261/HFD. HFD+AC261=HFD+AC261066 (n=6 per group).

Figure S9A

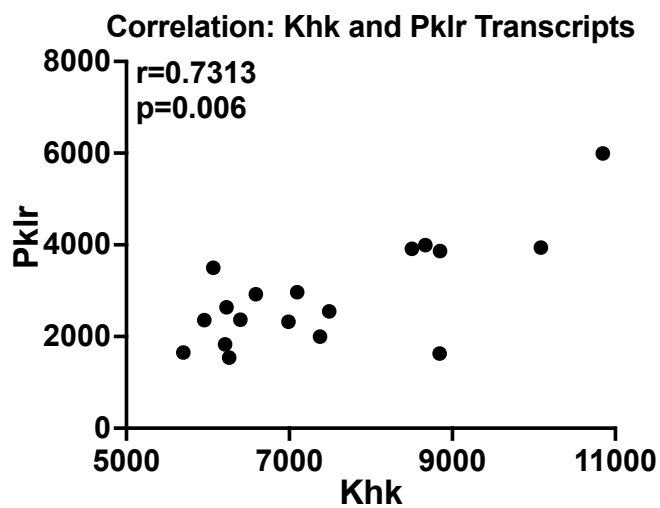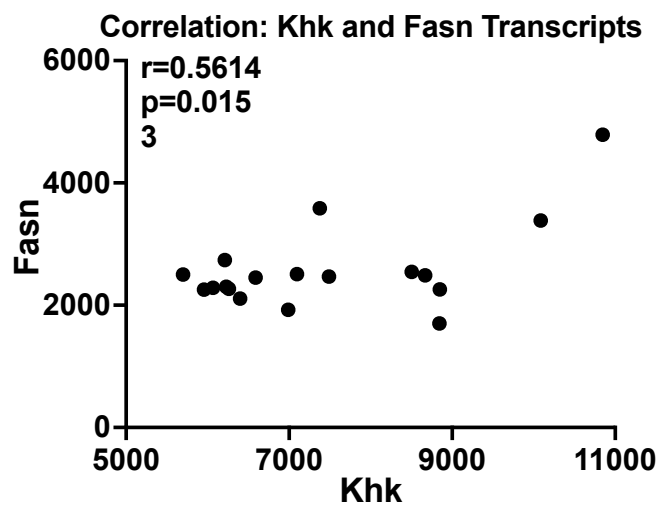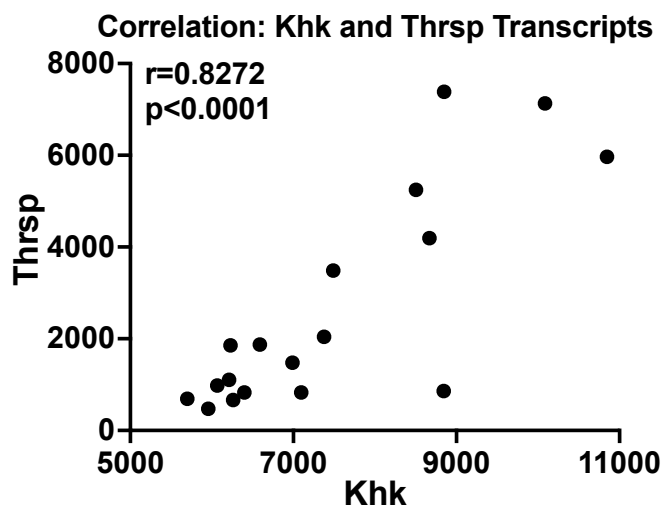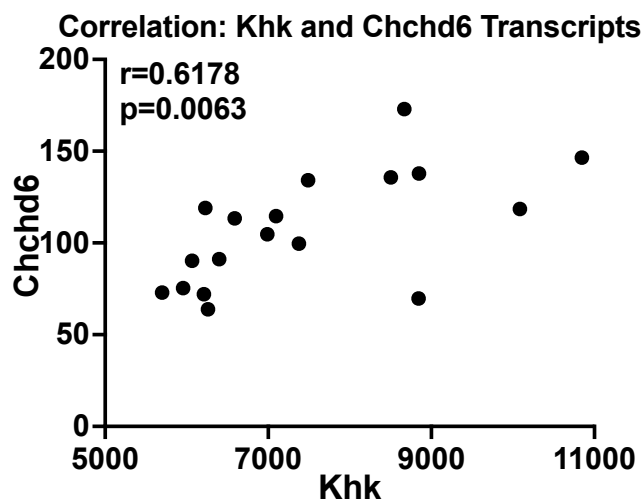

Figure S9B

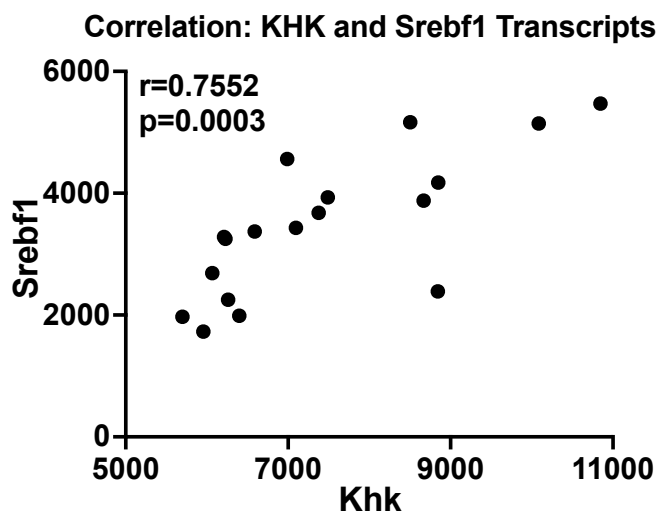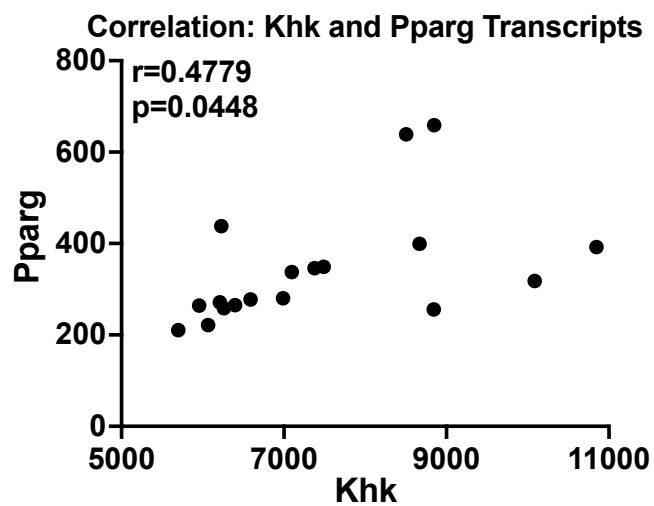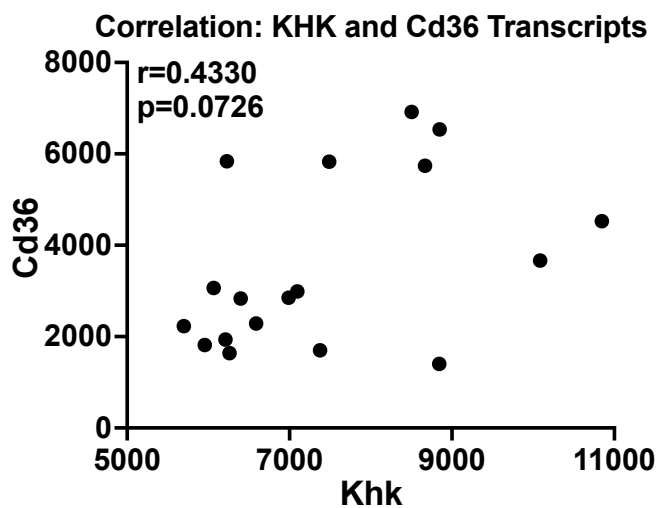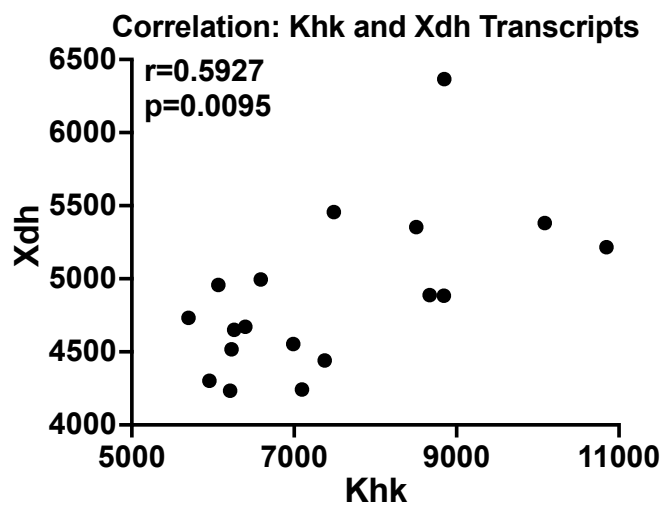

Figure S9C

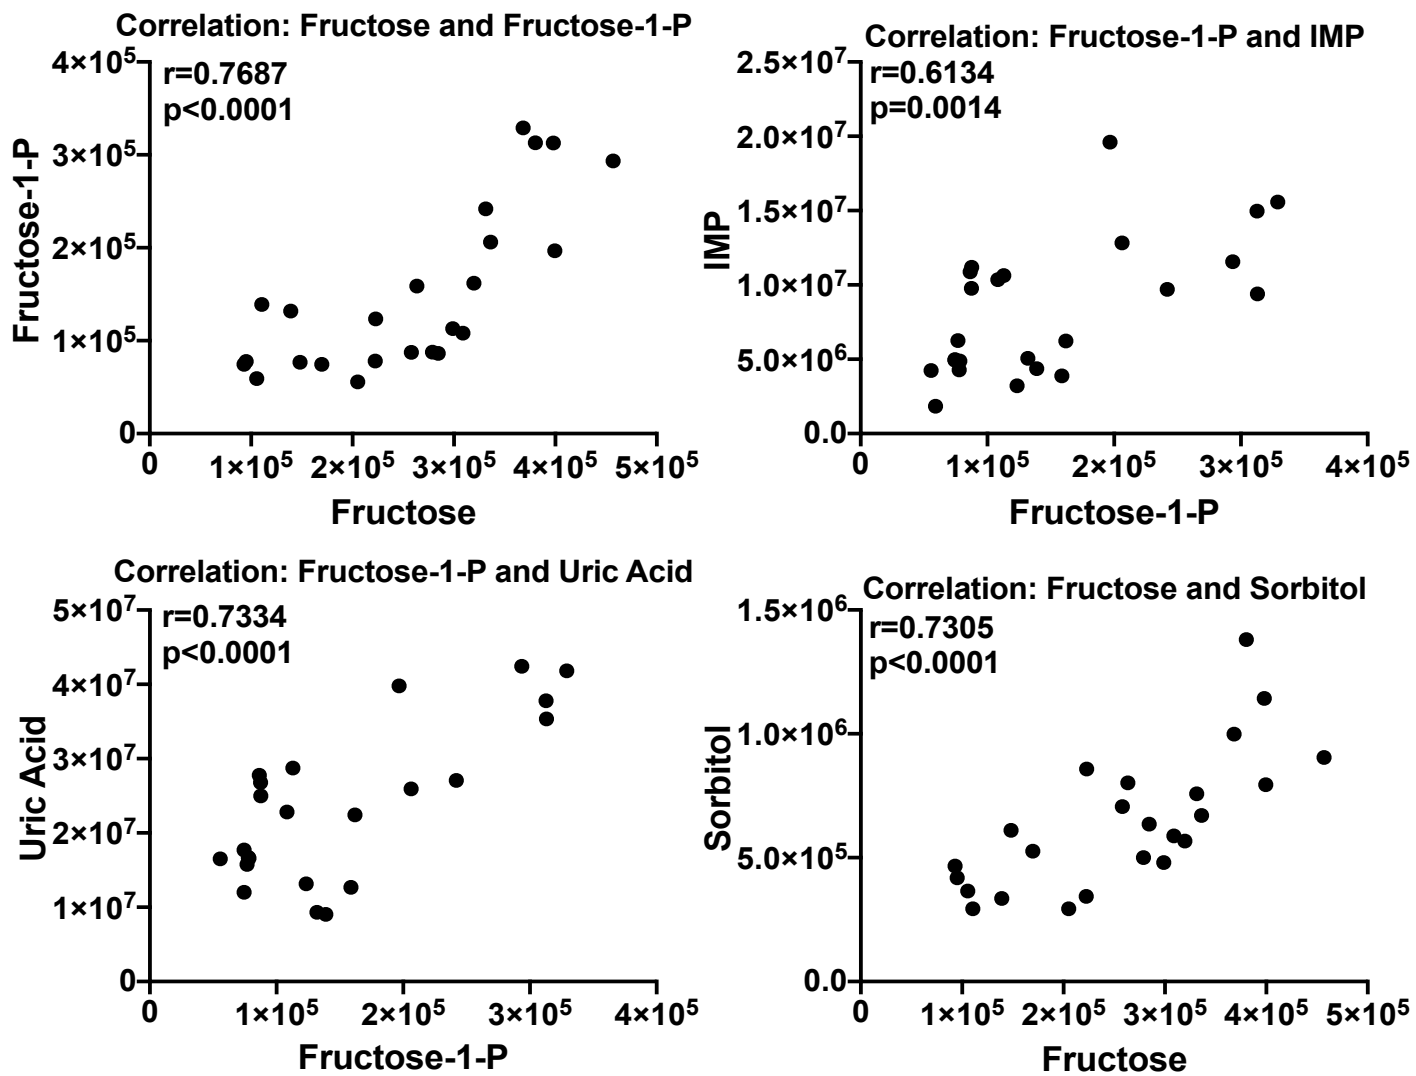

Figure S9 Pearson correlation analyses between transcript and metabolite levels. Transcript and metabolite levels in all groups were used for the analyses. R, correlation coefficient. Statistical significance is defined as $p < 0.05$.

How the deposited data were processed for this re-analysis (not part of the article)

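Gene expression was measured by RNA-seq in the livers of 18 male C57BL/6 mice, 6 each in the chow, HFD and HFD+AC261066 groups, and each library is 1 mouse. The values were log2 values per gene and library as deposited by the authors, who had aligned the reads with TopHat 2.0.11 to the mouse genome mm9, counted them with HTSeq 0.6.1, used DESeq2 1.6.3 and removed batch effects with removeBatchEffect of limma 3.22.7. The paper does not state which transform gave the log2 values, and low values lie close to their gene's mean, as after a regularized logarithm. The submitters' notes also name bcl2fastq 2.17 and cutadapt. The values ran from -3.98 to 21.4. Of 20512 genes, 3620 were exactly 0 in all 18 libraries and 16892 had a value; no column belonged to other samples. Counts per library were not used here, so the depth of each library is unknown and the precision is that of the spread between mice. For genes with low values that spread can be too small. The supplement states a read length of 51 bases and about 30000000 read pairs per sample.

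Groups, batches and comparisons followed the sample labels, which give each group replicates numbered 1 to 6. For each gene, the mean over the libraries numbered 1 to 3 equalled that over the libraries numbered 4 to 6 to within 4.4e-14, and the smallest singular value of the table was 1.7e-12, so the sets 1 to 3 and 4 to 6 were taken as the 2 batches that had been removed. Within-batch values were computed from the 3 libraries of each group in a set. A table of expression values for 35 stellate cell genes in Table S6 was checked against the values: each of the 18 libraries matched the table's column of its own number best (median r = 0.911, lowest 0.753, across genes, which are not independent replicates).

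Genes with a mean log2 value of at least 2 over all 18 libraries, 13268 in all, were tested with limma 3.58.1 in R 4.3.3, with a trend of the variance and without a batch term, since the batch means had been removed (15 residual degrees of freedom, 14 with a batch term, and 4.8 prior degrees of freedom). A gene was called at a Benjamini-Hochberg adjusted p under 0.1. The minimum of 2 was chosen before any test, after the histogram of gene means, the values of 8 genes and the number of genes that the study's counts imply had been seen. The test was also run on simulated data of 13268 genes, in which 100 genes were changed by 0.5 and another 100 by 1 on the log2 scale. Of these, 93 and 98 were recovered for HFD against chow and 90.0 and 99 for HFD+AC261066 against HFD. Among the calls in these data 17.0% and 14.1% were of unchanged genes, and 12.1% and 10.5% with a batch term, so the calls without it hold more false ones than the threshold names.

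Levels are 2 raised to the log2 value, given as mean and SD of 6 livers. Exact permutation tests (two-sided) compared single genes between groups, and correlations with *Khk* were tested with 100000 permutations over levels, adjusted over the 8 genes. Overlaps were tested with Fisher's exact test. The effect of sharing the HFD livers between comparisons was simulated in 50 draws of each of 2 kinds and examined by splitting the HFD livers in 20 ways. Lists of pathway genes and cell type markers, 43 in all, were fixed before the data were examined, and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Gene coordinates come from an annotation of NCBIM37, which is mm9. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

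Genes named in the text were those the paper names in its results, the 8 higher and 8 lower genes with the smallest p of each of the comparisons HFD against chow and HFD+AC261066 against HFD, and up to 4 members with the smallest p of each list described, or all members of lists of 10 or fewer. The values of Tables S1 to S6 had been seen when this rule was written, and genes named outside it are marked as chosen after their values were seen. The alternatives tried were a batch term, each batch alone, the replicate number as a block, no minimum or a minimum of 1, quantile normalization, limma without the trend, only the 2 groups compared, a threshold of 0.05, and each library left out. A minimum of 5, equal medians and 2 libraries left out together were added after the data were examined. The gene sets of the study's enrichment analyses were not used here. Of the HFD sheet of Table S1 only the first 1998 entries were used, as the sheet held no more here, and of Table S3 the lists of some terms are incomplete.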

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

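All tests of explanations in this part were chosen after the result they bear on was seen. The splits of the HFD livers and the other splits of the libraries had been fixed beforehand.

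By limma 424 genes, such as *Thrsp*, *Hao2* and *Cspg5*, changed under the HFD and went the other way in treated livers. HFD livers shared by both comparisons are argued against as the whole cause. In 20 splits in which the comparisons shared no HFD liver, the covariance of their fold changes was at most -0.0214, and opposite calls outnumbered calls in the same direction in each split. High or low values of single HFD livers are argued against as the whole cause too. In genes chosen on 3 HFD livers and measured on the other 3, treated livers kept at most 81.9% of the difference from chow over 20 splits. The splits reuse the same livers, so their range is not a sampling error. Without HFD+AC261066 replicate 3, which lies among the chow livers on the first principal component, the covariance was at most -0.0156 and treated livers kept at most 86.9%. A smaller effect of the diet in treated livers and an opposite effect of the compound both stay open, and no biological explanation was tested. The number of genes rests on single libraries: it was 253, 224 and 265 without HFD replicate 2, 3 or 5, and 221 and 245 without HFD+AC261066 replicate 4 or 5.

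Tested alone, libraries 4 to 6 gave 620.0 genes for HFD+AC261066 against HFD and libraries 1 to 3 gave 23. The 581 genes called over all libraries had the same direction in both sets, with median sizes of 0.325 and 0.335 on the log2 scale, as their choice over both sets favours. Over all tested genes, which are not independent replicates, r between the sets was 0.19, and 66 genes differed between them by a test of the interaction. A smaller effect of the compound in libraries 1 to 3 stays open. Over the 4257 genes that the HFD changed, the opposite change there was 0.947 times that in libraries 4 to 6, but with livers left out in turn the 95% jackknife range was 0.458 to 1.96, and without HFD+AC261066 replicate 3 the ratio was 0.69. Whether the treated library that stands farthest from its group, replicate 3, accounts for the low number in libraries 1 to 3 cannot be told. Without it 21 genes were called there, but fewer treated mice remain. Libraries 4 to 6 also fell to 18 or 55 genes without HFD+AC261066 replicate 4 or 5. In libraries 1 to 3 without replicate 3, the median SD was 1.04 times that in libraries 4 to 6. A larger spread between mice in libraries 1 to 3 may contribute, as the median SD was 1.11 times that in libraries 4 to 6, and cannot be told apart from chance because the number of mice is small. Single libraries weigh heavily, since libraries 4 to 6 gave 149, 51 and 125 genes without HFD replicate 4, 5 or 6, and 18, 55 and 2729 without HFD+AC261066 replicate 4, 5 or 6. Libraries 1 to 3 gave 8, 12 and 52 genes without chow replicate 1, 2 or 3, 223 without HFD replicate 1 and 12 without HFD+AC261066 replicate 1, and by limma 0 without HFD replicate 2 or 3 or HFD+AC261066 replicate 2, where 942, 1035 and 1846 genes had an unadjusted p under 0.05.

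Members of some groups of liver genes that the paper does not discuss changed. All 6 *Cyp4a* omega-hydroxylase genes were lower in HFD than in chow livers (6 when adjusted over the list alone, 5 after quantile normalization, adjusted p = 0.0993 with an estimated correlation), and 4 were higher in HFD+AC261066 than in HFD (5 when adjusted over the list alone, adjusted p = 0.0397 with an estimated correlation). Of 49 interferon response genes, 43 were higher and none was lower in HFD than in chow (45 higher when adjusted over the list alone, adjusted p = 0.0993 with an estimated correlation). In HFD+AC261066 against HFD, 18 of 44 genes of drug metabolism were lower and none was higher (26 lower and 2 higher when adjusted over the list alone, adjusted p = 0.0397 with an estimated correlation). Of 27 female-biased liver genes 11 were lower and none was higher (16 lower when adjusted over the list alone, adjusted p = 0.0397 with an estimated correlation). The drug metabolism, female-biased and arachidonic acid lists share genes such as *Cyp2b9* and *Cyp2b13*, so they are not separate findings. Of 6 measured adipocyte markers 1, *Cfd*, was lower (6 when adjusted over the list alone, adjusted p = 0.0794 with an estimated correlation).

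*Scd1* differed between the batches: the HFD effect in libraries 4 to 6 minus that in libraries 1 to 3 was -4.27 on the log2 scale (adjusted p = 0.00188 for the interaction in limma).

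Among the groups of 6 livers of the genes that the paper names, 9 held a liver whose gap to the next, divided by the range of the group, passed Dixon's 95% limit, where chance gives about 5.25. In the chow group these were replicate 3 for *Cdh1* (highest, 0.637), for *Pparg* (lowest, 0.767) and for *Sord* (lowest, 0.692), replicate 4 for *Khk* (highest, 0.736), and replicate 5 for *Col1a1*, *Col1a2* and *Col3a1* (highest, 0.653, 0.686 and 0.812). In the HFD+AC261066 group replicate 6 was highest for *Cidea* (0.749) and *Mmp12* (0.691).

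Chance in the grouping of the livers is argued against for both counts of genes. It is not excluded, since 1 of 100 is the smallest share that 100 splits allow. The other splits were also drawn without regard to the levelled batches. Of 100 splits of the 12 chow and HFD libraries only the real one, 1 of 100, reached 4257 genes, and the highest other gave 470.0. Of 100 splits of the 12 HFD and HFD+AC261066 libraries again only the real one, 1 of 100, reached 581 genes, and the highest other gave 5.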

How the results depend on the processing

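A mean log2 value of at least 5, equal medians, both libraries that stand apart left out (chow replicate 3 and HFD+AC261066 replicate 3) and the NASH genes under each setting were chosen after the data were seen. The counts of HFD+AC261066 against HFD depended on the processing. With a batch term that count fell from 581 to 372. The batch means had been levelled, so the term left the differences as they were and cost a residual degree of freedom. The levelling had already used that degree of freedom, so counts without the term can hold more false calls than the threshold names. Libraries 1 to 3 alone gave 922 genes for HFD against chow, 23 for HFD+AC261066 against HFD, 123 for HFD+AC261066 against chow, 18 opposite calls, 3 of the genes named in the paper and 6 of the NASH genes of Table S6 in HFD+AC261066 against HFD. In libraries 4 to 6 alone 5 of the named genes and 34 of the NASH genes were called, and 0 of the correlations with *Khk* passed the permutation test (3 before adjustment). With the replicate number as a replicate block the counts were 292 for HFD+AC261066 against HFD, 227 opposite calls and 14 named genes. The numbers do not pair the mice, since libraries of 1 number in different groups had r from -0.36 to 0.15 and 0 matched best with its own number. At a threshold of 0.05 there were 270.0 genes for HFD+AC261066 against HFD, 1590.0 for HFD+AC261066 against chow, 205 opposite calls, 12 named genes and 48 NASH genes, which follows from the stricter threshold. With an estimated correlation 4 of the 43 lists passed for HFD against chow, 6 for HFD+AC261066 against HFD and 0 for HFD+AC261066 against chow (3 before adjustment, 15 with fry). The genes of Fig. 3, which the authors show from these same livers, are among the lists that passed for HFD against chow and for HFD+AC261066 against HFD. With fry 11 passed for HFD+AC261066 against HFD. With group means taken out, 0 of the correlations with *Khk* passed (2 before adjustment), and r turned to -0.093 for *Chchd6*, -0.018 for *Xdh*, -0.22 for *Pparg* and -0.53 for *Cd36*, the last 2 of which had not passed before. *Scd1* turned to 1.51 in HFD against chow in libraries 1 to 3. Without single libraries the counts ran from 3480.0 (chow replicate 6) to 4475 (HFD+AC261066 replicate 3) genes for HFD against chow, from 1850.0 (chow replicate 4) to 3120.0 (HFD+AC261066 replicate 3) for HFD+AC261066 against chow, and from 275 (HFD+AC261066 replicate 4) to 938 (HFD+AC261066 replicate 6) for HFD+AC261066 against HFD, with 329, 290.0, 387 and 360.0 without HFD replicate 2, 3, 4 or 5 and 308 without HFD+AC261066 replicate 5. They ran from 221 to 595 opposite calls (the same 2 libraries), from 24 (such as chow replicate 2) to 28 (such as chow replicate 5) named genes for HFD against chow, and for HFD+AC261066 against HFD from 11 to 24 named genes and from 43 to 84 NASH genes (HFD replicate 3 and HFD+AC261066 replicate 6), with 12 and 46 without HFD replicate 2, 13 and 48 without HFD+AC261066 replicate 5, and 15 named genes without HFD+AC261066 replicate 1 or 3. Single genes were followed for 63, those that the paper names and those with the smallest p of each comparison. Other genes named from lists were not. Of the 63, the call and direction were the same with a batch term for 62 in HFD against chow and 57 in HFD+AC261066 against HFD. They were the same after quantile normalization for 56 and 62, with no minimum for 62 and 59, and with the replicate block for 62 and 52. At a threshold of 0.05 they were the same for 61 and 49, in libraries 4 to 6 alone for 48 and 36, and in libraries 1 to 3 alone for 52 and 20.0. In the last of these, 40.0 calls of HFD+AC261066 against HFD were lost. With each library left out they were the same in 1103 and 1012 of 1134 comparisons, and the call was lost in 16 and 102. A mean log2 value of at least 5, equal medians and both libraries left out gave 561, 583 and 548 genes for HFD+AC261066 against HFD. Unless a cause is named, the cause was not tested. Not run were pseudocounts, other size factors and DESeq2, because the values are already on the log2 scale. The depth of single libraries is not known, so what depth limits was not examined.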

Differences from the paper's values

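Table S1 and the values computed here both give log2 fold changes, those here from log2 values whose transform is not stated, so a common scale is not shown. They had the same sign for all 25 genes compared in HFD against chow and all 24 in HFD+AC261066 against HFD. Of these, 19 and 20 lay within the replicate SD. Both values come from the same livers, so the SD between mice does not measure the error of their difference. It is wider for variable genes, so these counts do not measure reproducibility. The genes outside it follow, with the alternatives set before the data were examined. For *Thrsp* in HFD against chow the paper's value is 2.30 and the value here 2.85; it lay within the SD in libraries 4 to 6 alone (2.37), and without chow replicate 1, HFD replicate 1 or HFD replicate 2 (2.72, 2.77 and 2.76), and in no other alternative. For *Chchd6* in HFD against chow the paper's value is 1.32 and the value here 0.93, under no alternative within it. For *Dgat2* in HFD against chow the paper's value is 0.32 and the value here 0.25, within it after quantile normalization (0.34), in libraries 1 to 3 alone (0.31) and without chow replicate 4 or 5 (0.26 and 0.27) or HFD replicate 1, 4 or 5 (each 0.26). In HFD+AC261066 against HFD the paper's value for *Dgat2* is -0.37 and the value here -0.29, within it after quantile normalization (-0.32), in libraries 1 to 3 alone (-0.31) and without HFD+AC261066 replicate 6 (-0.31).

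For *Cidea* the paper's values are 0.93 in HFD against chow and -0.85 in HFD+AC261066 against HFD, and the values here 2.09 and -1.88. The first lay within the SD under no alternative, and the second in libraries 4 to 6 alone (-1.45) and without HFD replicate 3 (-1.58). For *Ccl2* the paper's values are 1.10 and -0.73 and the values here 0.61 and -0.45. The first lay within the SD under no alternative, and the second in libraries 1 to 3 alone (-0.61) and without HFD replicate 1 (-0.50) or HFD+AC261066 replicate 6 (-0.56). For *Tnf* in HFD against chow the paper's value is 0.84 and the value here 0.30, and for *Alox12* in HFD+AC261066 against HFD they are 0.85 and 0.37; neither lay within the SD under any alternative.

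The paper's methods name analysis of variance with a Bonferroni or Tukey test at p under 0.05. Passing here means an adjusted p under 0.1 over 13268 genes, so a gene that did not pass here can pass there. The paper reports that the HFD lowered *Vldlr*. Here it was higher, by 1.59, in HFD than in chow livers, as in Table S1, and lower in treated livers, while *Mttp*, named with it, was lower (-0.16). The paper reports *Fasn* as higher in HFD than in chow and lower in treated livers, and the same of its protein, which was not measured here. The mRNA differences here were 0.36 and -0.23 and neither passed. The first passed after quantile normalization, without chow replicate 5, HFD replicate 2 or HFD+AC261066 replicate 3, and with both libraries that stand apart left out, which was chosen after the values were seen and ends the call of *Akr1b10* in HFD against chow and of *Pklr*, *Slc2a2*, *Col1a1*, *Col1a2*, *Pdgfrb*, *Mmp12* and *Ccl2* in HFD+AC261066 against HFD; the second passed under none, and Table S1 does not list it either. The paper reports no difference of *Scd1* and *Mlxipl* between groups, and here *Scd1* was lower in HFD+AC261066 than in HFD (-2.08) and *Mlxipl* higher in HFD than in chow (0.46), as in Table S1, where the paper's value is 0.48. Table S1 does not list *Scd1* for HFD+AC261066 against HFD. *Scd1* did not pass with the replicate number as a block or without HFD replicate 2 or 3 or HFD+AC261066 replicate 4, and *Mlxipl* not in libraries 1 to 3 or 4 to 6 alone or without chow replicate 2. The paper describes *Pparg* and *Srebf1* as lowered in treated livers, and PPARγ protein too, which was not measured here. Here the 2 transcripts had -0.51 and -0.41 and did not pass, except without HFD replicate 1 or HFD+AC261066 replicate 6 (*Pparg*) and without chow replicate 5 or HFD+AC261066 replicate 2 (*Srebf1*). Table S1 lists *Pparg* for this comparison and not *Srebf1*. Among the NASH genes raised again in treated livers the paper names *Fgfr1*, which passed here only without HFD+AC261066 replicate 6 (0.37), and *Foxo3*, which passed under none (-0.041) and is not listed for this comparison in Table S1. *Igfbp2*, which it also names, passed (1.16).

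The paper states that AC261066 changed *Tnf*, *Ccr2* and *Alox12*. Here *Alox12* passed (0.37) and *Ccl2* did too, while *Tnf* (-0.20) passed only in libraries 4 to 6 alone (-0.32) and without HFD+AC261066 replicate 2 (-0.24), and *Ccr2* (-0.42) under none. Table S1 lists neither of them for HFD+AC261066 against HFD. *Col1a1*, which the paper lists as higher in HFD than in chow, had 0.78 and passed only without chow replicate 5 (1.01) or HFD replicate 1 (1.02), and *Col3a1*, *Lgals1* and *Pdgfrb* passed. The paper reports that *Pparg* rose and fell with *Khk*, with r of about 0.48 in Fig. S9, read by eye. Here r was 0.43 on levels and did not pass (0.47 on the log2 scale, p = 0.0454 by permutation, adjusted p = 0.0605), and the other 6 genes that the paper names passed. The paper names the gene of the aldose reductase panel of Fig. S6 *Akr1b1*, and the panel matches *Akr1b10* here. The paper reports no change of aldose reductase, and here *Akr1b10* was higher in HFD than in chow (0.22). It did not pass with no minimum, after quantile normalization, with a batch term, with the replicate number as a block, in libraries 1 to 3 alone, at a threshold of 0.05, or without chow replicate 2, 3, 4, 5 or 6 or HFD replicate 2, 3, 4, 5 or 6.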

Other observations

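The tests of explanations for the sex-biased genes in this part, and the genes named for them, were chosen after the result was seen. The HFD raised interferon-inducible genes in the liver. *Gbp11*, a guanylate-binding protein gene, rose by 1.15 (adjusted p = 8.66e-05) on the log2 scale in HFD livers, *Samd9l* by 1.19 (adjusted p = 7.11e-06) and *Psmb9*, a subunit of the immunoproteasome, by 0.74 (adjusted p = 2.01e-05), all from limma. In HFD+AC261066 livers *Gbp11* differed from HFD by -0.80 (adjusted p = 0.0144) and *Gbp10* by -0.78 (adjusted p = 0.0767), and 4 of the 49 interferon response genes were lower and none was higher (6 lower when adjusted over the list alone, 1 with a batch term), with adjusted p = 0.488 with an estimated correlation. Against chow, 34 of the 49 were still higher in treated livers. Some genes of plasma proteins were lower with the HFD. Of 46 acute phase and complement genes 21 were lower and 2 higher (22 and 2 when adjusted over the list alone, 13 and 4 after quantile normalization, with a median of -0.36 against -0.24), with adjusted p = 0.534 with an estimated correlation. *Hamp*, the iron hormone hepcidin, fell by 1.16 in HFD livers (adjusted p = 0.00398) and rose by 1.07 (adjusted p = 0.0373) with AC261066. *Cyp4a12b*, a male-biased omega-hydroxylase, had -2.47 (adjusted p = 8.08e-05) in HFD against chow and 1.48 (adjusted p = 0.0293) in HFD+AC261066 against HFD. Of drug metabolism genes, *Cyp2b13* and *Cyp2a22* fell with AC261066, with -3.02 (adjusted p = 0.00570) and -1.16 (adjusted p = 0.0476). *Cyp3a11*, a drug oxidase gene, had -2.28 (adjusted p = 4.97e-06) in treated livers against chow and was picked after its values were seen. The *Cyp* genes have close paralogs, and reads shared between them were not examined.

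Genes of the response to retinoic acid showed no common change with AC261066. *Rarb*, which encodes the receptor that AC261066 binds, had 0.032 (adjusted p = 0.900) in HFD against chow and -0.019 (adjusted p = 0.966) in HFD+AC261066 against HFD, and *Cyp26a1*, the enzyme that clears retinoic acid, -0.65 (adjusted p = 0.0171) and -0.58 (adjusted p = 0.111). None of 13 retinoic acid response genes passed in HFD+AC261066 against HFD by limma (5 at an unadjusted p under 0.05, 1 higher and 2 lower when adjusted over the list alone). Of 30 genes of retinoid storage and metabolism, *Ces1g* and *Aldh1a7* were lower, with -0.93 (adjusted p = 0.0228) and -0.41 (adjusted p = 0.0397) (5 lower and 2 higher when adjusted over the list alone). Genes of the adipocyte marker list rose in HFD livers: *Cfd*, *Car3*, *Cidec* and *Plin4* had 2.31, 1.97, 1.34 and 1.12, 4 of 6 measured (4 when adjusted over the list alone), with adjusted p = 0.205 with an estimated correlation. Which cells expressed them was not tested, so they do not show that adipocytes were present. Of 21 endothelial markers 5 were higher and none lower with AC261066 (7 when adjusted over the list alone, 3 with a batch term), among them *Ehd3* 0.42 (adjusted p = 0.0266) and *Kdr* 0.30 (adjusted p = 0.0320), with adjusted p = 0.488 with an estimated correlation. *Themis*, a T cell gene, had 2.37 (adjusted p = 1.16e-05) and -1.45 (adjusted p = 0.00913).

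Sex-biased liver genes moved in HFD livers of male mice: 19 of 27 male-biased genes were lower and 1 higher (21 and 1 when adjusted over the list alone), with adjusted p = 0.377 with an estimated correlation, and 14 of 27 female-biased genes were higher and 5 lower (14 and 6 when adjusted over the list alone), with adjusted p = 0.449 with an estimated correlation. Livers of female mice among the HFD libraries are excluded, since the lowest Y-linked value in any of them was 8.18 on the log2 scale. A lower share of hepatocytes is argued against as the whole cause, since the medians of the female-biased and the male-biased genes lay 1.1995 apart on the log2 scale, and *Alb* had -0.087 (adjusted p = 0.843), although 3 of 6 hepatocyte genes were lower, *Apoa1*, *Hnf4a* and *Serpina1a* (-0.50, -0.55 and -0.48). Weaker pulsatile growth hormone signalling through STAT5 may contribute and cannot be told apart from other causes: of 4 genes 2 changed in its direction, *Socs2* with -1.23 (adjusted p = 0.0169) and *Igf1* with -0.27 (adjusted p = 0.0456), while *Cish* and *Bcl6* did not pass with 0.25 (adjusted p = 0.703) and 0.88 (adjusted p = 0.111), and *Cux2* moved opposite to it with -1.66 (adjusted p = 0.00566). In treated livers 6 male-biased genes were higher and 1 lower than in HFD (17 and 1 when adjusted over the list alone), with adjusted p = 0.335 with an estimated correlation. The male-biased list shares *Cyp4a12b* with the *Cyp4a* list, and *C6* and *Serpina1e* with the acute phase and complement list.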
